# Diel expression dynamics in filamentous cyanobacteria

**DOI:** 10.1128/mbio.03779-24

**Published:** 2025-11-18

**Authors:** Sarah J. Kennedy, Douglas D. Risser, Blair G. Paul

**Keywords:** cyanobacteria, diel cycle, regulation of gene expression, hypermutation, retroelements, prophage

## Abstract

Filamentous cyanobacteria of the *Nostocaceae* family can differentiate into multicellular forms to adapt to environmental stresses, and members can establish symbiosis with various embryophytes. Representative laboratory strains are typically grown under continuous light to maintain stable metabolic conditions; however, this departure from a natural diel cycle can result in extended stress. Early genomic examination of *Nostoc punctiforme* suggests the genetic potential for a circadian clock, but we lack insight into global cellular dynamics through the natural diel cycle for this model organism. Here, we comprehensively assess changes in expression of core cellular processes and the mobilome of accessory genetic elements during diel growth of *N. punctiforme* PCC 73102. The primary transcriptome confirmed that multicellular cyanobacteria precisely coordinate photosynthesis and carbon assimilation for cell division during the day, while control of DNA recombination and repair appeared to be sequestered to darkness. Moreover, we expanded the known repertoire of light-sensing proteins to uncover a putative regulator of circadian rhythm that itself exhibits striking oscillation between day-night expression. This was in sharp contrast to the arrhythmic pattern observed for a homolog of the canonical circadian input kinase in unicellular cyanobacteria. Looking beyond cellular coordination of diel growth, we uncovered dynamic mobile elements and, notably, targeted hypermutation by retroelements that are likely maintained for conflict mitigation, which is crucial for a multicellular lifestyle.

**IMPORTANCE:**

Model strains of filamentous cyanobacteria are typically cultivated under controlled laboratory conditions that poorly reflect the natural environment, including growth under constant light. Our study addresses this discrepancy to provide a new benchmark for investigating gene expression in the model organism, *Nostoc punctiforme*. By analyzing changes in the global transcriptome over a diel cycle, we found a clear partition of cellular processes between periods of light and darkness, with metabolism dominating in the light and cell maintenance and repair processes dominating in the dark. In addition, an active mobilome of genetic elements was uncovered with dynamic expression patterns throughout a diel cycle. Our findings highlight the importance of considering diel cycles in cyanobacterial research and provide new insight into the regulatory complexity, genome plasticity, and adaptive mechanisms of these ecologically important organisms. Our study reinforces the need to consider the natural diel cycle in laboratory models of filamentous cyanobacteria, bringing new insights into their regulatory complexity and revealing adaptive drivers of genome plasticity that may enable members of *Nostoc* to occupy a wide variety of ecosystems.

## INTRODUCTION

Multicellular cyanobacteria, particularly those from taxonomic subsections IV and V, are thought to have evolved in several independent stages of life’s history and occupy a vast range of environments (1, 2), where they adapt to variable stresses and serve as key drivers of ecosystem resilience. These microorganisms can differentiate several distinct cell types, including nitrogen-fixing heterocysts that shield the inside of the cell from oxygen (3), motile hormogonia that are thought to establish symbiosis with plant hosts (4), and desiccation-tolerant akinetes that develop and undergo dormancy in response to nutrient limitation or other stresses (5). *Nostoc punctiforme* strain PCC 73102 (ATCC 29133) is a model organism for studying the development of these specialized cell types (6–9).

Filamentous and multicellular cyanobacteria have been investigated, in large part, through experimental manipulation of model strains that represent members of the family *Nostocaceae* (4, 10). Growth experiments with *N. punctiforme* PCC 73102, *Nostoc sp*. strain PCC 7120, and other model representatives are typically carried out under continuous light (i.e., 24-h constant illumination), as opposed to mimicking the natural light-dark diel cycle. Constant light incubations have been used in the past for examining the ability of various cyanobacteria to fix nitrogen (11), maintain photosystem regulation (12), establish circadian rhythm (13, 14), and undergo chromosome supercoiling (15). Yet, continuous light exposure has been linked to oxidative stress and upregulation of protective response pathways (12). The departure from the natural diel cycle to continuous light induces global transcriptional changes in cyanobacteria, complicating the interpretation of gene expression due to stress-related perturbations and adaptive responses. Moreover, transcriptomic studies with *N. punctiforme* have not yet addressed the natural cellular response to a diel cycle and, in turn, whether the organisms can establish circadian rhythm from long-maintained cultures. We thus lack a complete view of global regulation during natural growth of model filamentous cyanobacteria.

While *N. punctiforme* PCC 73102 has been studied as a model for understanding the molecular basis of multicellularity and symbiosis in filamentous cyanobacteria, *Synechococcus elongatus* PCC 7942 has been the primary model organism to study bacterial circadian rhythm. As such, most details for the circadian clock and genetic pathways that are regulated on a diel cycle are based on this unicellular cyanobacterium. The core clock components, including KaiA, KaiB, and KaiC proteins, and the input/output atypical kinase, CikA, are each found in the genome of *Nostoc punctiforme* and in other members of the *Nostoc* genus, but these orthologs differ in sequence and domain composition (16, 17). Recently, Arbel-Goren and colleagues found that the ability to fix nitrogen was lost in mutant strains of filamentous cyanobacteria that lacked the core clock genes, while also demonstrating that differentiation of heterocysts occurred with specific timing on a circadian cycle (18). While circadian control of gene expression may differ between unicellular and multicellular cyanobacteria, a comprehensive transcriptomic analysis during a natural circadian cycle still has not been carried out for any members of filamentous cyanobacteria. *N. punctiforme* may possess genes for either clock synchronization or output control that are distinct from homologs of known circadian input-output proteins of *S. elongatus*. Expression of such genes may be tied to either (i) a diel shift in photosynthesis (i.e., the redox state of quinones), providing input to the clock, or (ii) oscillation that results from clock output and control by the master regulator RpaA.

The genomes of multicellular cyanobacteria are notably expansive, especially when compared with their unicellular counterparts that maintain smaller genomes (19, 20), and this trait has been attributed to rampant duplication and horizontal gene exchange. Notably, the functional roles and mechanisms that underlie the expansion of diverse mobile elements and variable repertoires of protein kinases in multicellular cyanobacteria remain to be characterized. The balance between maintenance and differential expression for multiple gene copies raises questions on the evolutionary fate of these expanding loci (21).

In this study, we established diel entrainment of *N. punctiforme* and generated a global gene expression data set, from which we systematically uncovered dynamic cellular processes that oscillate through the light-dark cycle. This study provides a new framework and primary resource for interpreting dynamic gene expression in filamentous cyanobacteria undergoing diel responses to light while establishing circadian rhythm.

## RESULTS AND DISCUSSION

To uncover dynamic cell processes during diel growth in *N. punctiforme*, we carried out a large-scale growth and multi-omics experiment, comprising genome re-sequencing and 36 transcriptomic libraries. Cultures were grown on a light-dark (LD) diel cycle (i.e. 12 h light followed by 12 h dark), and four distinct stages were targeted to generate transcriptomes (Fig. 1A). In the first stage, two time points were harvested after 36 and 48 h—referred to here as “Pre-Dawn0” and “Pre-Dusk0,” respectively. Next, the second and third stages were intended to observe early versus late diel entrainment, separated by three days. To this end, both the early and late entrainment stages were sampled at 6-h intervals encompassing: (i) mid-phase dark, (ii) 30 min pre-dawn, (iii) mid-phase light, and (iv) 30-min pre-dusk. In the fourth stage, diel cultures grown for 8 days were incubated for a final 24 h in either (i) continuous light (LL) or (ii) continuous dark (DD). Global RNA expression was assessed for all four sampling stages, comprising 12 time points measured in triplicate (Fig. 1B).

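The 12 time points with 3 replicates each gave 36 libraries, and the deposited table lists 6955 features, of which 6689 are annotated loci and 266 are RNAs predicted during assembly. For each library the table gives the read coverage summed over the bases of a feature, scaled by 1 factor per library and rounded down to a whole number. In 34 libraries the third quartile of these values lay between 97522.5 and 102171, and the exceptions were Pre-Dawn0 replicate 3 at 78354.5 and MidLight2 replicate 3 at 93513. The table also gives the authors' mean of the 3 replicates divided by the length of the feature, which is called expression here. It holds no read counts, so no interval for counting error can be given. Summed values per library ranged from 1162498553 to 2100151998, with a median of 1751790885 in the light and 1641981992.5 in the dark. In 9 libraries the values rise in steps of 1 base of coverage, from which their depth was worked out at 155 bases per read (154 in 1 library), with a mean of 3535061 reads. The paper's reported mean over all libraries is 19993756 mapped reads, and no value below uses either depth. The lowest of these depths belonged to Pre-Dawn0 replicate 3, in which 997 features were listed at 0 against a median of 28 per library. Time points were compared with limma, with a trend of variance with mean, on log2(value + 1). Features with an expression of at least 10 in 1 or more of the time points were kept, which left 6092 over all 12 and 5810 over the 8 core time points of stages II and III. Stages I and II were sequenced in 1 run and stages III and IV in another, so a difference between stages II and III cannot be separated from the run.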

**Fig 1:**
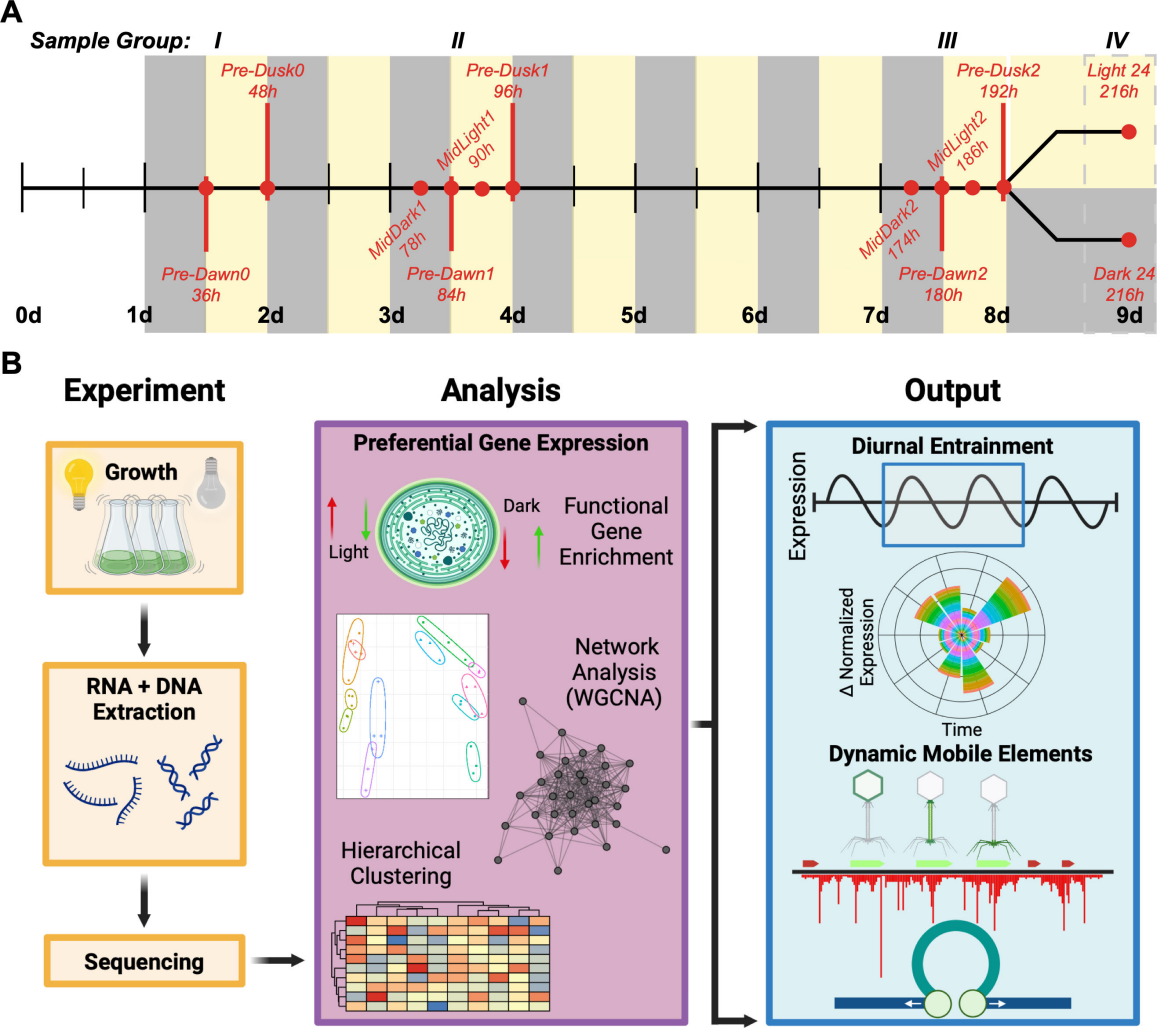
Overview of experimental design and analytical workflow. (**A**) Schematic of the experimental design and timeline. Sampling spanned 9 days, including 12 time points to capture pre-dawn, pre-dusk, mid-dark, and mid-light phases. Four sampling stages are indicated (I–IV) that encompassed early diel entrainment, late diel entrainment, and reversion to continuous light or dark. Individual time points are highlighted with the respective light or dark state (periods of dark are indicated by shaded boxes). (**B**) workflow illustrating the experimental design and analysis. Experimental steps include diel growth, RNA and DNA extraction, and sequencing. The preferential gene expression workflow included functional gene enrichment, statistical analyzes, weighted gene co-expression network analysis (WGCNA), and hierarchical clustering. The workflow outputs revealed gene expression dynamics during diel entrainment and active mobile elements, such as phage and transposons. Images created with BioRender.

From a global perspective, the individual transcriptomes (*n* = 36) are most similar among replicates (Fig. S1), then primarily separate according to growth in the light vs dark (Fig. S2). 

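Spearman correlations between libraries were taken over the 6092 kept features. The nearest library belonged to the same time point for 34 of the 36 libraries and to the same light state for all 36. The exceptions were Pre-Dawn0 replicate 1, which was nearer to Pre-Dawn1 replicate 2 (0.964) than to its own replicates (0.961 at most), and Pre-Dawn0 replicate 2, which was nearer to Pre-Dawn2 replicate 2 (0.981). Median correlations were 0.987 among the 36 pairs of replicates, 0.952 among 270 pairs of different time points in the same light state, and 0.868 among 324 pairs of a light and a dark library. The count moved most without replicate 2, when 18 of 24 libraries had their nearest neighbor in the same time point.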

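The first principal component of the log2 values took 43.7% of the variance and kept the 18 light libraries, with scores from 19.5 to 46.8, apart from the 18 dark libraries, with scores from -239 to -11.9. The second component took 25.5%. Without Pre-Dawn0 replicate 3, the library of lowest depth, these shares were 50.3% and 12.6%, and the light and dark scores still did not overlap. Features called higher in the light over the core time points had a median level of 0.38 ± 0.06 (SD, n = 3) in Light24 and -0.36 ± 0.05 (SD, n = 3) in Dark24, relative to their mean over all 36 libraries on the log2 scale. Neither of these 2 time points took part in the choice of the features.

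**Figure D1:**
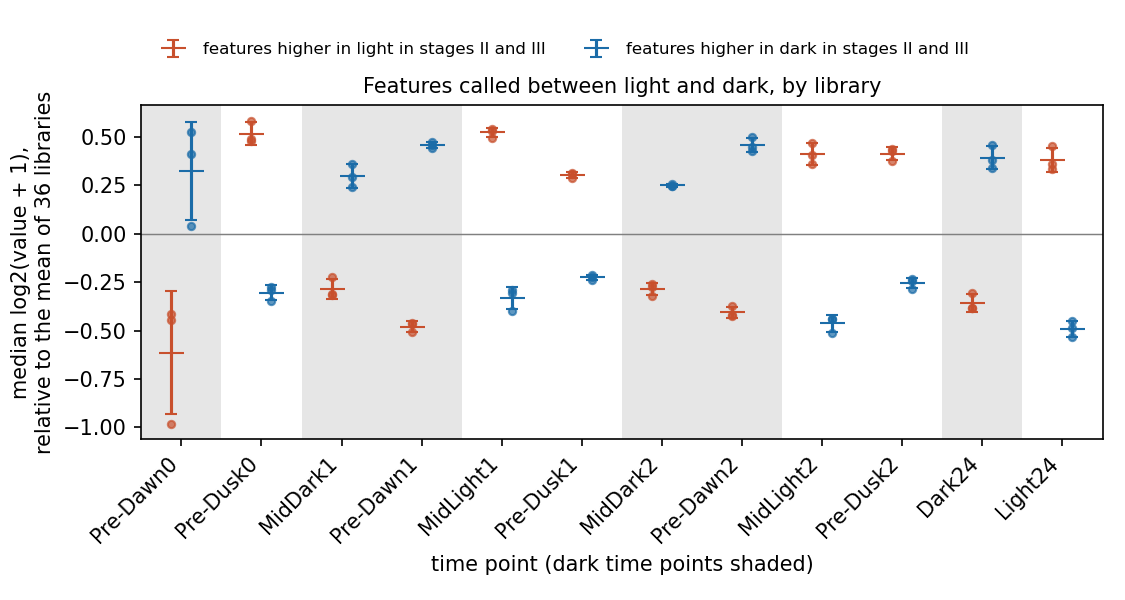
Median log2 level, relative to the mean of 36 libraries, of the 2048 features called higher in the light and the 2526 called higher in the dark over the core time points. Each point is 1 library, bars are the mean of 3 and whiskers ± 1 SD, and the 12 time points follow the order of sampling. The light-higher median lies between 0.29 and 0.58 in every light library and between -0.98 and -0.23 in every dark library.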

Broadly, transcriptomes from the light phases (Pre-Dusk, MidLight, Light24) contrast with those from dark phases (Pre-Dawn, MidDark, Dark24), while within-phase clusters of individual samples differentiate among the respective time points. Moreover, multiple distinct temporal clusters emerge from this global analysis: (i) initial dark, (ii) initial light, (iii) mid-light, (iv) pre-dusk, (v) mid-dark, (vi) pre-dawn, (vii) 24-h post in dark, and (viii) 24-h post in light.

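Complete-linkage clustering on Euclidean distances between row z-scores was divided into 8 groups of time points. Dark24, Light24, Pre-Dawn0, Pre-Dusk0 and MidLight2 each stood alone. The other groups joined MidDark1 with Pre-Dawn1, MidDark2 with Pre-Dawn2, and MidLight1 with Pre-Dusk1 and Pre-Dusk2. The same 8 groups came out when Pre-Dawn0 replicate 3 was left out. At the level of 7 groups, with all libraries, the 4 mid-dark and pre-dawn time points of stages II and III formed a single cluster.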

### Global response to light availability

To assess diel gene expression in *N. punctiforme*, we first looked at the core periods of our time series, which encompassed two full 24-h LD cycles (i.e., stages II and III; Fig. 1A). Hierarchical clustering of transcriptomes for these core time points revealed two overarching partitions, apparently corresponding to the light/dark state. 

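Divided into 2 groups, the 8 core time points parted into MidDark1, Pre-Dawn1, MidDark2 and Pre-Dawn2 on one side and MidLight1, Pre-Dusk1, MidLight2 and Pre-Dusk2 on the other. There are 35 ways to part 8 time points into 2 groups of 4. Of these, the division by light state gave the most features with an adjusted p below 0.05 from limma, and the next division gave 3910. The division between stages II and III, which is also the division between runs, ranked 18 with 2651 features.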

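Over the 24 libraries of stages II and III, light (MidLight and Pre-Dusk) was compared with dark (MidDark and Pre-Dawn) for 5810 features by limma with Benjamini-Hochberg adjustment. At an adjusted p below 0.05, 4574 features differed between light and dark, and 680 were higher in the light and 632 higher in the dark with a log2 fold change of at least 1. Among the 5574 features tested in each run alone, 3288 were called in both runs, 3259 of them in the same direction. An F-test over the 4 states (MidDark, Pre-Dawn, MidLight, Pre-Dusk) called 4811 features, of which 4419 were also called light against dark. The alternative that moved this count most was the paper's own test, an analysis of variance of the 8 time point values, which called 1049 features. Median-of-ratios scaling moved the median light-dark log2 fold change of all features from -0.10 to -0.02 and kept 4353 of the light-dark calls.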

By assessing expression variation across groups of “Light” (Mid-Light and Pre-Dusk) and “Dark” (Mid-Dark and Pre-Dawn) time points, we found 200 genes and predicted RNAs that had significantly different expression profiles across the core diel entrainment. 

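Of the features called light against dark, 2048 were higher in the light, and 105 of these were predicted RNAs. With the 4-state test, 2172 of the called features were higher in the light. Among the 818 tested features that the table places under metabolism, 456 (55.7%) were higher in the light and 231 (28.2%) higher in the dark. With a pseudocount of 1 the largest increase belonged to Npun_R0404, a nuclear transport factor 2 protein on the chromosome from 500150 to 501106, with a log2 fold change of 5.59 (standard error 0.10). The next were Npun_BF189 (5.17), Npun_BF190 (4.95), Npun_BF196 (4.91) and Npun_BF199 (4.86), neighboring genes on 1 plasmid. Their standard errors were wider than that of Npun_R0404, up to 0.85 for Npun_BF199. With a pseudocount of 5000 in place of 1 the log2 fold change was 4.79 for Npun_R0404 and 3.31, 0.60, 2.32 and 0.71 for these 4 genes, so their size and rank depend on low values.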

Among this subset, 117 genes/RNAs were preferentially expressed within mid-light and pre-dusk time points (Fig. 2). This set of genes was associated with diverse metabolic pathways; broadly, these include general energy, carbohydrate, amino acid, and other core pathways—including metabolisms of lipids, nucleotides, and cofactors/vitamins. 

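Distances between core time points were taken on row z-scores over the 2048 features higher in the light. MidLight1 lay at 56.1 from Pre-Dusk1 and at 62.2 from MidLight2, and MidLight2 lay at 54.5 from Pre-Dusk2. Pre-Dusk1 and Pre-Dusk2 were nearer to each other (35.0) than to either mid-light time point. Over the 2526 features higher in the dark, MidDark1 and Pre-Dawn1 lay at 49.9 and MidDark2 and Pre-Dawn2 at 44.4, against 52.1 between the MidDark time points and 52.5 between the Pre-Dawn ones. Each replicate number taken alone also placed Pre-Dusk1 and Pre-Dusk2 nearer than the adjacent pairs of the light, with distances of 33.8, 37.0 and 42.0. In replicate 1 alone MidLight1 lay nearer to MidLight2 (57.4) than to Pre-Dusk1 (59.0). Over the features higher in the dark, each replicate number alone placed Pre-Dawn1 nearer to Pre-Dawn2 than to MidDark1, with 58.0 against 63.8, 47.8 against 48.4 and 60.2 against 61.2. MidDark2 and Pre-Dawn2 lay at 57.0 in replicate 2, where the MidDark time points lay at 54.9, and in replicate 3 the MidDark time points (54.6) were nearer than MidDark1 and Pre-Dawn1.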

Notably, preferential gene expression was most similar between adjacent time points (e.g., MidLight1 and Pre-Dusk1), rather than by condition (e.g., MidLight1 and MidLight2; Pre-Dusk1 and Pre-Dusk2). In contrast, 83 genes and predicted RNAs were preferentially expressed within dark-associated conditions, with the majority of gene functions remaining poorly characterized (Fig. 3).

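The 4-state test placed 2639 features higher in the dark. By the light-dark contrast 2526 were, among them 124 of the 266 predicted RNAs. Poorly characterized functions made up 3619 of the tested features, and 1692 of these (46.8%) were higher in the dark against 1133 (31.3%) higher in the light. With a pseudocount of 1 the largest decrease in the light was that of Npun_F0231, a hypothetical protein, with a log2 fold change of -4.98 (standard error 0.68). It was followed by an RNA predicted at 1612025 of the chromosome (-4.09) and the neighboring Npun_F1323 (-4.03), a CAB/ELIP/HLIP superfamily protein at 1612425 to 1612628, and by RNAs predicted at 5972015 (-4.00) and 7712977 (-3.99). With a pseudocount of 5000 in place of 1 these 5 values were -1.73, -2.81, -3.54, -0.90 and -1.37, so this order depends on low values.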

**Fig 2:**
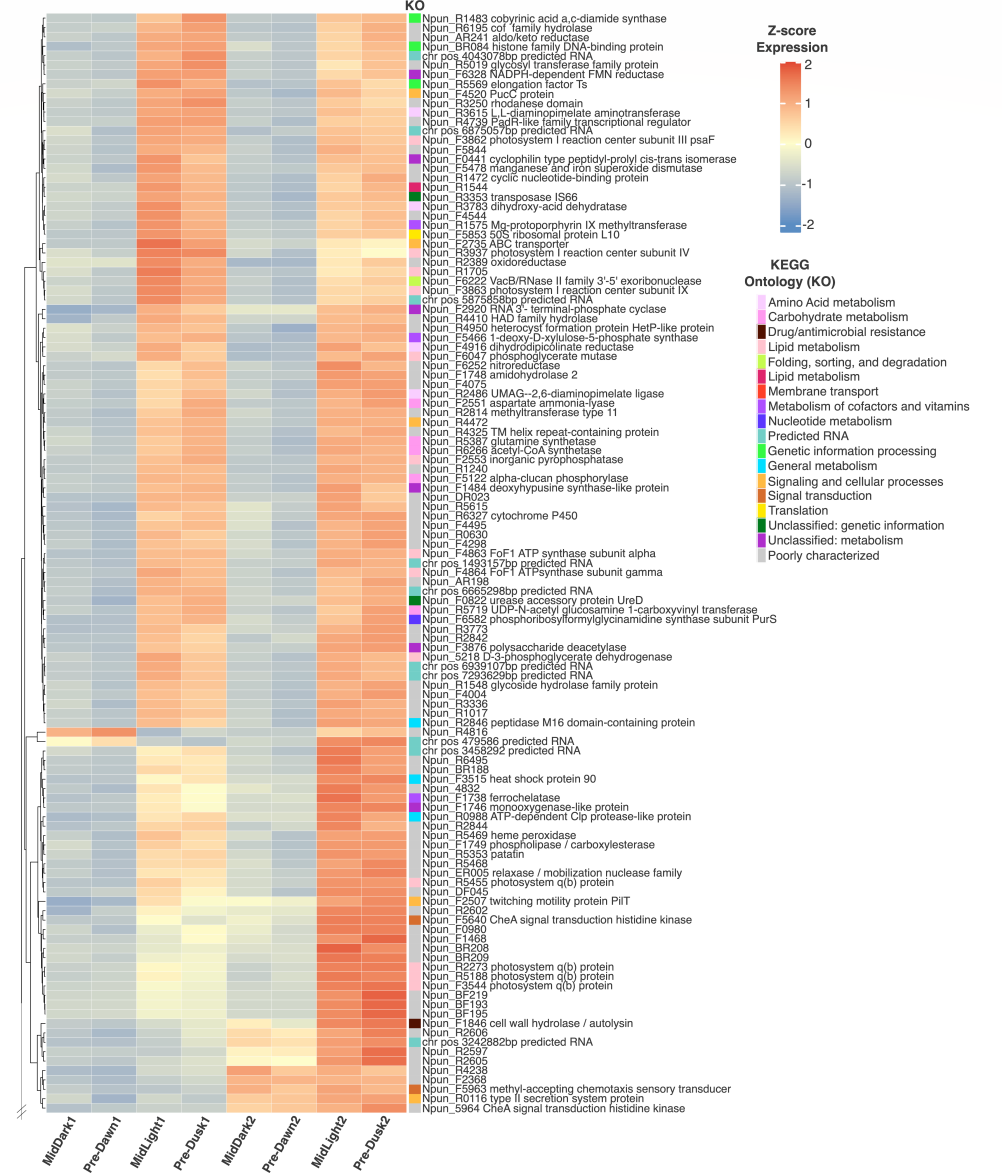
Preferential gene expression during the subjective day across diel time points. Heatmap of gene expression from sampling stages II and III (MidDark1, Pre-Dawn1, MidLight1, Pre-Dusk1, MidDark2, Pre-Dawn2, MidLight2, and Pre-Dusk2). The data were hierarchically clustered using Euclidean distance and complete linkage. Each tip on the dendrogram represents a gene, with z-score normalized expression indicated as either blue (i.e., downregulation) or red (upregulation). KEGG annotations are represented with distinct colors corresponding to their functional categories.

**Fig 3:**
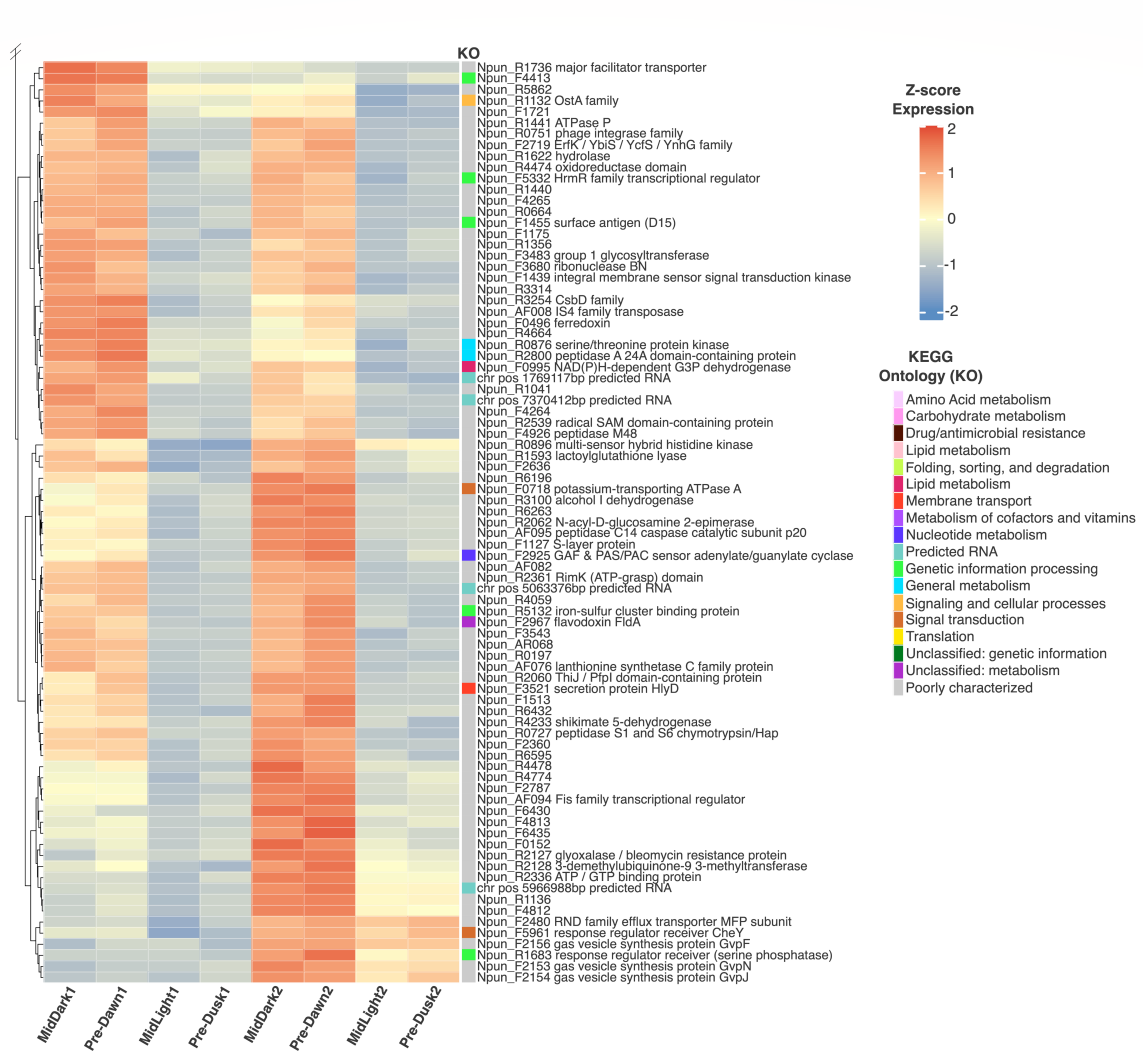
Preferential gene expression during the subjective night across diel time points. The heatmap displays gene expression from sampling stages II and III (MidDark1, Pre-Dawn1, MidLight1, Pre-Dusk1, MidDark2, Pre-Dawn2, MidLight2, and Pre-Dusk2). The data were hierarchically clustered and displayed using the same approach as Fig. 2. For z-score expression values, blue indicates downregulation, and red indicates upregulation. KEGG annotations are represented with distinct colors corresponding to their functional categories.

Although *N. punctiforme* forms nitrogen-fixing heterocysts, our diel experiment was not designed to assess differential gene expression under nitrogen-fixing conditions, as has been carried out in previous transcriptomic studies (22). Nonetheless, we examined the diel transcriptome for genes involved in nitrogen fixation, initiation of heterocyst differentiation, commitment, maturation, and envelope glycolipid formation (23). 

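Of 24 listed nitrogen fixation genes, 23 passed the expression filter, and light was compared with dark over the 24 core libraries. By limma, 8 were higher in the light and 8 lower at an adjusted p below 0.05, the same counts as when adjusted over the list alone. Their log2 fold changes ran from -1.09 to 1.12 with a median of -0.00. The highest belonged to nifH (Npun_R0415, 512909 to 513802), the nitrogenase reductase, at 1.12 (standard error 0.15, adjusted p = 9.01e-07 from limma with Benjamini-Hochberg adjustment). Its expression was highest in MidLight2 (10482) and lowest in Dark24 (1083).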

The nitrogenase (nif) cluster genes and others putatively involved in N-fixation were not correlated with either the light or dark time points. 

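Npun_R4950, annotated as a HetP-like heterocyst formation protein, lies on the chromosome from 6131924 to 6132244. Its light-dark log2 fold change was 0.36 (standard error 0.06, adjusted p = 2.71e-05 from limma with Benjamini-Hochberg adjustment), and its expression ranged from 58 to 92 in light time points and from 37 to 49 in dark ones. Among 10 tested genes of heterocyst development listed by symbol or product, 4 were called higher in the light and 4 lower by limma, and 5 and 4 when adjusted over the list alone.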

One gene (Npun_R4950) that encodes a HetP-like protein showed preferential expression during the subjective day, with peak expression in MidLight and PreDusk time points (Fig. 2), but we could not find a clear association with light or dark stages for other genes involved in heterocyst development. This reflects asynchronous heterocyst development during the diel time series, given the lack of a nitrogen step-down in the cultures.

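An F-test over all 12 time points called 5195 of 6092 features at an adjusted p below 0.05 by limma with Benjamini-Hochberg adjustment. Dark24 and Light24 were each set against Pre-Dusk2, which lies 24 h before both. Over the features called higher in the light in the core time points, the median log2 fold change was -0.76 ± 0.03 (SD, n = 3) in Dark24 and -0.08 ± 0.07 (SD, n = 3) in Light24. Over those called higher in the dark it was 0.66 ± 0.05 (SD, n = 3) and -0.24 ± 0.03 (SD, n = 3). Across the 4574 features, which are not independent replicates, the Dark24 change had a Pearson r of -0.868 with the change from Pre-Dawn to Pre-Dusk, and the Light24 change one of 0.0935. Because Pre-Dusk2 enters both sides, an r of -0.106 came from simulated data without any change. With stage II alone on the other side, which shares no library, the values were -0.815 and 0.0996. The Light24 value of the light-higher features became 0.030 under median-of-ratios scaling, which moved the median of all features from -0.08 to 0.04 in the comparison of Light24 with all other time points.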

Looking beyond the core LD time points, we next clustered the full experimental transcriptional data set, which revealed “light-'” and “dark-”associated expression (Fig. S3). Specifically, we carried out weighted gene co-expression network analysis (WGCNA) for all 12 time points, resulting in gene modules that display co-regulation and thus may underlie common cellular functions (Fig. S4A). Importantly, the WGCNA modules were analyzed and grouped based on their correlations with time points (Fig. S4B), which were used to determine preferential expression. Modules that were associated with light comprised 1,035 genes, whereas the dark-associated modules comprised 776 genes. 

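Co-expression modules were not rebuilt, so each phase was instead compared with the mean of the other 5 phases over all 36 libraries. A feature was assigned to the phase in which it was highest at an adjusted p below 0.05 (limma) and a log2 fold change of at least 1. This assigned 1920 features, 1063 to the light phases and 857 to the dark phases. The alternative that moved the total most was leaving out the fold threshold, which assigned 5087.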

Most of the light-associated genes were assigned to Light24 modules (507 genes), followed by Pre-Dusk (326 genes) and MidLight (202 genes) modules. Conversely, the majority of dark-associated co-expression was identified within Pre-Dawn (483 genes), followed by Dark24 (164 genes) and MidDark (129 genes) modules.

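By the same comparison of phases, 600 features were assigned to Light24, 287 to MidLight and 176 to Pre-Dusk. Light24 was sequenced in the second run alone, while MidLight and Pre-Dusk hold both runs, so its number can include a difference between runs. The largest increases in Light24 among features that rose in every replicate number were those of Npun_BF190 (log2 fold change 7.01), Npun_BF196 (6.72), Npun_F0676 (6.26), Npun_BF195 (6.14) and Npun_F0770 (5.82). Npun_F0676 is annotated as general secretion pathway protein H and the other 4 as hypothetical proteins. With a pseudocount of 5000 in place of 1 these 5 values were 2.10, 4.27, 5.23, 5.07 and 5.61, so this order depends on low values. Without replicate 2 the call for Npun_BF190 was lost (6.65, adjusted p = 0.0667 from limma with Benjamini-Hochberg adjustment).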

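Of the features assigned to dark phases, 501 went to Dark24, 229 to Pre-Dawn and 127 to MidDark. Like Light24, Dark24 lies in the second run alone, so its number can include a difference between runs. The number for Pre-Dawn rose to 348 without replicate 3, and that for MidDark fell to 73 without stage I. The largest increases in Dark24 were those of an RNA predicted at 43503 of a plasmid (log2 fold change 4.32), Npun_F0231 (4.18), Npun_R4882 (4.07), Npun_DF035 (4.05) and Npun_DF037 (3.73). Npun_DF035 and Npun_DF037 are plasmid genes annotated as a cyclase/dehydrase and an alcohol dehydrogenase. With a pseudocount of 5000 in place of 1 Npun_F0231 had 1.77. Its call was lost without replicate 2 (4.53, adjusted p = 0.0744 from limma with Benjamini-Hochberg adjustment).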

### Light-associated co-expression of metabolic pathways and motility systems

Having conducted separate analyses of global expression clustering (hierarchical), variation (ANOVA), and correlation (WGCNA), we next used the combined output of associated genes as input for functional enrichment analysis (Fig. S3). Importantly, ANOVA was able to identify genes with significantly dissimilar expression between light and dark time points, including those genes not recognized as part of a WGCNA module (WGCNA is more sensitive to specific time points). Next, we carried out gene set enrichment analysis (GSEA) with all these genes uncoupled and reanalyzed by their normalized expression across time points, thus remaining agnostic to whether either ANOVA or WGCNA grouped them. 

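Sets of features were tested in the light against the dark of the core time points with camera at a preset inter-gene correlation of 0.01. The sets by KEGG term were chosen after the table had been examined, because the table carries these terms. Of 16 features under amino sugar and nucleotide sugar metabolism, 11 were higher in the light and 3 lower, with a median log2 fold change of 0.41 and an adjusted p of 0.0250 (camera with Benjamini-Hochberg adjustment). O-antigen nucleotide sugar biosynthesis had 7 features, 4 higher and 1 lower, and its median of 0.39 and its mean of -0.19 differed in sign (adjusted p = 0.623 from camera). At Pre-Dawn the amino sugar set had a median of -0.41 (adjusted p = 0.0140 from camera), and both of its calls held under fry. The call for the O-antigen set changed with the test, to an adjusted p of 0.0337 in the light under fry.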

GSEA revealed light-associated convergence of biosynthetic pathways, including synthesis of peptidoglycans, O-antigen nucleotide sugars, amino sugars, and other nucleotide sugars (Fig. 4). Unsurprisingly, photosynthesis was the most significantly enriched pathway within light-available transcriptomes (particularly within Pre-Dusk and Mid-Light, Fig. 4A). 

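The photosynthesis set, fixed by product names before the table was examined, had the lowest p of all sets tested with camera, and under fry the KEGG antenna protein set had a lower one (adjusted p = 9.24e-17). Of its 79 features, 67 were higher in the light and 4 lower, with a median log2 fold change of 1.53 (adjusted p = 6.78e-19 from camera with Benjamini-Hochberg adjustment, and 2.86e-15 under fry). In the fit of the core libraries alone, 70 were higher and 4 lower by limma, and 70 and 5 when adjusted over the list alone. By KEGG terms, 47 of 60 photosynthesis features and 24 of 25 antenna protein features were higher in the light, with medians of 1.15 and 2.07. The 4 features higher in the dark were Npun_F1022 (psbA, -3.16), Npun_R3808 (NblA, which degrades phycobilisomes, -2.19), Npun_R1704 (psaK, -1.29) and Npun_R0210 (psaB, -0.80). The genes psbA, psaK and psaB have other annotated copies, so reads of these features could have been shared.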

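Of 22 peptidoglycan features listed by product name, 8 were higher in the light and 6 lower. Their median log2 fold change was 0.11 and their mean -0.03, so the median and mean differed in sign, and the set was not called (adjusted p = 0.664 from camera with Benjamini-Hochberg adjustment, and 0.508 from fry). The 17 features under the KEGG term peptidoglycan biosynthesis had 5 higher and 2 lower and a median of 0.07. This set was not called by camera (adjusted p = 0.439) and was called by fry (adjusted p = 0.0139). The single genes reached from -2.62 to 2.12, and murA (Npun_R5719) had the highest value.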

Peptidoglycan biosynthesis was also enriched within Pre-Dusk and Mid-Light transcriptomes. While several peptidoglycan biosynthetic enzymes are shared among other light-enriched sugar metabolic pathways (Fig. S5), this apparent co-expression (Fig. 4B; Fig. S6) suggests concerted regulation when *N. punctiforme* is entrained in a diel cycle.

**Fig 4:**
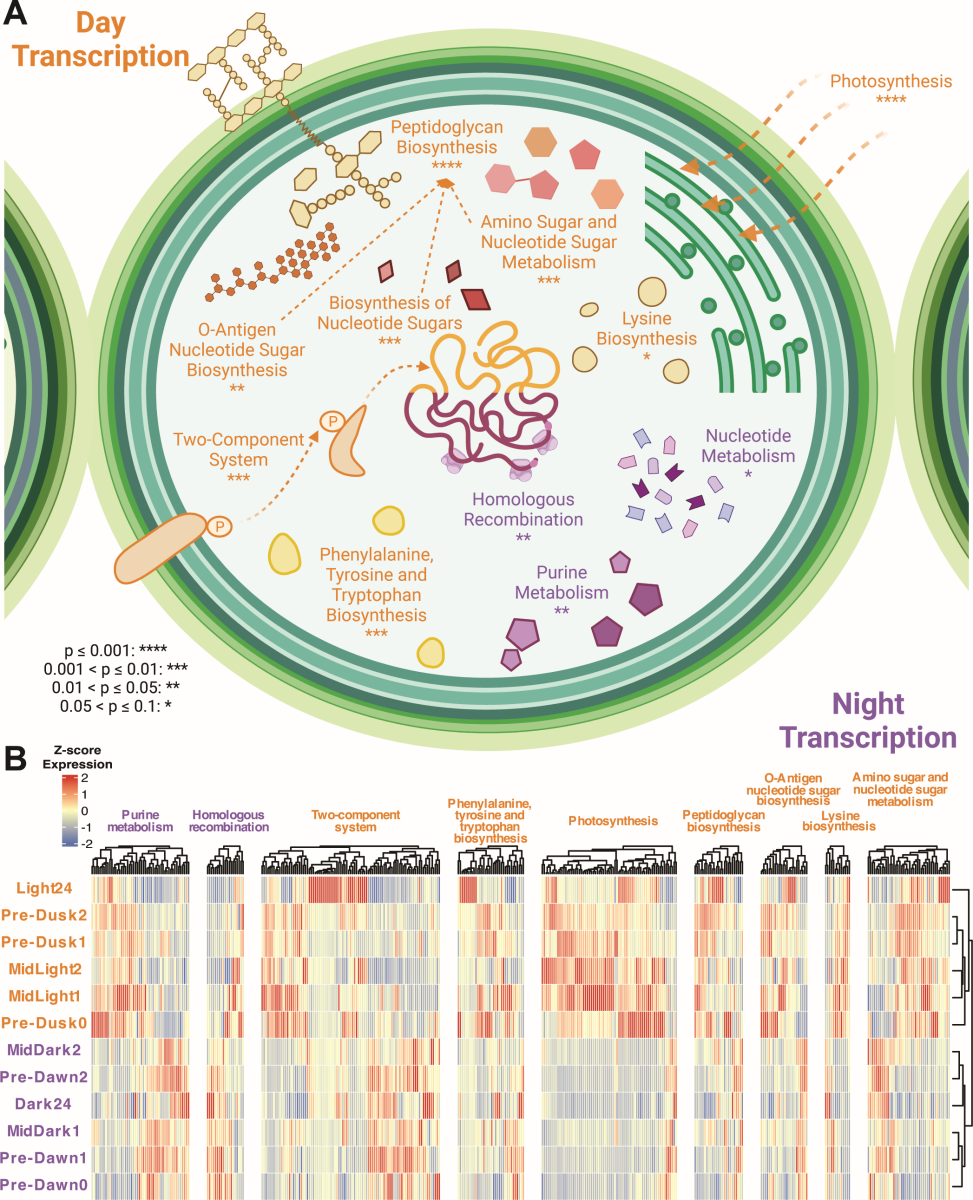
Gene expression and pathway enrichment analyses of diel transcription. (**A**) Cell process diagram depicting enriched pathways associated with day (orange) and night (purple) transcription. Significance levels (hypergeometric test) are indicated as follows: ****P ≤ 0.001, ***0.001 < *P* ≤ 0.01, **0.01 < *P* ≤ 0.05, *0.05 < *P* ≤ 0.1. (**B**) Heatmap of hierarchically clustered gene expression profiles (Euclidean distance, complete linkage) within enriched pathways from the time-course experiment. Z-score normalized expression levels are color-coded, with red indicating upregulation and blue indicating downregulation.

Insights from prior studies on diel growth in *Synechococcus elongatus* point to the importance of glycogen cycling (24) for continued LD cycle survival (25). Closer examination of the diel transcriptome reveals the specific enzymatic pathways linking metabolism with cell wall biosynthesis. Notably, our time series revealed enrichment of enzymatic pathways intertwining glycolysis/gluconeogenesis intermediates (specifically, glucose-6-phosphate [Glc-6P] and fructose-6-phosphate [Fru-6P]) with other sugar metabolic pathways, which appear to provide the necessary precursors for peptidoglycan biosynthesis (Fig. S5).

While these specific enzymes are shared among pathways that apparently respond to a diel cycle (O-antigen nucleotide sugars; amino sugars; and nucleotide sugars), expression of two genes (*nagB,* Npun_R1302; *glmU,* Npun_F0907) correlated with multiple key peptidoglycan biosynthetic genes (Table S1). 

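Npun_R1302 (nagB, 1581334 to 1582107) and Npun_R1733 (a D-alanyl-D-alanine carboxypeptidase, 2124568 to 2126031) had a Pearson r of 0.867 over the 12 time point values (permutation test, two-sided, p = 0.0319, adjusted p = 0.0372 over 7 pairs with Npun_R1302 or Npun_F0907). Spearman's rho was 0.272 (permutation p = 0.388). Without Pre-Dawn0 and Light24, the 2 time points farthest from the median of Npun_R1302, r fell to 0.241. Without stage I, which holds Pre-Dawn0, r was 0.926, so the relation does not rest on Pre-Dawn0. Within runs r was 0.163 and 0.983 (n = 6 each, adjusted p = 0.0421 in the second by an exact permutation test), and within light and dark time points 0.990 and -0.352. Leaving out Light24 alone gave 0.0876, so the relation rests on Light24. Without replicate 2 the r was 0.787 and no longer called (adjusted p = 0.0813, permutation test). For Npun_R1302 and Npun_R1952 (undecaprenyl pyrophosphate synthase) r was 0.760 (permutation p = 0.0825) and rho -0.187 (permutation p = 0.552). Without Pre-Dawn0 and Light24 this r was -0.400, and without Light24 alone -0.604. Within runs it was -0.837 and 0.946. This pair was called without replicate 3 (0.868, adjusted p = 0.0400), without Pre-Dawn0 replicate 3 alone (0.812, adjusted p = 0.0409) and over the 36 libraries (0.709, adjusted p = 0.000270, permutation tests), which are not independent within a time point. Expression of Npun_R1302 was 45 in Light24 and between 7 and 23 elsewhere, and that of Npun_R1733 was 44 in Light24 and between 9 and 18 elsewhere.

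**Figure D2:**
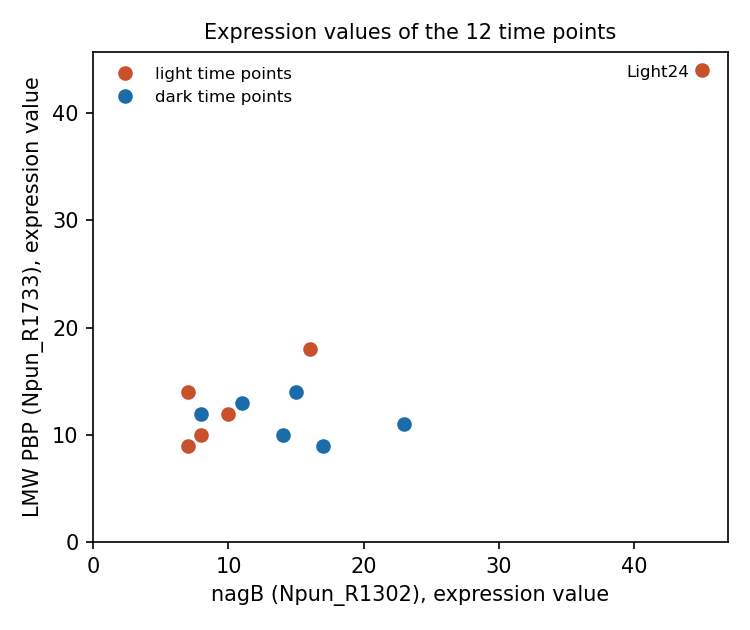
Expression (mean scaled coverage per base) of Npun_R1302 on the x axis against that of Npun_R1733 on the y axis. Each point is 1 of the 12 time points, colored by light state, with Light24 at 45 and 44.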

The gene *nagB*, which catalyzes conversion of glucosamine 6-phosphate (GlcN-6P) to Fru-6P, showed apparent co-expression with both a low molecular weight PBP (LMW PBP, Npun_R1733, ~ 0.87) and an isoprenyl transferase (*uppS,* Npun_R1952, ~ 0.76). Conversely, *glmU*, which is responsible for catalysis of the last two steps of *de novo* biosynthesis of peptidoglycan precursor UDP-N-acetylglucosamine (UDP-GlcNAc), correlated with five peptidoglycan biosynthetic enzymes. These include the genes responsible for the first committed step of peptidoglycan biosynthesis (*murA*, Npun_R5719, ~0.86), precursor transport/insertion into the cell wall (*bacA*, Npun_R4507, ~0.83), and crosslinking (LMW PBP, Npun_R2557, ~0.83; Class B PBP, Npun_F4453, ~0.79; Class B PBP, Npun_F0907, ~0.77).

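Npun_F0907 (glmU, 1073749 to 1075128) was itself higher in the light, with a log2 fold change of 0.57 (standard error 0.06, adjusted p = 2.94e-08 from limma with Benjamini-Hochberg adjustment). Over the 12 time points its r with the 5 enzymes ran from 0.775 to 0.857, each with an adjusted p of at most 0.00451 (permutation test, Benjamini-Hochberg over the same 7 pairs). Spearman's rho ran from 0.715 to 0.876. Because Npun_F0907 and murA both differ between light and dark, the pooled r includes that difference. Within the 6 light time points, 2 of the 5 values were negative, with murA and with Npun_F4453, and none of the 5 had an adjusted p below 0.05 within light or within dark (exact permutation tests).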

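The r of Npun_F0907 with Npun_R5719 (murA) was 0.857 over all 12 time points, 0.964 without Pre-Dawn0 and Pre-Dusk0, -0.349 within light and 0.790 within dark. With Npun_R4507 (bacA) it was 0.834, 0.538 within light and 0.561 within dark, and with Npun_R2557 it was also 0.834, 0.585 within light and 0.352 within dark. With Npun_F4453 it was 0.786, -0.155 within light and 0.863 within dark. The fifth pair of Table S1 is Npun_F0907 with Npun_F0168, which had an r of 0.775, 0.903 within light and 0.131 within dark. Without stage I this last value fell to 0.582 (permutation p adjusted over the 7 pairs, 0.0848). Within runs the 5 values ran from 0.812 to 0.918 in the first and from 0.638 to 0.973 in the second, where the values with murA (0.973) and Npun_R2557 (0.904) were called (adjusted p = 0.00972 and 0.0421, exact permutation tests).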

Critical cell division genes (*ftsE, minC, ftsK, cdv1,* and *minD*) were highly correlated (>0.90) with several direct peptidoglycan synthetic genes (class B PBP, *murE,* LMW PBP) and indirectly synthetic/convergent metabolic genes (*ddl*, *glmU*; Table S2). Together, these genes tied to cell division appeared correlated in terms of their expression across the diel cycle. 

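The 8 pairs of Table S2 that join a cell division gene or sepF with another gene at an r above 0.90 had values from 0.901 to 0.955 over the 12 time points, with adjusted p of at most 0.00408 (permutation test, two-sided, Benjamini-Hochberg over 8 pairs). They were Npun_F5138 with Npun_R1733 (0.901) and Npun_R1839 (0.955), Npun_F3647 with Npun_F3659 (0.947) and Npun_R0056 (0.922), Npun_R4092 with Npun_F5597 (0.939), Npun_R4933 with Npun_F4453 (0.930), Npun_BF043 with Npun_F0907 (0.906) and Npun_R1698 with Npun_R2486 (0.921). In 4 of these both genes are of kinds named here, ftsE with the low molecular weight penicillin-binding protein gene Npun_R1733, ftsK with ddl, cdv1 with the class B gene Npun_F4453 and minD with glmU. The other 4 are ftsE with mreD (Npun_R1839), minC with rpaA (Npun_F3659) and with a DUF152 gene (Npun_R0056), and sepF (Npun_R1698) with murE. The r of minC (Npun_F3647) with ddl (Npun_F5597) was 0.895. Spearman's rho was at least 0.864 for 7 of the 8 and 0.481 for Npun_F5138 with Npun_R1733. That pair rests on Light24 and MidLight2, without which r was 0.0941, and r was 0.551 without Light24 alone. The other 7 pairs kept an r of at least 0.780 without their 2 farthest time points. Within runs r ran from 0.686 to 0.988 in the first, with 6 of the 8 pairs called, and from 0.928 to 0.987 in the second, with all 8 called (exact permutation tests, adjusted p of at most 0.0444). Within light time points r ran from 0.0863 to 0.982, and Npun_F5138 with Npun_R1733 and with Npun_R1839 were called (adjusted p = 0.0278 each, exact permutation tests). Within dark time points r ran from -0.213 to 0.851, and no pair had an adjusted p below 0.05 there (exact permutation tests).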

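Tables S1 and S2 together hold 103 different pairs, of which 101 could be computed, since the locus Npun_R4533 of the other 2 is not in the deposited table. All 101 had an r of at least 0.75 over the 12 time points. Of the 101 pairs, 75 remained at or above that level without Light24, 67 over the 8 core time points and 59 without the 2 farthest time points of each pair. By Spearman's rho 74 reached it. The 41 genes of the 2 tables were called by fry and not by camera in the light against the dark, where 20 were higher and 13 lower with a median log2 fold change of 0.17 (adjusted p = 0.00116 from fry and 0.192 from camera). Since the study chose these genes on the same libraries, this is not independent evidence. The 8 features listed by product name as cell division had 5 higher and 1 lower with a median of 0.36 (adjusted p = 3.05e-09 from fry and 0.192 from camera). From this co-expression the paper proposes that cell wall growth follows timing mechanisms linked to the LD cycle.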

Tight co-expression of sugar metabolism, peptidoglycan biosynthesis, and cell division suggests that cell wall growth and development follow precise timing mechanisms linked to the LD cycle, as previously demonstrated by circadian clock-gated cell division in *S. elongatus* (26).

Metabolomic studies in *S. elongatus* entrained in diel growth are consistent with our transcriptional observations*,* wherein daytime accumulation of various sugar metabolites is coordinated with increased rates of cellular growth (27), implicating carbon assimilation to the cell wall. Additionally, diel random bar-code transposon-site sequencing (RB-TNseq) with *S. elongatus* determined that these processes were vital during the LD growth versus continuous light (28), consistent with our observations of carbon metabolism and cell wall synthesis in sync with the LD cycle.

We next examined other functions not clearly tied to metabolism, which could have preferential expression in the light. 

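In Light24 against the other 11 time points, 23 of 67 tested features under the KEGG term two-component system were higher and 22 lower at an adjusted p below 0.05 by limma, with a median log2 fold change of -0.03. By at least 1 on the log2 scale, 19 features were higher. The highest among them that are not on the list of hormogonium genes in Table S6, chosen after their values were seen, was Npun_F5640 at 2.75.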

Notably, a subset of two-component system genes was found with high Light24 expression (Fig. S7). 

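Of the 19 two-component features higher in Light24 by at least 1 on the log2 scale, 10 are on that list. Chemotaxis or a Che protein is named in the product of 14 of the 19. Npun_F2161 to Npun_F2165 had log2 fold changes of 3.08, 3.21, 3.37, 3.74 and 2.37, and Npun_F5960 to Npun_F5963 had 1.08, 1.40, 2.33 and 2.27. The 9 features that are not on the list include Npun_F5636 to Npun_F5639, chosen after their values were seen, at 2.22, 2.16, 2.58 and 2.27.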

Closer inspection revealed that the majority of these preferentially expressed genes belong to chemotactic systems specifically expressed within developing hormogonia (29, 30). This finding suggests that light or the LD cycle influences the development of hormogonia. Indeed, when genes with experimentally validated functions in hormogonia (Table S6) were examined for preferential expression across the time-course series, the majority revealed significant upregulation within the Light24 time point (Fig. S8). 

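Of the 47 loci in Table S6, 46 passed the expression filter. In Light24 against the other 11 time points, 38 were higher and 3 lower at an adjusted p below 0.05 (limma), and 39 and 3 when adjusted over the list alone. Log2 fold changes ran from -0.63 to 6.10 with a median of 2.21. The list was called by limma's camera (adjusted p = 8.49e-19) and by its fry (adjusted p = 3.69e-14). Against Pre-Dusk2, at the same clock hour, 38 were higher and none lower, with a median of 1.70. The highest were Npun_F0676 (6.10), hpsA (Npun_F0066, 4.08, standard error 0.19) and ebsA (Npun_F4125, 3.81, standard error 0.46). The 3 lower genes were Npun_F0075 (-0.63), Npun_R0453 (-0.42) and Npun_F0459 (-0.20). Over the alternatives the number of higher genes ran from 35, without replicate 2, to 40, without Pre-Dawn0 replicate 3. From this the paper proposes that constant light activates the development of motile hormogonia.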

Pronounced Light24 expression could indicate that motile hormogonium development and underlying transcriptional cascades are activated in response to constant light.

### Nucleotide metabolism and DNA repair during darkness 

Although most genes that were preferentially expressed in periods of dark remain poorly characterized, we were able to identify several functions that were significantly enriched and co-expressed in these time points. 

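Sets fixed by product names were tested in Pre-Dawn1 and Pre-Dawn2 against the other 6 core time points, and in the light against the dark. For 27 purine metabolism features, 10 were higher and 10 lower in the light (median log2 fold change 0.08, adjusted p = 0.582 from camera with Benjamini-Hochberg adjustment). For 20 homologous recombination features, 4 were higher and 13 lower in the light, with a median of -0.33. This set was not called by camera (adjusted p = 0.192) and was called by fry (adjusted p = 3.08e-11). The 9 features under the KEGG term homologous recombination had 4 higher and 5 lower, with a median of -0.26 and a mean of -0.03, and were called by neither test (adjusted p = 0.992 from camera and 0.206 from fry). Under KEGG terms, purine metabolism had 17 features higher and 19 lower in the light of 46 (adjusted p = 0.902 from camera and 0.828 from fry). Pyrimidine metabolism had 10 higher in the light and 3 lower of 22, a median of 0.16 (adjusted p = 0.120 from camera and 0.000154 from fry). DNA replication had 1 higher and 8 lower of 13, a median of -0.35 (adjusted p = 0.191 from camera and 2.25e-08 from fry).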

Elevated expression in the dark (mid-dark and/or pre-dawn) was most associated with purine metabolism, homologous recombination, and nucleotide metabolism (Fig. 4A). Notably, these functions were most enriched in both Pre-Dawn1 and Pre-Dawn2 time points (Fig. 4B; Fig. S7). By contrast, genes linked to these, or other core cellular processes, were not more highly expressed in any mid-dark time points. This finding raises questions about pre-dawn timing of gene expression and precise regulatory control during diel growth in multicellular cyanobacteria.

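At Pre-Dawn, 13 of the 20 homologous recombination features were higher and 4 lower, with a median log2 fold change of 0.32 (adjusted p = 0.192 from camera and 5.98e-10 from fry). The 9 features of the KEGG set for homologous recombination had 5 higher and 3 lower with a median of 0.21 (adjusted p = 0.813 from camera and 0.00514 from fry). The purine metabolism features split into 10 higher and 9 lower with a median of 0.06, which became -0.016 under median-of-ratios scaling (adjusted p = 0.961 from camera with Benjamini-Hochberg adjustment and 0.451 from fry). DNA replication by KEGG term had 8 higher and 1 lower, a median of 0.38 (adjusted p = 0.120 from camera and 1.90e-07 from fry). Pyrimidine metabolism had 2 higher and 8 lower, a median of -0.09 (adjusted p = 0.120 from camera and 0.00164 from fry). The median of all features at Pre-Dawn was 0.06, and -0.00 after median-of-ratios scaling.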

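Over all features, 2235 were higher and 1879 lower at Pre-Dawn than in the other core time points at an adjusted p below 0.05 by limma. With a log2 fold change of at least 1 over the other phases required, MidDark had the fewest features assigned of the 6 phases. Without that requirement 413 features were assigned to MidDark and 915 to Pre-Dawn.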

Prior studies have shown that circadian rhythm regulates the storage and conversion of sugars in *S. elongatus* (31), where specifically, RpaA regulates carbohydrate storage during the day and energy conversion at night. Separately, the transcriptional regulator cyAbrB was found to control the day-night shift in carbohydrate metabolism in *Synechocystis sp*. PCC 6803 (32). The diel transcriptome of *N. punctiforme* offered evidence that during darkness, stored sugars are primarily used to generate purines and nucleotide pools. Specifically, genes enriched during darkness are central to the pathways that convert nucleoside monophosphates to nucleotide bases (Fig. S9).

We next examined the individual genes that comprise the core cellular functions associated with predawn. Pronounced expression of *recR, recG, and recD* (Npun_F4120, Npun_R5567, Npun_AR019) was observed during pre-dawn time points (Fig. S7). 

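Pre-Dawn1 and Pre-Dawn2 were compared with the mean of the other 6 core time points. Npun_F4120 (recR, 5169272 to 5169829) had a log2 fold change of 0.21 (standard error 0.07, adjusted p = 0.00882 from limma with Benjamini-Hochberg adjustment). Npun_R5567 (recG, 6870245 to 6872740) had 0.57 (standard error 0.06, adjusted p = 2.87e-08 from the same limma test). Npun_AR019 (recD, on a plasmid at 19236 to 21482) had 0.74 (standard error 0.10, adjusted p = 9.34e-07 from the same limma test). The call for Npun_F4120 depended on the processing: it was lost under median-of-ratios scaling (0.15, adjusted p = 0.0509) and without replicate 3 (0.16, adjusted p = 0.129). The expression of Npun_F4120 was highest in Pre-Dawn0 (84), which lies outside the core time points.

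**Figure D3:**
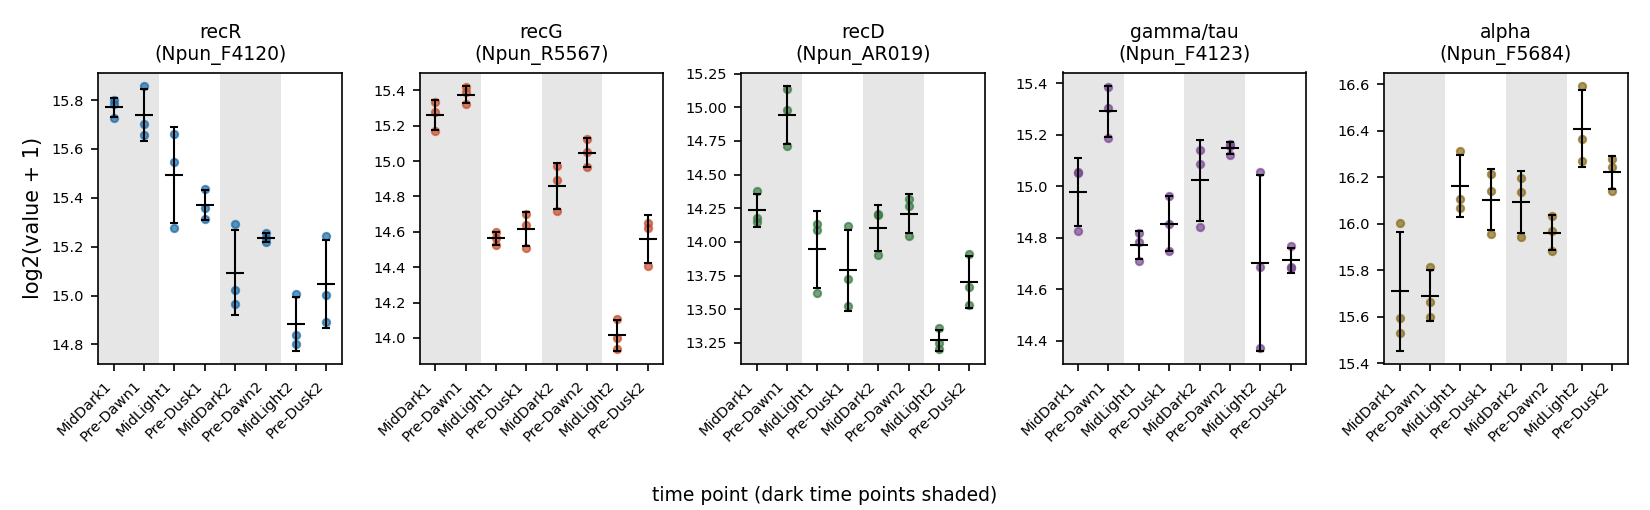
Level of recR, recG, recD and the gamma/tau and alpha subunits of DNA polymerase III at the 8 core time points, as log2(value + 1). Points are the 3 replicates, bars their mean and whiskers ± 1 SD. The Pre-Dawn log2 fold changes are 0.21, 0.57, 0.74, 0.38 and -0.29 in this order.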

RecD is the only component of the bacterial RecBCD complex encoded in the genome of *N. punctiforme*, and notably, it is a plasmid-encoded helicase. RecG is a multifunctional ATP-dependent DNA helicase, which is thought to contribute to chromosome repair, acting synergistically with the RuvABC complex (33). 

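Against Pre-Dusk alone, recG (Npun_R5567) kept its direction and its call at Pre-Dawn. It also kept both under median-of-ratios and upper quartile scaling, without each replicate number and with pseudocounts of 100, 1000 and 5000 in place of 1. Most of the other homologous recombination features listed by product name were also called at Pre-Dawn.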

Interestingly, the diel transcriptome of *N. punctiforme* revealed that this single protein was enriched during the pre-dawn timepoint, which raises questions on the specific timing of DNA repair in filamentous cyanobacteria. The repair proteins were previously shown to be duplicated and highly conserved in several cyanobacterial genomes (34).

Two of six total proteins that can be components of the DpoIII complex were enriched in the pre-dawn transcriptome (Fig. S7): gamma/tau complex (Npun_F4123), and the alpha subunit (Npun_F5684). 

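At Pre-Dawn the gamma/tau subunit (Npun_F4123, 5175068 to 5177191) had a log2 fold change of 0.38 (standard error 0.08, adjusted p = 0.000179 from limma with Benjamini-Hochberg adjustment). The alpha subunit (Npun_F5684, 7030863 to 7032215) had one of -0.29 (standard error 0.07, adjusted p = 0.00135 from the same limma test). Expression of Npun_F5684 ranged from 39 to 64 and was highest in MidLight2. Adjusted over the list alone, the 5 genes kept the same calls, 4 higher and 1 lower.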

The gamma/tau subunit is predicted to promote processivity, through loading the beta clamp onto DNA (35). The alpha subunit holds the catalytic core of DpolII, wherein DNA synthesis proceeds (36). Taken together with the diel expression of repair proteins, these findings suggest that filamentous cyanobacteria may sequester chromosomal maintenance during darkness. Furthermore, given the necessity for damaged DNA to be repaired for efficient replication by DpoIII, we speculate that RecG-based repair may be timed synergistically with DpoIII expression. Indeed, the gamma/tau complex expression correlated with *recR* (*r =* 0.63), *recG* (*r* = 0.91), and *recD* (*r* = 0.90) expressions. By contrast, DpoIII alpha subunit expression negatively correlates with that of *recR* (*r =* −0.78), *recG* (*r* = −0.81), and *recD* (*r =* −0.75).

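Over the 12 time points the gamma/tau gene (Npun_F4123) had an r of 0.633 with recR (adjusted p = 0.0287), 0.914 with recG (adjusted p = 0.000270) and 0.903 with recD (adjusted p = 0.000180), from permutation tests adjusted over 6 pairs. Spearman's rho was 0.677, 0.934 and 0.934. Without Pre-Dawn1 and Light24, the farthest time points, r was 0.493, 0.855 and 0.849. Within the first run r was 0.813, 0.946 and 0.928, and within the second 0.906, 0.934 and 0.947 (n = 6 each), of which those with recG and recD in the first (adjusted p = 0.0333 each) and all 3 in the second (adjusted p = 0.0444 each, exact permutation tests) were called. Within light time points it was 0.899, 0.921 and 0.674, and within dark ones 0.452, 0.680 and 0.830, none with an adjusted p below 0.05 (exact permutation tests). The value with recR was no longer called without Light24 (0.573, adjusted p = 0.0667 from the permutation test), without stage I, or without replicate 1 or 3.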

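The alpha subunit gene (Npun_F5684) had an r of -0.778 with recR (adjusted p = 0.00444), -0.813 with recG (adjusted p = 0.00338) and -0.745 with recD (adjusted p = 0.00673, permutation tests adjusted over the 6 pairs). Spearman's rho was -0.807, -0.803 and -0.717. Without MidDark1 and Pre-Dawn1 r was -0.669, -0.736 and -0.638. All 3 values were negative within each run and within light and within dark time points, between -0.829 and -0.444, but none had an adjusted p below 0.05 there (exact permutation tests).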

We next examined gene expression of repair proteins during the Dark-24 time point, which represents a perturbation of the diel cycle. Notably, a cluster of four DNA processing and repair genes was disproportionately expressed following this perturbation, comprising Dpo III α and δ, ssDNA exonuclease RecJ, and repair protein RecO (Fig. S7). 

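The text gives no loci for these 4 genes, so each gene so annotated was tested in Dark24 against Light24, with the delta' subunit. Of these 7 genes, 5 were higher in Dark24, with a median log2 fold change of 0.82. recJ (Npun_F4050) had 1.74 (standard error 0.16, adjusted p = 2.55e-10 from limma with Benjamini-Hochberg adjustment) and the delta subunit (Npun_F4117) 1.38 (standard error 0.16). The delta' subunit (Npun_F6434) had 1.06 (standard error 0.25), recO (Npun_F4346) 0.82 (standard error 0.14) and the alpha subunit gene Npun_F4872 0.58 (standard error 0.15). The other gene annotated as recJ (Npun_R4754) had 0.42 (standard error 0.30, adjusted p = 0.243 from the same limma test), and without replicate 1 it was called at 0.85. The other gene annotated as an alpha subunit (Npun_F5684) had 0.07 (standard error 0.14, adjusted p = 0.703 from the same limma test), which became -0.14 under median-of-ratios scaling and -0.019 without Light24 replicate 1. It was not tested whether genes of the same annotation are copies of each other or share reads.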

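Over all features, 2004 were higher and 1490 lower in Dark24 than in Light24 at an adjusted p below 0.05 by limma. The median of all features was 0.18 in this comparison and -0.03 under median-of-ratios scaling, and changes of single genes include this shift. Expression of recJ (Npun_F4050) was 49 in Dark24 and 14 in Light24. The adjusted p of the alpha subunit gene Npun_F4872 was 0.00157, that of recO 1.2e-05 and that of the delta' subunit 0.000662 (limma with Benjamini-Hochberg adjustment).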

Importantly, expression of these genes during Dark-24 was in sharp contrast with their comparatively low expression during the Light-24 perturbation, suggesting a specific response to darkness. Finally, many genes that were clustered with highest expression under dark conditions remain hypothetical/uncharacterized. Thus, it is unclear whether other cellular pathways are programmed to be upregulated in the dark.

### Transcription of circadian and clock-controlled proteins

While the global transcriptome appeared to partition primarily in response to light, a circadian shift for putative clock-controlled genes was observed during the pre-dawn/pre-dusk transitional time points. 

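Pre-Dawn1 and Pre-Dawn2 were compared with the other 6 core time points for kaiA (Npun_R2888), kaiB (Npun_R2887) and kaiC (Npun_R2886). The log2 fold changes were 0.14 for kaiA (adjusted p = 0.104), 0.18 for kaiB (adjusted p = 0.431) and 0.29 for kaiC (adjusted p = 0.000144, all from limma with Benjamini-Hochberg adjustment). Their standard errors were 0.07, 0.20 and 0.06. In the light against the dark the 3 genes were lower, with log2 fold changes of -0.37, -0.42 and -0.55. Adjusted p were 2.71e-05, 0.0297 and 2.09e-09 (from the same limma test). An F-test over the 8 core time points did not call kaiB (adjusted p = 0.126 from limma). Expression of kaiC ran from 21 to 59.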

Cyanobacterial circadian rhythms are driven by diel oscillation in protein phosphorylation vs dephosphorylation (37), and as such, we did not expect diel cycling of expression for *kaiABC* core circadian genes (Fig. S10A). 

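For sasA (Npun_R5764) the Pre-Dawn log2 fold change was 0.71 (standard error 0.07, adjusted p = 2.5e-08 from limma with Benjamini-Hochberg adjustment). For rpaA (Npun_F3659) it was 1.09 (standard error 0.07) and for rpaB (Npun_F5788) 0.61 (standard error 0.06), with adjusted p of 1.38e-11 and 3.29e-08 (from the same limma test). Expression of rpaA ran from 142 to 513 and was highest in Pre-Dawn2, and that of rpaB ran from 191 to 427. For cikA (Npun_F1000) the value was -0.15 (standard error 0.07, adjusted p = 0.0541 from the same limma test). It was called lower against Pre-Dusk alone (-0.24, adjusted p = 0.0159), under median-of-ratios scaling (-0.22, adjusted p = 0.00974) and with the replicate number as a block (-0.15, adjusted p = 0.0399). Of the 7 clock genes 4 were higher at Pre-Dawn, and 6 were lower in the light.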

Notably, however, circadian clock-associated input-output proteins (*sasA, cikA*) and master regulators (*rpa,* and *rpaB*; Fig. S10B) exhibited cyclical expression peaking in the pre-dawn time points. Importantly, the GAF sensor CikA plays an intermediary role synchronizing the LD cycle with the circadian clock. The predicted CikA homolog in *N. punctiforme* (Npun_F1000) has high amino acid similarity (Table S3) to the canonical *Synechococcus elongatus* CikA, yet surprisingly, we did not observe elevated expression across any of the time points (Fig. S10B).

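Expression of Npun_F1000 lay between 20 and 33 over the 12 time points, with a mean of 25.3, and was highest in Pre-Dusk0. An F-test over the 8 core time points called it (adjusted p = 0.0354 from limma with Benjamini-Hochberg adjustment). In the light against the dark it was not called (log2 fold change 0.09), except under median-of-ratios scaling (0.16, adjusted p = 0.0200). Its highest expression was 1.65 times its lowest, the smallest ratio among the 12 cikA-like genes.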

To predict functions of alternative kinases that may fulfill the CikA role within *N. punctiforme*, we identified 12 *cikA*-like genes encoded throughout the genome based on sequence similarity to cyanobacterial proteins containing CikA-like GAF and histidine kinase domains (Fig. S11A; Table S4). While these genes share sequence similarity with canonical CikA proteins, we sought to assess their expression across the entire global transcriptome. Revisiting the Pearson correlation analysis, we uncovered a subset of genes associated (r ≥ 0.75) with cell division, peptidoglycan biosynthesis, and intermediary genes linking central carbon metabolism with peptidoglycan biosynthesis (Table S2). Among these, a single GAF-like histidine kinase (Npun_R5149) correlated with five genes of interest: Npun_F0907 (*glmU*; precursor to peptidoglycan biosynthesis); Npun_F2411 (*murG*; peptidoglycan biosynthesis); Npun_F4453 (Class B PBP; cell wall synthesis); Npun_R4507 (*bacA*; cell wall lipid modification); and Npun_R4933 (*cdv1*; cell division). 

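Over the 12 time points Npun_R5149 had an r of 0.826 with Npun_F0907, 0.875 with Npun_F2411, 0.773 with Npun_F4453, 0.876 with Npun_R4507 and 0.876 with Npun_R4933. Adjusted p over the 5 pairs were at most 0.00390 (permutation test, two-sided), and Spearman's rho ran from 0.760 to 0.874. Without Pre-Dusk0 and MidLight1 r ran from 0.629 to 0.928. Within runs it ran from 0.863 to 0.957 in the first and from 0.665 to 0.874 in the second, with all 5 pairs called in the first (adjusted p = 0.0361 each, exact permutation tests) and none in the second. Within light time points it ran from 0.422 to 0.968, and the pair with Npun_R4507 had an adjusted p of 0.00694 (exact permutation test). Within dark time points it ran from 0.0563 to 0.692 with no pair called. Of 41 genes in Tables S1 and S2, 5 reached an r of 0.75 with Npun_R5149. Between 1 and 8 did so with the other cikA-like genes, and Npun_F2854, which is highest in Light24, had the 8.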

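Npun_R5149 was higher in the light, with a log2 fold change of 0.43 (standard error 0.04, adjusted p = 4.49e-09 from limma with Benjamini-Hochberg adjustment), and lower at Pre-Dawn, with one of -0.38. Its expression was 136 in Pre-Dusk0, 123 in Pre-Dusk1 and 120 in Pre-Dusk2. In MidLight1 it was 133. In Pre-Dawn0, Pre-Dawn1 and Pre-Dawn2 it was 74, 93 and 75.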

Notably, this putative CikA-like gene exhibited cyclical expression that was most pronounced during pre-dusk and pre-dawn time points (Fig. S11B).

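The light-dark log2 fold change of Npun_R2903 was 0.27 (standard error 0.07, adjusted p = 0.00135 from limma with Benjamini-Hochberg adjustment). Of the 12 cikA-like genes, 10 passed the expression filter of the core time points, and all 10 varied over the 8 core time points by an F-test. Higher in the light were Npun_R2903, Npun_R5149 and Npun_R5113 (0.51). Higher in the dark were Npun_R3691 (-0.66), Npun_R4776 (-0.30), Npun_R6149 (-0.76) and Npun_F6362 (-0.74). The counts were the same when adjusted over the list alone.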

Interestingly, another *N. punctiforme cikA*-like gene (Npun_R2903) showed diel-cycling expression. 

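Mean expression over the 12 time points was 101 for Npun_R5149 and 49.8 for Npun_R2903. Npun_R2903 ranged from 39 to 68 and lay above Npun_F1000 in 12 of 12 time points.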

Despite not being as highly expressed as Npun_R5149, Npun_R2903 had consistently higher expression than the canonical *cikA* across time points (Npun_F1000; Fig. S11B). Moreover, hierarchical clustering of the associated genes described above (Fig. S11C) revealed similarity to Npun_R5149 and canonical *cikA* (Npun_F1000). Both alternative CikA-like, GAF-domain-containing histidine kinases had low amino acid similarity to canonical *S. elongatus* CikA (Npun_R5149 29.60%; Npun_R2903 26.10%; Table S3) and cyanobacterial CikA-like proteins (Npun_R5149 26.90%; Npun_R2904 29.90%; Table S4). 

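The ratio of highest to lowest expression over the 12 time points was 1.84 for Npun_R5149 and 1.74 for Npun_R2903. Among the 12 cikA-like genes it was highest for Npun_F2854, at 9.27, where Light24 held the highest value. For Npun_R5149 and Npun_R2903 it was Pre-Dusk0.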

Despite low sequence similarities to the annotated CikA locus (Npun_F1000), these other GAF-like histidine kinases (Npun_R5149 and Npun_R2903) showed higher and more cyclical expression as compared with the annotated *cikA* locus, perhaps fulfilling the role of a regulatory link between the LD cycle and the circadian clock. Indeed, when assessing the transcriptome for potentially co-expressed genes, Npun_R5149 correlated with the greatest number of genes as compared with Npun_R2903 and Npun_F1000 (Fig. S11D). 

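Over the 6092 kept features, 598 had an r of at least 0.75 with Npun_R5149 across the 12 time points, 378 with Npun_R2903 and 137 with Npun_F1000. Npun_R5149 and Npun_R2903 shared 287 of these features. At an r of -0.75 or below there were 128, 121 and 22. The median over all kept features taken in the same way was 365.5, and 72.7%, 50.8% and 26.8% of features had fewer than these 3 genes. Without Light24 the counts for Npun_R2903 and Npun_F1000 rose to 593 and 321. Over the 36 libraries in place of the 12 time points the counts were 298, 44 and 6.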

Critically, canonical *cikA* (Npun_F1000) only significantly (≥0.75) correlated with one gene implicated in LD cell division (Npun_F5950, *ylmG:* nucleoid distribution), which contrasts with the other CikA-like histidine kinases (Table S5).

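Of the 41 genes in Tables S1 and S2, Npun_F1000 reached an r of 0.75 with Npun_F5950 alone (0.786), and Npun_R2903 with 2. The r of Npun_R2903 with Npun_F5950 was 0.787 and that of Npun_R5149 was 0.646. Npun_R4776, another cikA-like gene, also reached the level with 1 of the 41 genes. From the expression and these correlations the paper proposes that Npun_R5149 and Npun_R2903 link the LD cycle with the circadian clock.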

We next sought to further examine the domain architecture and phylogeny for this GAF-like kinase protein (Fig. S11E). It appears that Npun_R5149 and similar genes in other filamentous cyanobacteria may provide an orthologous function to CikA of unicellular cyanobacteria in establishing the circadian clock. Most notably, whereas all CikA-like homologs maintain one histidine kinase and ATPase domain, in stark contrast to Npun_F1000, other loci encode an array of multiple GAF domains, duplicated PAS and PAC signal sensors, and one or more receiver domains. The GAF-containing histidine kinases (GAF-HKs) of *N. punctiforme* show architectural complexity through fusion of extracellular sensory domains (CHASE-type), histidine kinase phosphotransfer domains (HPT), and incorporation of transmembrane sites. 

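Npun_F6362 had an expression between 30 and 101, highest in Pre-Dawn1, and Npun_R6149 one between 26 and 61, highest in Pre-Dawn2. Their ratios of highest to lowest expression were 3.37 and 2.35. Mean expression was 59.8 and 42.3, above that of Npun_F1000 in both cases.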

The subset of highly (and dynamically) expressed GAF-HK proteins (Npun_R5149, Npun_F6362, Npun_R6149, Npun_R2903) each has architectures comprising sensor and receiver domains in contrast with Npun_F1000 and the CikA of *S. elongatus* (Synpcc7942_0644).

Although circadian mechanisms have been explored extensively within *S. elongatus*, physiological evidence of circadian rhythm is lacking for *N. punctiforme* (38). Recent gene reporter experiments demonstrated circadian clock activity in the closely related filamentous cyanobacterium, *Anabaena* sp. PCC 7120—another model organism of cyanobacterial multicellularity (elsewhere known as *Nostoc* sp. PCC 7120; 39, 40). Circadian clock-controlled proteins identified within strain PCC 7120 share homology to several *N. punctiforme* genes with apparent clock-influenced expression (Fig. S12). While some of these homologs show transcriptional oscillation, separate studies suggest that circadian-associated gene expression can be uncoupled from circadian protein activity and vice versa (37, 41). Arbel-Goren and coauthors demonstrated that expression of the clock-controlled gene, *pecB*, was synchronized among individual vegetative cells along filaments, while heterocyst differentiation appeared to be regulated or gated by the clock (18). Future investigations may elucidate the mechanism by which circadian rhythm influences differentiation of heterocysts, and whether these factors affect the development of hormogonia or akinetes.

### Mobile genetic elements are dynamically expressed

*N. punctiforme* has been developed for several decades as a model organism for studying symbiosis and cellular differentiation in filamentous cyanobacteria. Yet, relatively little is known about the role of mobile genetic elements (MGE) in this organism. Many MGEs are well-characterized in pathobionts of humans and animals, where these systems play an important role in virulence (42–44). Moreover, in environmental and non-pathogenic microorganisms, the same MGE can often be identified via bioinformatic surveys; however, their functional significance and genetic activity are overlooked. We thus took advantage of our robust temporal data set to explore the dynamic subset of MGE in this model of filamentous cyanobacteria. 

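Of 45 features annotated as IS4 transposases, 40 passed the expression filter. In Pre-Dawn1 and Dark24 together against the other 10 time points, 30 were higher and 2 lower at an adjusted p below 0.05 by limma, and 31 and 2 when adjusted over the list alone. Log2 fold changes ran from -0.52 to 0.79 with a median of 0.68. Reads could have been shared between near-identical copies, so the features may not be independent and the number of separate elements is uncertain.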

Hierarchical clustering analysis of the global data set revealed several groups of genes with similar expression profiles across time points, including IS4 transposase genes, and two putative prophage elements (Fig. S13). 

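Over Npun_F1091 to Npun_F1118, 18 genes are counted here as structural. In MidDark2 against the other 11 time points 17 of the 18 were higher at an adjusted p below 0.05 by limma, with a median log2 fold change of 1.74. The exception was Npun_F1096. In MidDark2 against MidDark1, 6 were higher, 11 when adjusted over the list alone and 13 at an unadjusted p below 0.05, with a median of 0.70. The tail sheath gene Npun_F1112 (1330142 to 1331803) had an expression of 1745 in MidDark1 and 3457 in MidDark2, a log2 fold change of 1.00 (adjusted p = 0.0499 from limma with Benjamini-Hochberg adjustment).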

Interestingly, a group of co-localized phage-like genes showed pronounced expression in the MidDark2 timepoint (Npun_F1091 - Npun_F1118), including five putative tail fiber proteins (Fig. 5A).

**Fig 5:**
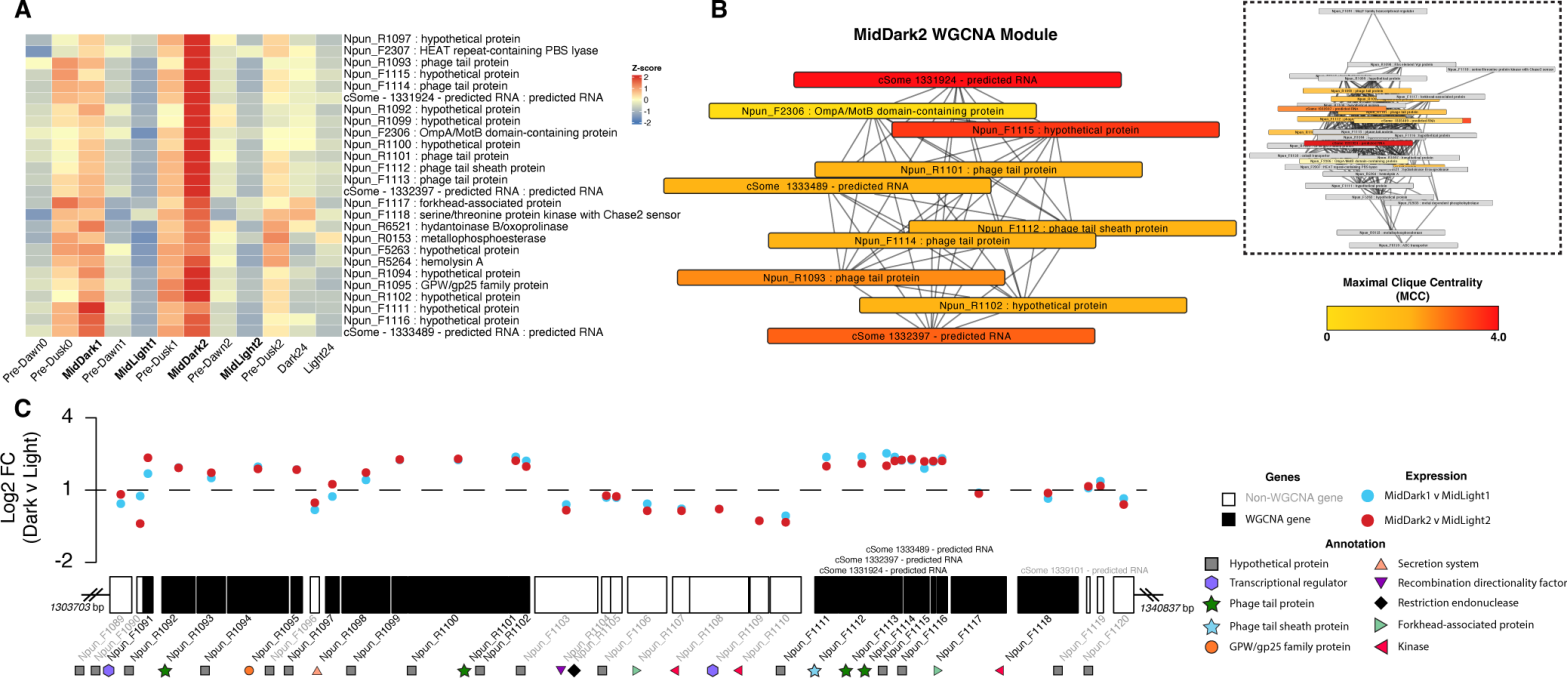
Analysis of MidDark2-associated putative prophage. (**A**) Heatmap of expression data from hierarchical clustering of the entire transcriptome, highlighting the MidDark2 phage gene cluster. Each gene’s expression is shown across each timepoint, with Z-score normalized expression (downregulated = blue, upregulated = red). (**B**) The weighted gene co-expression network analysis (WGCNA) module for MidDark2, including phage genes, distilled into the top 10 maximal clique centrality (MCC) nodes. The MCC scores indicating the centrality and importance of genes within the network are represented by a color gradient from low (yellow) to high (red). (**C**) Chromosomal region ranging from 1,303,703 bp to 1,340,837 bp encoding for phage-associated genes (black shading) and non-phage associated genes (white). Above the loci, log2 fold change (Log2 FC) is plotted for genes comparing MidDark1 vs MidLight1 (blue) and MidDark2 vs MidLight2 (red) time points. Annotations, where available, are provided for each locus.

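MidDark2 against MidLight2 gave log2 fold changes from 0.34 to 3.22 for the 18 structural genes, with a median of 2.76 and 17 called higher by limma. MidDark1 against MidLight1 gave values from -0.37 to 3.29, with a median of 2.74 and 17 called higher. The difference of the 2 contrasts was called for 0 of the 18 genes by limma, with 2 at an unadjusted p below 0.05, and for 1 when adjusted over the list alone. Npun_F1112 had 3.29 in the first cycle and 2.82 in the second, and its expression was 176 in MidLight1, 487 in MidLight2 and 1842 in Pre-Dusk1. The second cycle was sequenced in another run than the first, but each contrast lies within 1 run. The median of all features between MidDark2 and MidLight2 was 0.19, and 0.04 under median-of-ratios scaling.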

We next used network analysis to uncover separate host gene expression that correlated with expression of the putative prophage genes. Notably, the prophage locus associated with the MidDark2 time point was central to a weighted co-expressed gene network (Fig. 5B). This network was exclusively correlated with MidDark2 and stands out among other networks within the same time point (Fig. S4). Crucially, WGCNA confirmed that all of the phage tail genes are indeed co-expressed and revealed their broader network of associated genes; within this module, the 10 genes that represent the maximum clique centrality include four of the five phage structural genes (Fig. 5B). 

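Of the 8 genes from Npun_F1103 to Npun_R1110, 1 was higher and 2 were lower in MidDark2 than in MidLight2 at an adjusted p below 0.05 by limma, with a median log2 fold change of -0.33. The higher gene was the XisI protein gene Npun_R1104 (0.62, adjusted p = 0.00431 from limma with Benjamini-Hochberg adjustment), and the lower ones were Npun_R1109 (-1.12) and Npun_R1110 (-1.25). In MidDark1 against MidLight1, 1 was higher and 1 lower, with a median of -0.15. The number higher was 0 to 2 when a replicate number was left out, and 2 without MidLight2 replicate 3 or Pre-Dawn0 replicate 3 alone.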

While this network encompasses a set of co-localized phage genes, other proximal genes show distinct expression profiles (Fig. 5C).

Within this gene neighborhood, we uncovered two apparent modes of expression, distinguished by putative structural genes versus genes with predicted recombination and regulation functions. The putative phage structural genes showed elevated expression (Npun_F1091-Npun_R1102 ; Npun_F1111-Npun_F1116) in MidDark2, whereas non-structural genes (Npun_F1103-Npun_R1110) were notably absent in the MidDark2 co-expression network. 

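Against the other 11 time points in MidDark2, 1 of the 8 non-structural genes was higher by limma and 0 when adjusted over the list alone, with 1 at an unadjusted p below 0.05, and the median log2 fold change was -0.03. The highest of the 8 values was 0.36. The paper proposes that the MidDark2 network, which holds phage tail and sheath genes, is tied to virion assembly.

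**Figure D4:**
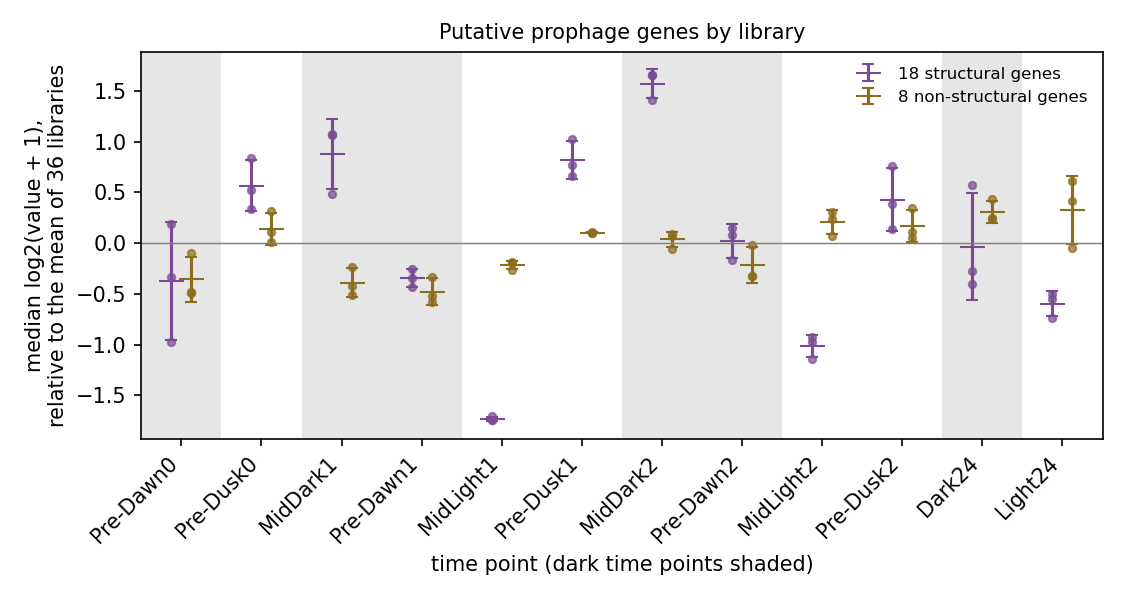
Median log2 level of the 18 structural and the 8 non-structural genes in each of the 36 libraries, relative to the mean of all libraries. Each point is 1 library, bars are the mean of 3 and whiskers ± 1 SD, and the 12 time points follow the order of sampling. The structural genes were called higher in MidDark than in MidLight in both cycles, with medians of 2.74 and 2.76.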

We hypothesize that the network of genes expressed during MidDark2—including phage tail, sheath, and a putative head morphogenesis GpW protein—is associated with virion assembly. These findings suggest that the temporal transcriptome captured a switching event, wherein a temperate virus may have been induced into its productive lytic cycle.

To assess whether this observation represents a stochastic even, or a persistent phenomenon, we carried out an additional growth experiment designed to target the same diel intervals (Fig. S14). Quantitative amplification of the locus, Npun_F1112 (phage tail sheath protein), confirmed that the putative phage gene was most expressed in the MidDark timepoint in both our original growth experiment and in the repeated experiment. Although median expression was highest in MidDark during the follow-up growth experiment, we did observe wide variation across replicates of the Pre-Dawn timepoint, wherein one replicate appeared to have higher expression than that of MidDark. Nonetheless, this independent assay supports the hypothesis put forth that structural genes found in a putative prophage element are preferentially expressed in the dark. Still, despite the expression of phage structural genes suggesting that the elements produce infective viral particles, they may instead represent replicative and integrative transposons that resemble MGE from other cyanobacterial mobilomes (45).

While cyanophage of globally abundant marine unicellular phytoplankton has been described in detail, the viruses of filamentous cyanobacteria remain relatively understudied. A collection of phage isolates from environmental blooms of *Nostoc* was previously described (46, 47), and more recently, three phage genomes were sequenced and contextualized (48). The putative temperate phage uncovered in this study is distinct and may represent a useful model to interrogate the host-phage dynamics and the mechanisms underpinning lysogeny in filamentous cyanobacteria.

### Hypermutation of conflict mitigation systems

Diversity-generating retroelements (DGRs) are domesticated retrotransposons that drive targeted protein evolution and were recently highlighted as being prevalent within genomes of filamentous cyanobacteria (20). In most DGRs, a genomic locus encodes essential features, comprising a reverse transcriptase (RT) that complexes with an accessory variability determinant protein (Avd), template RNA repeat (TR) and cognate variable repeat (VR) coding site(s), which differ from the TR at adenines (i.e., adenosines in the template RNA). The putative DGR of *N. punctiforme* was previously described and has two target genes (20), but targeted mutagenesis has not been directly observed in these or other cyanobacterial cultures. 

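Expression of the second target, Npun_F4890 (6058192 to 6059031), lay between 32 and 48 over the 12 time points, with a median of 33.5, and that of the first, Npun_F4889 (6056093 to 6058039), between 6 and 13 with a median of 9. The log2 ratio of Npun_F4890 to Npun_F4889 was 1.95 ± 0.35 (SD, n = 12 time points) and was above 0 in 12 of 12 (exact permutation test by sign changes, two-sided, p = 0.000488, the smallest that 12 time points allow). Time points of 1 culture series are not independent. Leaving out replicate 3 in every time point gave 1.86. Within runs it was 1.82 and 2.08 (exact permutation p = 0.0313 in each, the smallest that 6 time points allow).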

The essential DGR components are all expressed (Fig. 6A), but one target gene appears disproportionately expressed in comparison with the second target. 

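Expression of the RT gene Npun_F4892 (6059506 to 6060564) lay between 9 and 16 with a median of 11, and that of the putative Avd gene Npun_F4891 (6059141 to 6059485) between 4 and 16 with a median of 8.5. Of the 12 other annotated genes of the neighborhood, 5 had a higher mean expression than Npun_F4892 and 6 a higher one than Npun_F4891. The RT gene was highest in MidDark2 and the Avd gene in Pre-Dusk0.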

The known diversifying machinery, comprising RT and putative Avd, is consistently expressed across time points, though to a lesser degree than the neighboring genes.

**Fig 6:**
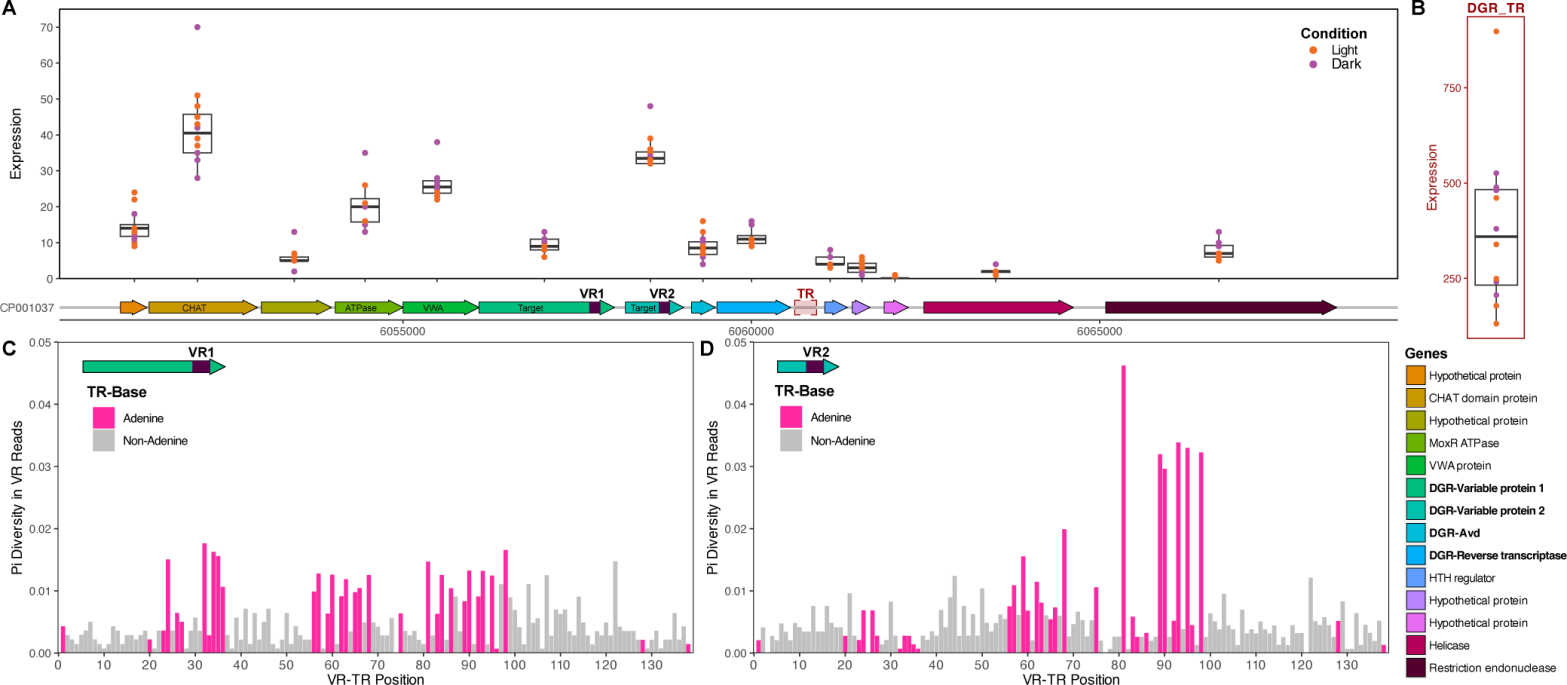
Diversity-generating retroelement (DGR) analysis. (**A**) Chromosomal region surrounding DGR locus, annotated with color-coded gene functions. Box plots represent the expression levels across 12 different time points, with each box plot displaying the median, quartiles, and range of expression values under light (orange) and dark (purple) conditions. Purple shaded boxes indicate the variable regions (VR) for DGR-variable proteins, and red shaded box indicates non-coding DGR template region (TR). (**B**) Box plot illustrating the expression levels of the DGR template region (DGR_TR) across the 12 time points (light = orange, dark = purple). (**C**) Nucleotide diversity (calculated as pi diversity) within Variable Region 1 (VR1) compared to the template repeat (TR). Adenine positions are indicated by pink shading. (**D**) Nucleotide diversity (calculated as pi diversity) within Variable Region 2 (VR2) compared with the template repeat (TR). Adenine positions are indicated by pink shading.

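The template RNA is not named in the table. It was taken to be the predicted RNA that directly follows the RT gene because 17 of the 28 correlations that Table S7 gives for the template match that feature to within 0.001. Its expression ran from 131 to 898 with a median of 359.5, was highest in MidLight2, and its mean lay above that of 87.0% of all features. Among the 266 predicted RNAs it ranked 206 by mean expression, counted from the highest. Its median was 294 in light time points and 430.5 in dark ones.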

Notably, TR-RNA appears to be very highly expressed (Fig. 6B), which is consistent with past observations (49, 50), yet unexpected for a domesticated model organism. This RNA serves a dual function—up- and downstream regions are predicted to form part of the ribonucleoprotein structure of a DGR complex (51), whereas the core TR sequence contains coding information transmitted to the target(s) via reverse transcription and retrohoming. In a previous study with the marine filamentous cyanobacterium, *Trichodesmium erythraeum*, multiple DGR loci were identified in which TR-RNA appeared highly expressed (49). However, an adenine mutation was not detected, which was attributed to long-term culture stability and loss of selective pressure for targeted diversification. By contrast, adenine mutation was observed in environmental metagenomes recruited to the *Trichodesmium* reference genome, suggesting that DGR mutation is stimulated in the wild (52). Thus, prior to this study, it was unclear whether DGR mutagenesis occurs or can be detected in lab-maintained isolates of filamentous cyanobacteria.

To detect hypermutation in the DGR target loci, we carried out high coverage whole-genome resequencing of *N. punctiforme* from the Dark24 timepoint, chosen as a perturbation of the natural LD cycle. Resequencing revealed dynamic adenine mutation in both target genes—while detectable in the variable locus of DGR target 1 (Npun_F4889; Fig. 6C), hypermutation is relatively higher in the variable locus of DGR target 2 (Npun_F4890; Fig. 6D). Despite uncovering a pattern consistent with adenine-specific mutation, Pi diversity was low in these loci—just above our limit of detection—suggesting that diversification is not elevated in the absence of specific environmental stress or stimuli. This is consistent with the expectation that under stable growth conditions, the cultures are not challenged with biological conflict (e.g., phage infection) or nutrient limitation. 

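Mean expression was 11.5 for the RT gene (Npun_F4892) and 9 for the putative Avd gene (Npun_F4891), against a median of 40.5 over the means of all features. In these means 24.0% and 19.9% of features lay below them. These values come from the 12 time points of RNA sequencing, and the table gives no measure of mutation.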

The low degree of targeted mutation is also consistent with low expression of the diversification machinery, RT, and Avd. It is unclear if the perturbation to the LD cycle influences hypermutation, or if hypermutation is constitutive at low levels under general laboratory conditions. Future experiments designed to compare hypermutation between LD and LL cycles can address this question. These findings also raise the question of whether regulation of hypermutation is decoupled from the expression of the target genes themselves.  

While little is known about the functional role of hypermutation target genes of cyanobacterial DGRs, they have been recently hypothesized to coordinate immunity or defense as part of multi-protein conflict mitigation systems (53). To determine whether co-localized genes in the DGR neighborhood were co-expressed, we conducted a global Pearson correlation analysis across pairwise sets of genes (Table S7). This uncovered a group of apparently correlated genes, comprising a CHAT domain-containing protein (Npun_F4885), a MoxR ATPase (Npun_F4887), a VWA domain-containing protein (Npun_F4888), and DGR target 2 (Npun_F4890). Moreover, expression of DGR-RT (Npun_F4892) appears correlated with a downstream restriction endonuclease (Npun_F4897). It is perhaps surprising that putative Avd and DGR-RT were not correlate;, however, this is likely a result of their overall low expression across the time series.

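Correlations over the 12 time points were computed for 8 pairs of the neighborhood (permutation test, two-sided, Benjamini-Hochberg over the 8). Called at an adjusted p below 0.05 were Npun_F4885 with Npun_F4887 (r = 0.837, adjusted p = 0.0138), Npun_F4885 with Npun_F4890 (0.762, 0.0479) and Npun_F4887 with Npun_F4888 (0.721, 0.0479). Not called were Npun_F4885 with Npun_F4888 (0.694, 0.0733), Npun_F4888 with Npun_F4890 (0.740, 0.0796) and Npun_F4887 with Npun_F4890 (0.556, 0.0846). Spearman's rho for these 6 pairs ran from 0.00915 to 0.714 and none was called (permutation test). All 4 genes were highest in Dark24, and the 6 values were lower without the 2 farthest time points, Dark24 and 1 other: r was then between -0.300 and 0.355 for 5 pairs and 0.585 for Npun_F4885 with Npun_F4887. Within the first run r ran from -0.315 to 0.949 and within the second, which holds Dark24, from 0.663 to 0.960. Called within runs (exact permutation tests, adjusted p = 0.0444 each) were Npun_F4887 with Npun_F4888 in the first, at 0.949 and without Dark24, and Npun_F4885 with Npun_F4887 in the second, at 0.960. Within light time points it ran from -0.508 to 0.572 and within dark ones from 0.886 to 0.955, none called (exact permutation tests).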

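Npun_F4892 and Npun_F4897 had an r of 0.784 over the 12 time points (permutation p = 0.00561, adjusted p = 0.0224 over the 8 pairs) and a rho of 0.558 (permutation p = 0.0639). Without MidDark2 and Dark24, r was 0.779 (permutation p = 0.0525). It was 0.0496 in the first run and 0.828 in the second, and -0.274 within light and 0.743 within dark (n = 6 each). Without replicate 1 it was 0.600 (adjusted p = 0.0710, permutation test). Expression of Npun_F4897 lay between 5 and 13 in steps of 1, so rounding limits this value.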

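Npun_F4891 and Npun_F4892 had an r of 0.322 (permutation p = 0.319) and a rho of 0.478 (permutation p = 0.119). Without Pre-Dawn0 and Pre-Dusk0, r was 0.546. Within runs it was 0.249 and 0.261, and within light and dark time points 0.820 and 0.900 (exact permutation p = 0.0889 and 0.0778, n = 6 each). Over the 36 libraries in place of 12 time points the pair was called, at an r of 0.361 (adjusted p = 0.0304, permutation test), although libraries of 1 time point are not independent. The paper proposes the low expression of both genes as a reason for the missing correlation.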

The co-occurrence of MoxR and VWA proteins (known as STAND-family ATPases) with DGR hypervariable targets was proposed to play a role in adaptive defense by diversifying antigen sensors, thereby mitigating conflicts, such as phage infection (53). Our findings offer new experimental evidence that co-localized STAND ATPase and DGR target genes are indeed co-expressed. As such, targeted hypermutation of putative conflict systems likely confers a fitness advantage in wild filamentous cyanobacteria. While the specific cellular function of these multipartite systems is somewhat elusive, DGRs could offer phenotypic heterogeneity and subpopulation stability during biological conflict.

### Concluding remarks

Our study offers a comprehensive view of diel expression dynamics in *Nostoc punctiforme*. The results highlight a clear shift in day-to-night expression of genes involved in a myriad of cellular processes—notably, central carbon metabolism, nucleotide and amino acid conversion, and DNA repair. A combined workflow of clustering, network, and sequence diversity analyses revealed a dynamic mobilome consisting of transposons, prophage, and retroelements that drive hypermutation. Despite long-term domestication under continuous light and stable culture conditions, this multicellular cyanobacterium still partitions its gene expression into light- and dark-associated processes. Co-occurring sugar metabolism and peptidoglycan biosynthesis, along with genes for hormogonium development and motility, were preferentially expressed in the light. Conversely, dark conditions led to the preferential expression of chromosome repair and nucleotide metabolism pathways. And importantly, several putative protein kinases were linked to diel oscillations in expression, despite key differences in sequence and structure relative to the canonical input kinase, CikA. These findings suggest that gene paralog expansion in multicellular cyanobacteria may have evolved input proteins that establish clock synchronicity, which are distinct from those in unicellular cyanobacteria.

Throughout this temporal study, several mobile genetic elements, including an array of transposons and a putative prophage, showed variable expression across the time series experiment. Additionally, we confirmed the dynamic expression of diversity-generating retroelements, accompanied by adenine-specific hypermutation in target genes. Collectively, these findings offer significant insights into the regulatory complexity and genotypic plasticity of this model organism.

Some limitations arose when contextualizing the transcriptome of *N. punctiforme*—especially where detailed information on diel regulation is available for unicellular cyanobacteria that may not apply in multicellular counterparts. For example, while *Synechococcus* spp. members exhibit markedly lower levels of mRNA at night (41, 54), *Anabaena* spp. maintain constant mRNA concentrations throughout light-dark cycles (39), exemplifying key differences in expression between unicellular and multicellular cyanobacteria. Furthermore, the core molecular mechanism of circadian rhythm is a proteinaceous phenomenon that involves oscillatation between protein phosphorylation and dephosphorylation states. Input to the circadian clock is synchronized by proteins that respond to diel shifts in cellular metabolism and the internal redox state, while clock output leads to diel expression dynamics for many genes under global control. Instances of delayed circadian control, likely due to post-transcriptional regulation (37), further complicate interpretation of expression data. As such, future efforts will benefit from the deconvolution of multicellular circadian and diel processes, both in terms of global transcription and protein (e.g., phosphorylation) states.

The diel transcriptome of *N. punctiforme* provides a new benchmark for assessing temporal changes in gene expression in filamentous cyanobacteria. Looking ahead, experimental efforts with *N. punctiforme* and other filamentous cyanobacteria should aim to incorporate the diel cycle while assessing the development of specialized cells and the process of nitrogen fixation. This study reveals natural diel rhythms in core cellular processes of a model filamentous cyanobacteria, which can inform future efforts to better understand the regulatory underpinnings of multicellularity and adaptation in these organisms.

## MATERIALS AND METHODS

### Bacterial culture conditions

*N. punctiforme* PCC 73102 (ATCC 29133) was grown at 28°C under constant shaking conditions (130 rpm) within Allen and Arnon standard growth media, diluted fourfold (A&A/4) but not amended with combined nitrogen, as to avoid an unintended NH_4_-step-down effect (55). Cultures were grown under constant light (40–50 µmol photons m^−2^s^−1^) for 2 weeks to accumulate biomass prior to partitioning into replicate cultures equivalent to ~47 µg chlorophyll a. diel entrainment was simulated via a 12-h Light/12-h Dark (LD) growth regime, and triplicate cultures were collected per examined timepoint. To collect the final two samples (Light24 and Dark24), the 12/12 LD regime was disrupted 192 h into the experiment (~Pre-Dusk2). At this time, a 24-h extended LL incubation was performed, with Dark24-designated replicate cultures covered in tin foil to occlude light (24-h DD).

### Sample collection and nucleic acid extraction

Sample collection and nucleic acid extraction were performed as previously described (30, 56). Briefly, cultures were harvested via centrifugation and bacterial pellet cryopreservation at −80°C. Frozen pellets were subjected to lysis via bead-beating, and total RNA was precipitated with lithium chloride precipitation. RNA was further purified with the QIAGEN RNeasy Plus Mini Kit and on-column DNase treatment (QIAGEN RNase-Free DNase Set), per manufacturer’s instructions.

Genomic DNA was similarly extracted from frozen bacterial pellets. Pellets were subjected to initial lysis with lysozyme and bead-beating; total DNA was isolated following Zymo Research Quick-DNA Miniprep Plus Kit manufacturer instructions.

### Transcriptome sequencing

Enrichment of bacterial mRNA was performed using the NEBNext rRNA Depletion Kit (Bacteria) and RNA sample purification beads. Non-directional cDNA libraries were synthesized using the Invitrogen SuperScript IV First-Strand Synthesis System. Library preparation and sequencing were performed by the Keck Sequencing Facility at the Marine Biological Laboratory. Briefly, sequencing libraries were prepared using the Tecan Life Sciences Ovation Ultralow V2 DNA-Seq Library Preparation Kit, followed by two Illumina NextSeq 500 sequencing runs (Fig. 1A: Stages I and II; Stages III and IV). Library amplification was carried out with 10 to 14 cycles (10 cycles for replicate i, and 14 cycles for replicates ii and iii across all time points). Single-end reads were generated using the Illumina NextSeq 500/550 High Output Kit v2.5 (150 cycles).

### Whole genome sequencing

One biological replicate of genomic DNA extracted from the Dark24 time point was selected for whole genome sequencing. Library preparation was conducted as above (i.e., for RNA seq libraries) but with seven cycles of library amplification. Sequencing was performed by the Keck Sequencing Facility at the Marine Biological Laboratory library. Paired-end reads were generated using the Illumina NextSeq 500/550 High Output Kit v2.5 (300 cycles).

### Bioinformatics

Rockhopper was used with default parameters for the alignment, assembly, and normalization of sequencing data (57, 58). An average of 19,993,756 reads were mapped to the *N. punctiforme* genome (NCBI RefSeq assembly GCF_000020025.1) for all replicates and time points. Visualizations of RNAseq data (Spearman’s correlations and principal component analysis) were calculated within R for upper quartile normalized gene counts of all samples. The bioinformatic workflow is presented within Fig. S3, wherein the global transcriptome was first filtered to remove low expression (i.e., <10 expression in all time points). Parsed expression values were Z-score normalized per gene before hierarchical clustering (distances: Euclidean; linkaging: complete; R package ComplexHeatmap v2.16.0 [59, 60]).

WGCNA derived from all 12 experimental transcriptomes were generated with R package WGCNA v1.72-5 (61, 62). Pearson correlation values were calculated to examine co-expressed gene networks (“modules”) correlations with time points. Cytoscape v3.9.1 (63) was used to visualize modules, and cytoHubba v0.1 (64) was used to calculate maximal clique centrality (MCC). Broadly, “day” encompassed Pre-Dusk, MidLight, and Light24 time points, whereas “night” referred to Pre-Dawn, MidDark, and Dark24 time points.

We examined the “core” diel (LD) entrainment transcriptomes (Fig. 1A, Stages II and III) for diel-variable expression. Genes having consistently low expression were filtered (as previously), prior to an analysis of variance (ANOVA) of the four states (MidDark, Pre-Dawn, MidLight, Pre-Dusk) in duplicate for the core eight transcriptomes, with Benjamini-Hochberg (BH) correction. Hierarchical clustering of significant genes (BH-adjusted *P* < 0.05) revealed distinct “day” (Pre-Dusk and MidLight) and “night” (Pre-Dawn and MidDark) associated partitioning into two major clusters. These “day” and “night” associated genes, in combination with the previously identified WGCNA modules most-correlated with each timepoint, were submitted for gene set enrichment analysis (GSEA; R package clusterProfiler v4.8.3 (65, 66) and *N. punctiforme* KEGG entries to identify “day” and “night” associated cellular processes.

Reciprocal BLASTn (v2.12.0+; default settings) analyses of clock-controlled *Nostoc* sp. PCC 7120 (NCBI RefSeq assembly GCF_000009705.1) genes (39) and *N. punctiforme* coding sequences were performed to identifyhomologss, with potential cyclical expression visualized within KEGG pathway-unique polar plots.

*Synechococcus elongatus* PCC 7942 CikA (Synpcc7942_0644; UniProt entry Q9KHI5) GAF region (residues 184–338) and histidine kinase domain (residues 390–611) were separately submitted to two BLASTp searches restricted to NCBI-available cyanobacteriota (v2.12.0+; Taxonomy ID 1117; default settings). Clustal Omega (v1.2.3; default settings) was used to align proteins containing both domains, generating a consensus sequence that was used for a tBLASTn (v2.12.0+; default settings) search of *N. punctiforme* genome, with a 50% query coverage threshold for determining CikA-like histidine kinases.

Whole genomic sequencing reads were aligned to the *N. punctiforme* genome (NCBI RefSeq assembly GCF_000020025.1) using bwa-mem2 (67). Mapping file sorting and coverage were completed with Samtools v1.17 (68). A custom python script was developed to calculate the pi diversity of the predicted DGR hypermutable region.

### RT-qPCR

A separate diel experiment was performed for reverse transcription-quantitative PCR (RT-qPCR) examination of *N. punctiforme* expression. Eighteen replicate flasks of AA/4 were inoculated with biomass equivalent to ~51 µg chlorophyll ɑ before incubation at repeated growth conditions (12 L/12 D cycle, light intensity, temperature, shaking conditions). Cultures were grown for 47.5 h prior to sample collection (as previously described) for the Pre-Dawn timepoint. Subsequent samples were collected every 6.5 h for the MidLight, Pre-Dusk, and Mid-Dark time points, yielding triplicate replicates per timepoint. To collect the final two samples (Light24 and Dark24), the 12/12 LD regime was disrupted 67 h into the experiment (~MidDark). At this time, a 24-h extended LL incubation was performed, with Dark24 designated replicate cultures covered in tin foil to occlude light (24-h DD).

RT-qPCR samples were collected and processed similarly to the RNAseq workflow. The Applied Biosystems QuantStudio 5 Real-Time PCR System and the NEB Luna Universal qPCR Master Mix were used to quantify selected genes’ expressions. In addition to the repeated diel growth samples (*n* = 18), the last 18 RNAseq samples were submitted for RT-qPCR (Fig. 1A; Stages III and IV). Normalization was performed with *rnpB* (Npun_r018; RNA component of RNaseP; F 5′-TAAGAGCGCACCAGCAGTAT-3′ and R 5′-CATTGAGCGGAACTGGTAAA-3′). Chosen experimental genes were *murA* (Npun_R5719; UDP-N-acetylglucosamine 1-carboxyvinyltransferase; F 5′-CCTCGCACATGCAAGTCAAC-3′ and R 5′-TCGCCATTGGAGCCATTCTT-3′); *psbF* (Npun_F5552; photosystem II cytochrome b559 subunit beta; F 5′-AGCGGCAATAACATCAATCAACC-3′ and R 5′-AAATTGCATTGCGGCGATCG-3′); and a phage tail sheath protein gene (Npun_F1112; F 5′-TACTTTGCCCGTCCCAACTC-3′ and R 5′-AACGACCGCCACCATTCATA-3′). Standard curve and absolute quantification calculations were performed within Applied Biosystems Design & Analysis Software v2.7.0.

## Data Availability

Transcriptome raw data, metadata, and gene counts were uploaded to the GEO database with the accession number GSE275682. WGSeq raw reads were submitted to the SRA database under accession number SRR30545090 and will become publicly available once accession formalization resumes. R and Python scripts are available on GitHub at https://github.com/The-Paul-Lab/NpunDielExpressionDynamics.git.

# Supplementary material for: Diel expression dynamics in filamentous cyanobacteria
**Source:** mBio. 2025 Nov 18;16(12):e03779-24. doi: 10.1128/mbio.03779-24
**Supplement:** Supplemental Figures — Figures S1 to S14.

## **Supplemental Figures**

### **Diel expression dynamics in filamentous cyanobacteria**

Sarah J. Kennedy<sup>1</sup>, Douglas D. Risser<sup>2</sup>, Blair G. Paul<sup>1,\*</sup>

Figs. S1 to S14

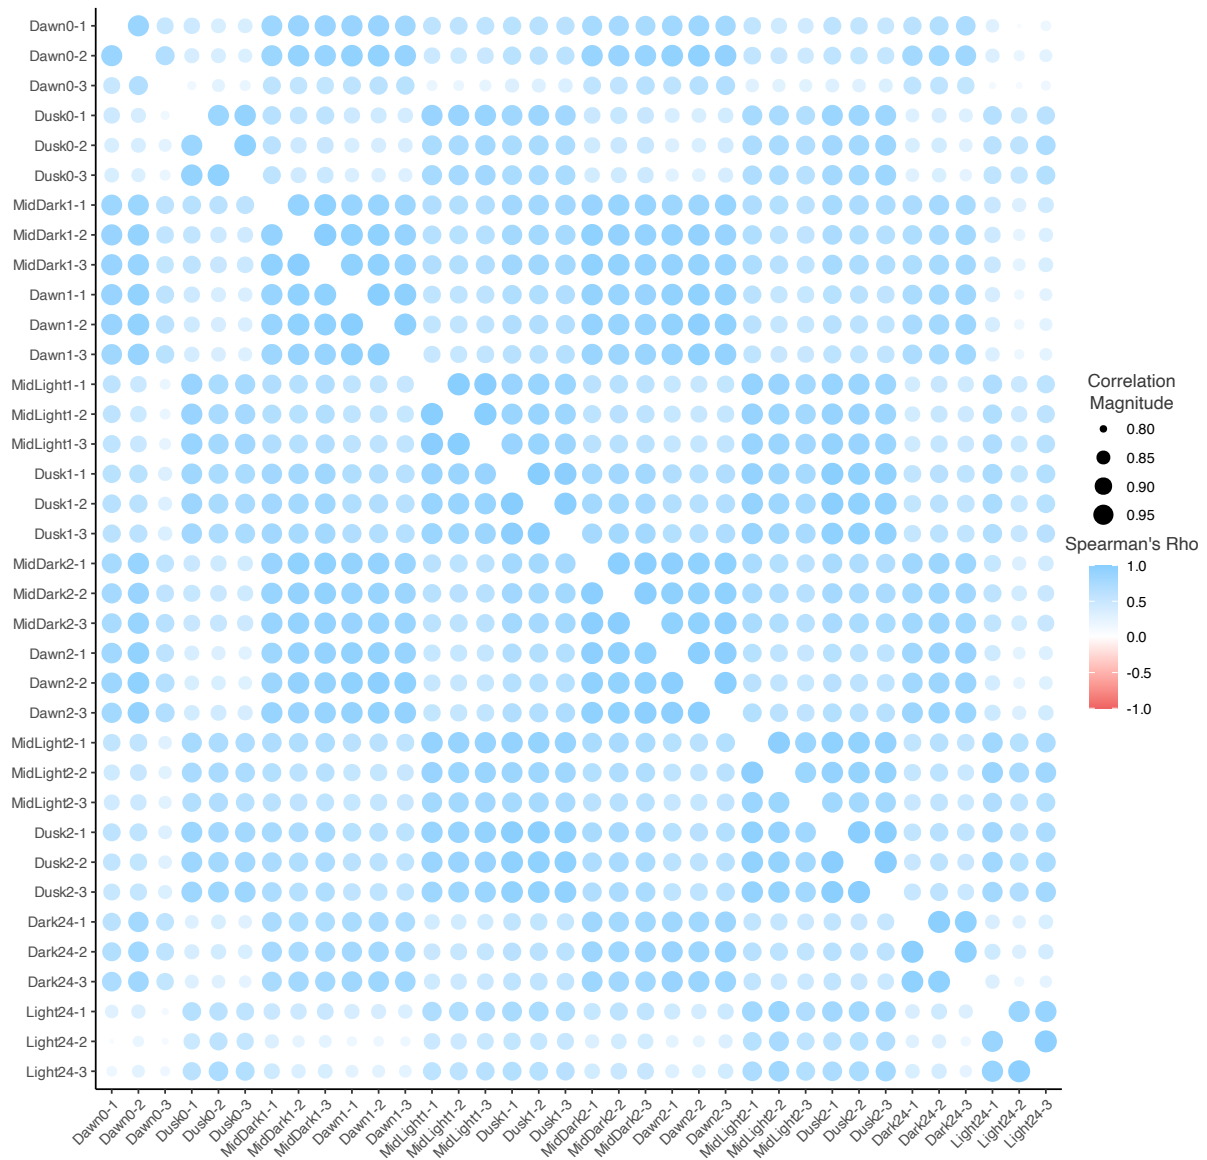

**Supplemental Figure S1.** Spearman correlation analysis of normalized expression counts.

Spearman correlation plot of normalized expression counts for all samples across the time-course experiment. Each circle represents the Spearman correlation coefficient between pairs of samples, with values ranging from -1.0 (perfect negative correlation) to 1.0 (perfect positive correlation). The size of each circle is proportional to the amount of transcriptional data. The heatmap is color-coded, with blue indicating positive correlations and red indicating negative correlations. Timepoints include Pre-Dawn, MidDark, Pre-Dusk, MidLight, Dark24, and Light24, with triplicate samples for each condition.

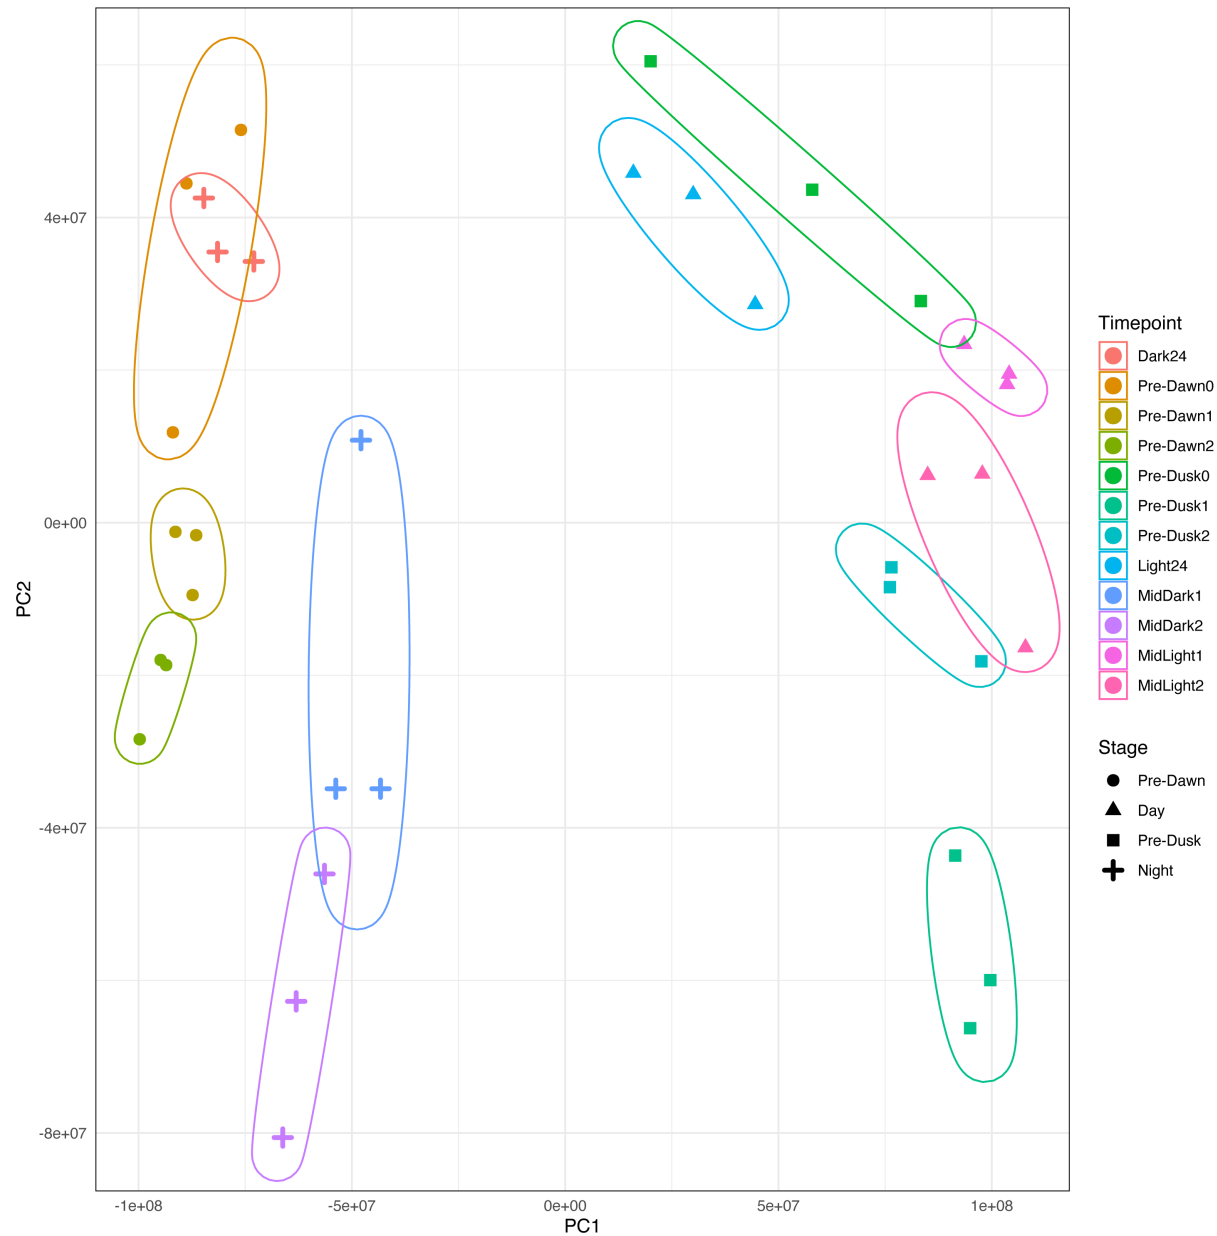

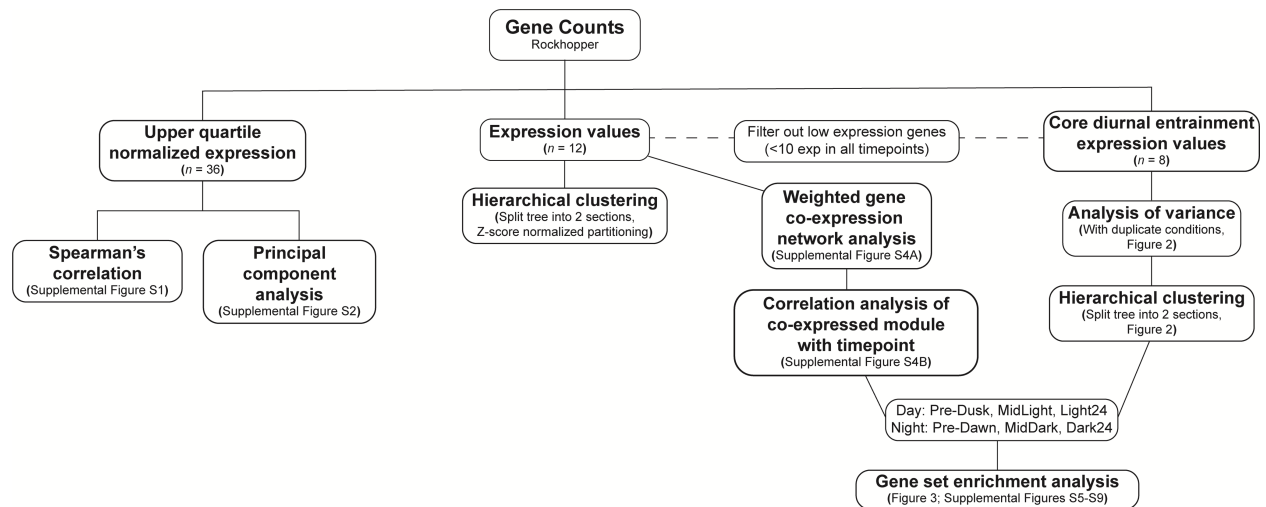

**Supplemental Figure S3.** Transcriptional data processing workflow.

Flowchart outlining the transcriptional data processing steps. Upper quartile normalized expression for all 36 samples was used for Spearman's correlation and principal component analysis. Low expression genes (less than 10 expression in all timepoints) were filtered out before subsequent analyses.

**A**

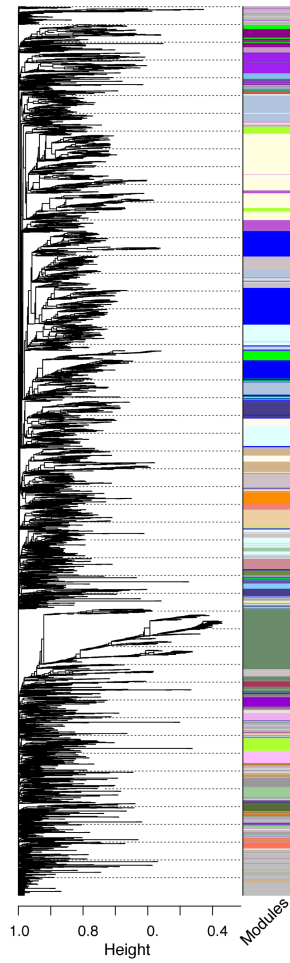

**B**

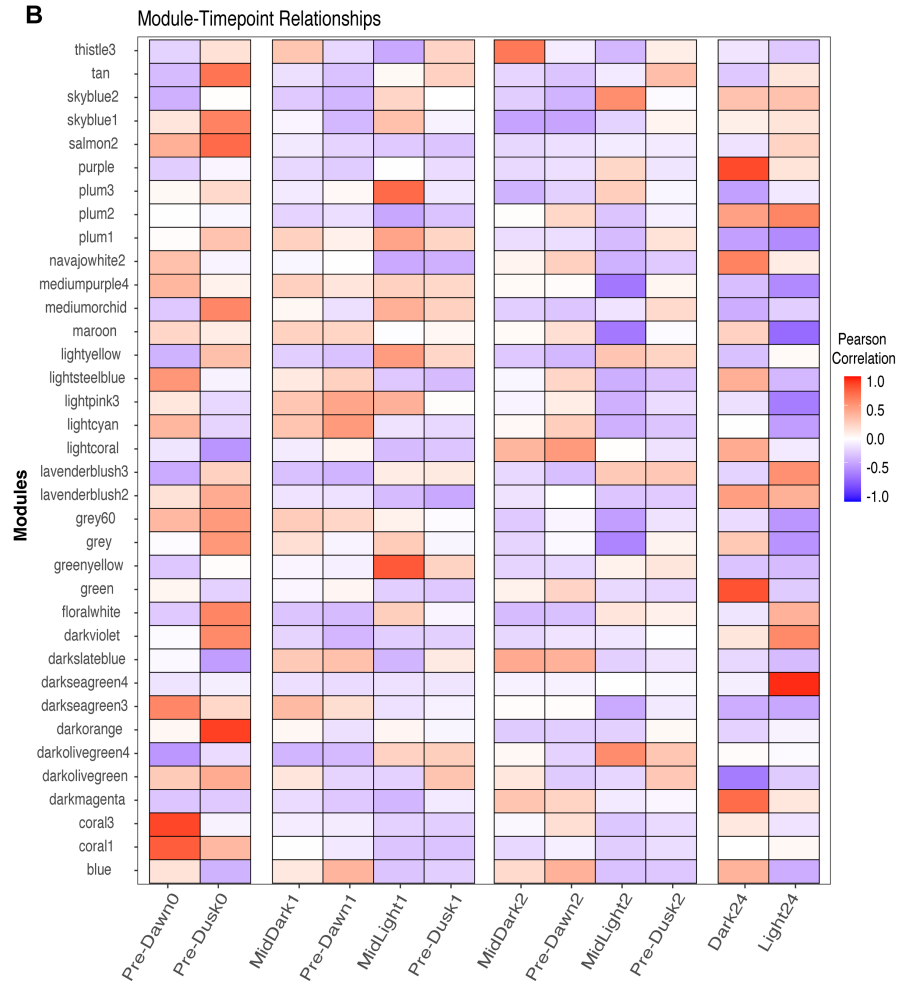

**Supplemental Figure S4.** Weighted gene co-expression network analysis.

(A) Clustering of the transcriptome into modules of co-expressed genes. Each branch represents a module containing genes with similar expression patterns across the 12 timepoints. (B) Pearson correlation matrix showing the relationships between the 12 timepoints and the modules of co-expressed genes. The correlation coefficients are color-coded, with blue indicating negative correlations and red indicating positive correlations.

## Peptidoglycan Biosynthesis

### O-Antigen Nucleotide Sugar Biosynthesis

### Amino Sugar and Nucleotide Sugar Biosynthesis

### Biosynthesis of Nucleotide Sugars

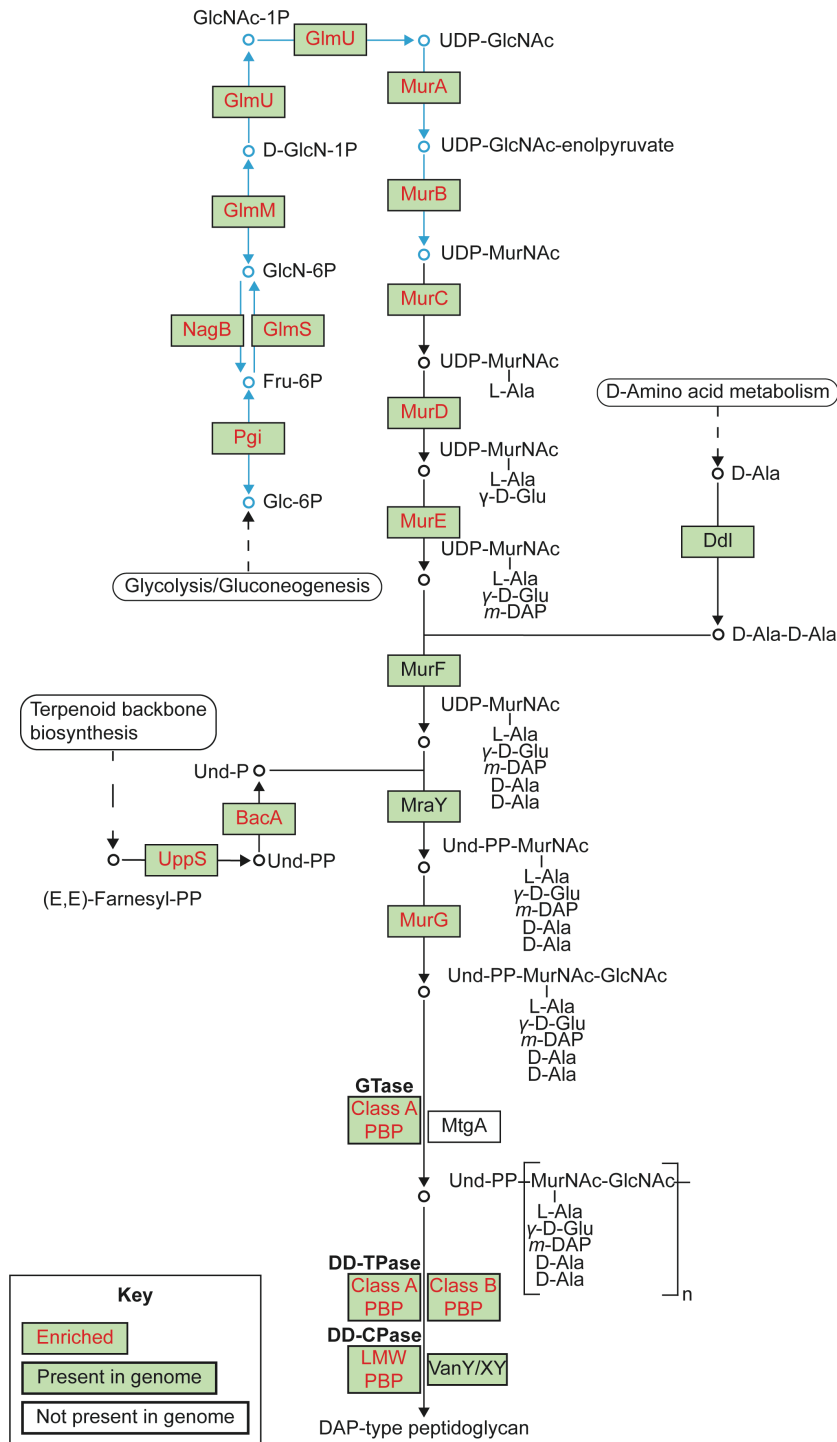

**Supplemental Figure S5.** Convergence of KEGG pathways most enriched in light.

The four KEGG pathways most enriched during light conditions are Peptidoglycan Biosynthesis, O-Antigen Nucleotide Sugar Biosynthesis, Amino Sugar and Nucleotide Sugar Biosynthesis, and Biosynthesis of Nucleotide Sugars. Enriched genes are presented in green boxes with red text, genes encoded in the *Nostoc punctiforme* but not enriched are presented in green boxes with black text, and genes not encoded in the *N. punctiforme* genome are in white unshaded boxes. Blue arrows indicate the biosynthetic pathways converging with peptidoglycan biosynthesis pathway (black arrows).

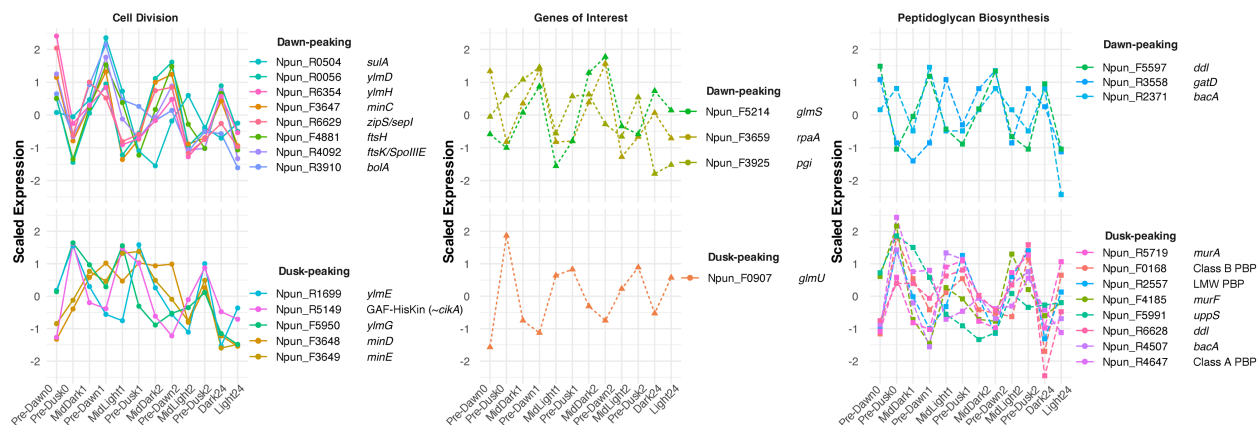

**Supplemental Figure S6.** Transcriptional convergence of cell division, sugar metabolism, and peptidoglycan biosynthesis.

Z-score normalized expression of genes involved in cell division, sugar metabolism, and peptidoglycan biosynthesis across different diel states. Expression values within each category are distinguished between dawn- and dusk-peaking patterns.

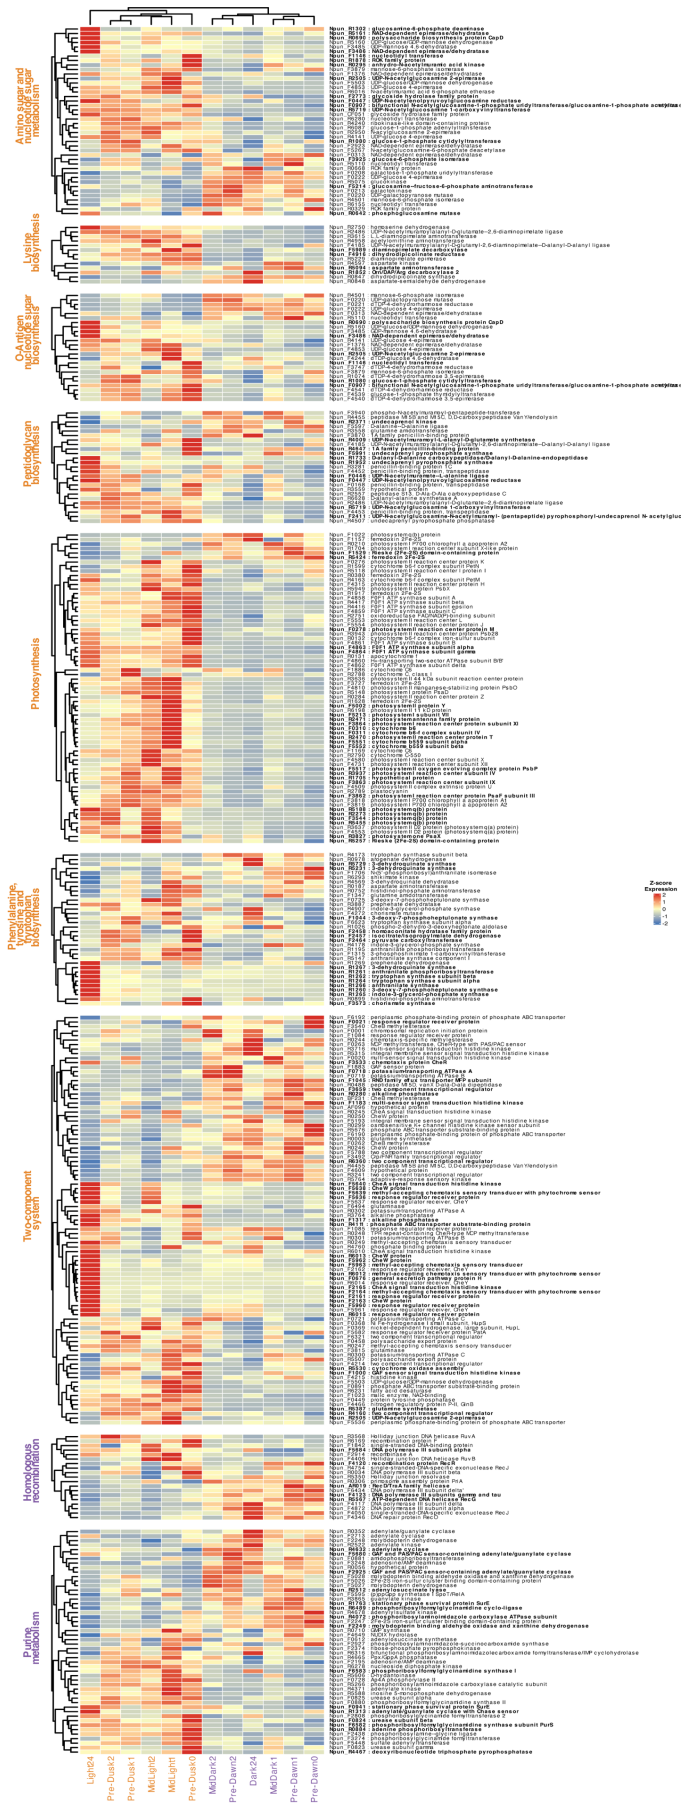

**Supplemental Figure S7. Detailed Enriched KEGG Processes.** Hierarchical clustering (Euclidean distance, complete linkage) and z-score normalization (blue = downregulated, red = upregulated) of gene expression data highlight the light-associated (orange) and dark-associated (purple) enriched KEGG pathways. Enriched genes are bolded.

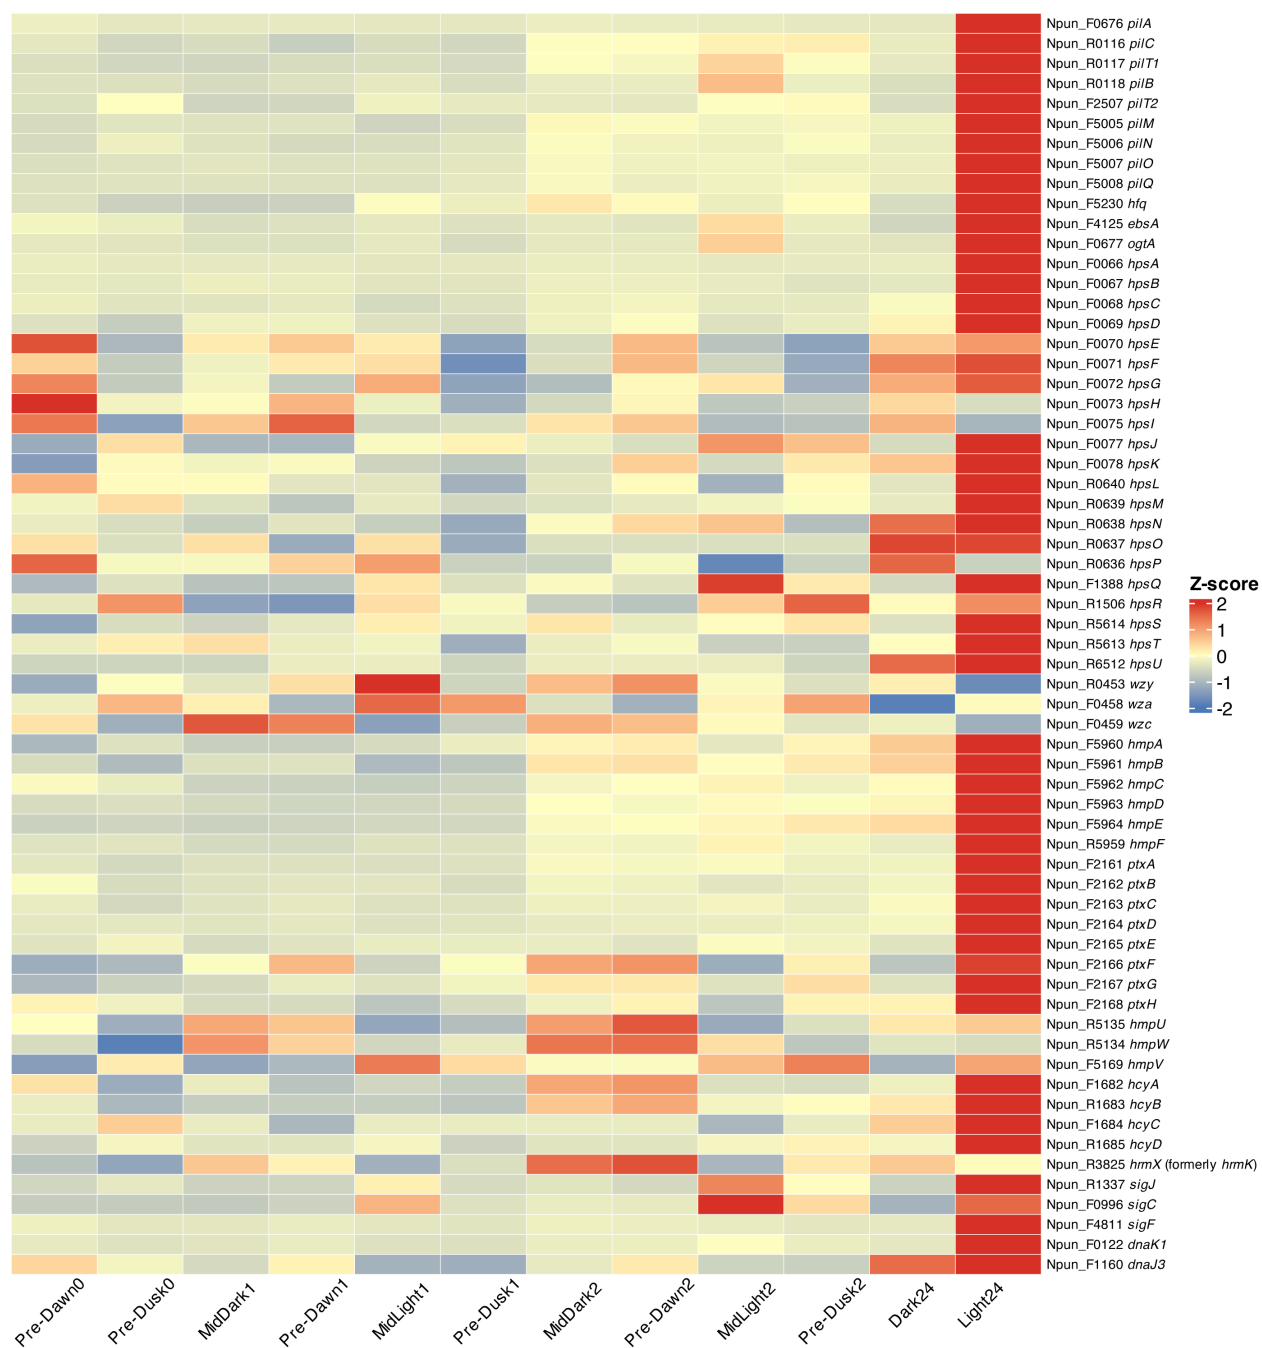

**Supplemental Figure S8.** Expression of hormogonium-associated genes.

Z-score normalized expression heatmap for all hormogonium-associated genes listed in Supplemental Table S6. Each row represents a gene, and each column represents a timepoint. The color gradient indicates the directional level of expression, with blue representing downregulation and red representing upregulation.

# Nucleotide Metabolism and Purine Metabolism

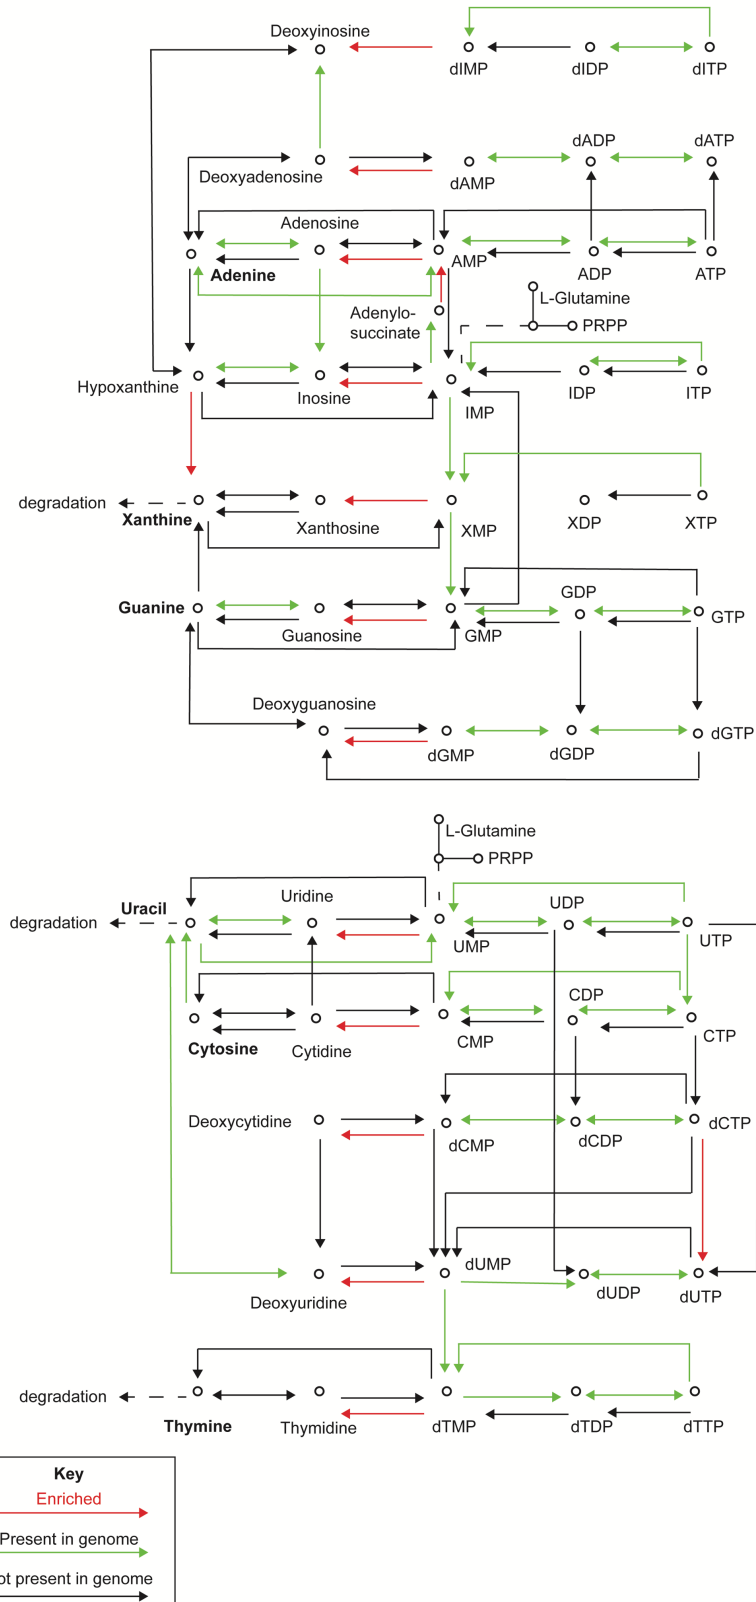

**Supplemental Figure S9.** Dark-associated nucleotide and purine metabolism pathways. Dark-associated pathways involved in nucleotide and purine metabolism, with red arrows indicating enriched genes, green arrows indicating pathways encoded in the genome but not enriched, and black arrows representing pathways not encoded in the genome.

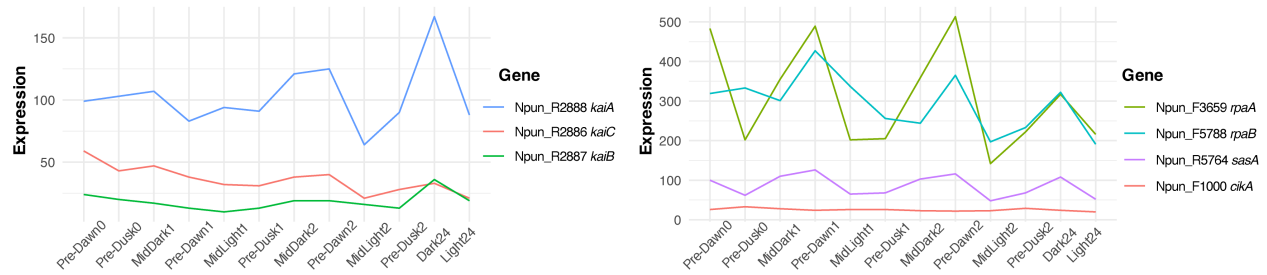

**Supplemental Figure S10.** Putative circadian gene expression.

(A) Expression levels of core Kai-protein clock genes (*kaiA*, *kaiB*, *kaiC*) and (B) non-core (*rpaA*, *rpaB*, *sasA*, *cikA*) across the time-course experiment.

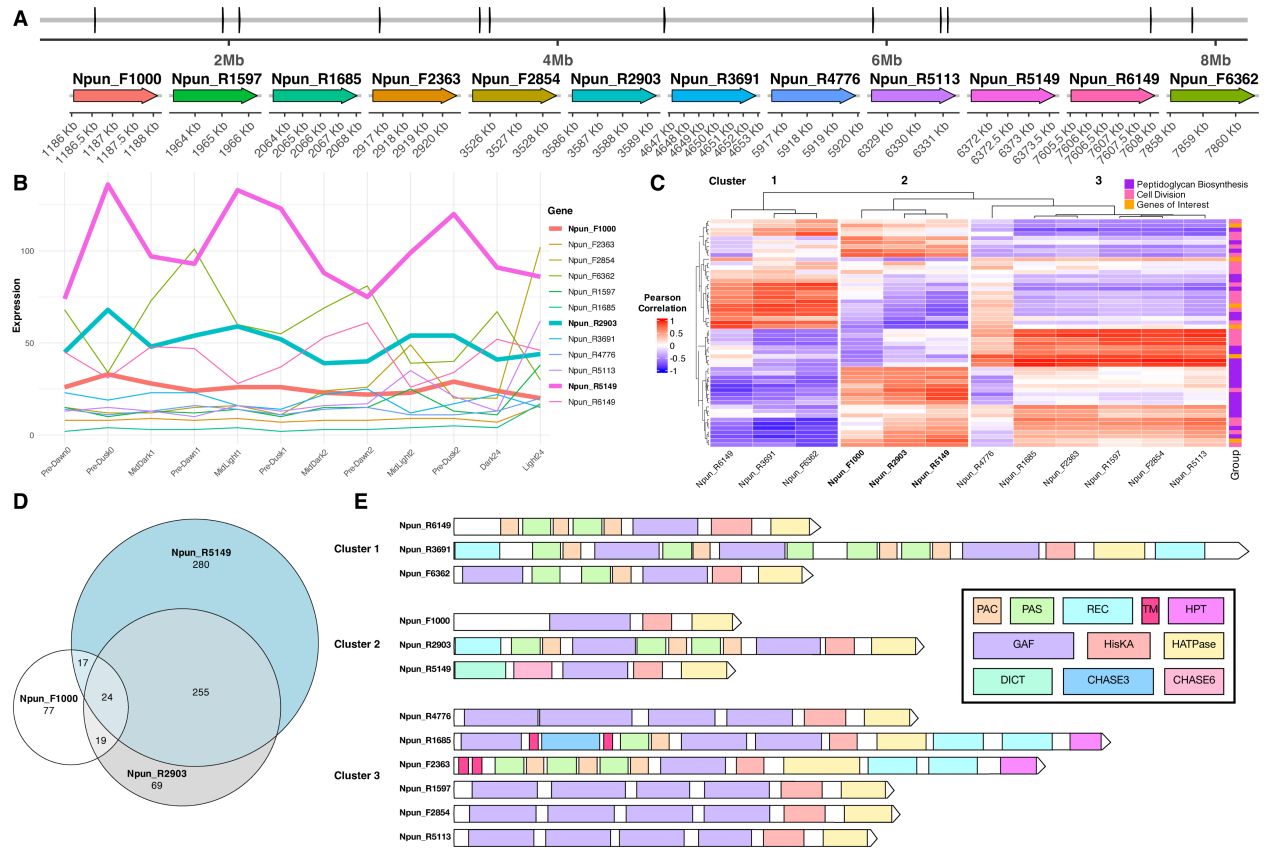

**Supplemental Figure S11.** *N. punctiforme* CikA-like paralogs containing GAF and histidine kinase domains.

(A) Genomic loci and nucleotide lengths of CikA-like paralogs in *N. punctiforme*. (B) Expression levels of CikA-like genes across the time-course experiment. (C) Hierarchical clustering (Euclidean distance, complete linkage) of Pearson correlations between CikA-like gene expression and selected genes within peptidoglycan biosynthesis (purple), cell division (pink), and key genes linking these functions (orange). The heatmap uses a blue-red gradient to indicate correlation values, with blue representing negative correlations and red representing positive correlations. (D) Euler diagram showing the distribution of global transcriptome genes with  $\geq 0.75$  correlation to the three CikA-like genes. (E) Domain architecture of the three clusters of 12 total CikA-like histidine kinases, highlighting the following domains: PAS (Per-Arnt-Sim), GAF (cGMP-specific phosphodiesterases, adenylyl cyclases, and FhlA), HisKA (Histidine Kinase A), HATPase (Histidine Kinase-Like ATPases), REC (Receiver domain), DICT (Diguanylate Cyclase domain), CHASE6 (Cyclase/Histidine kinase Associated Sensor domain 6), CHASE3 (Cyclase/Histidine kinase Associated Sensor domain 3), TM (Transmembrane domain), and HPT (Histidine Phosphotransfer domain).

**A**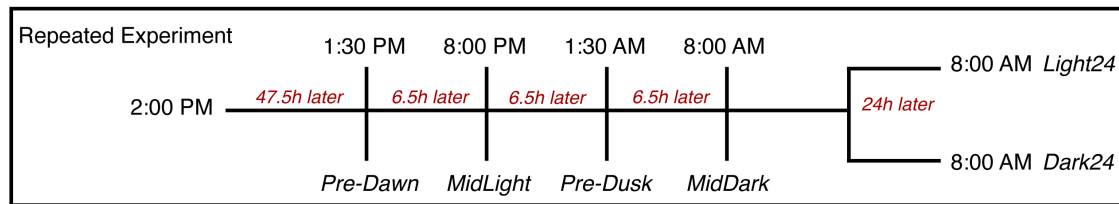**B**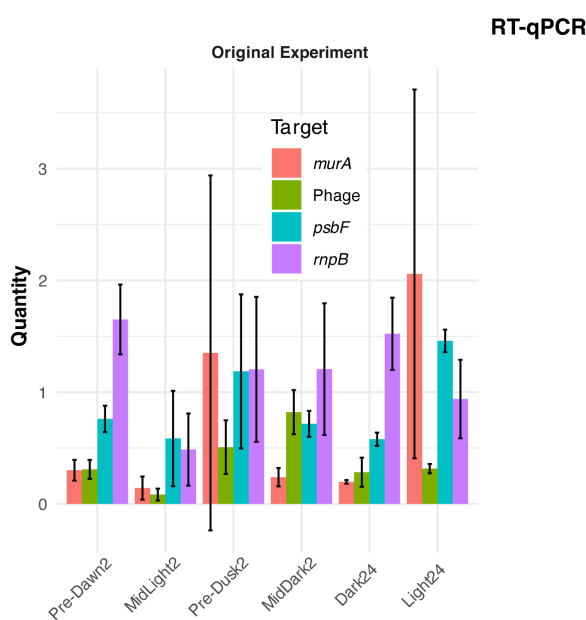**C**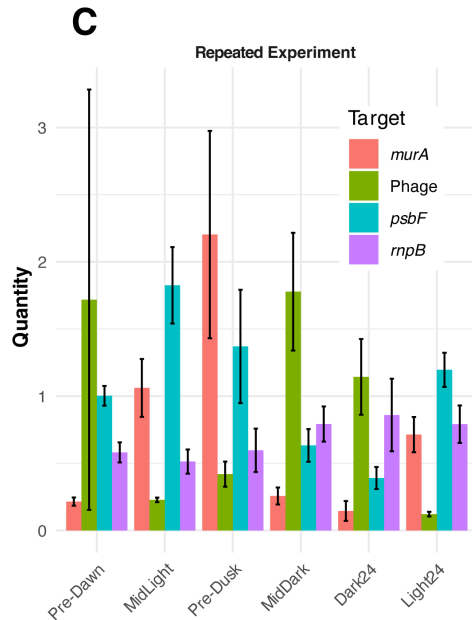**D**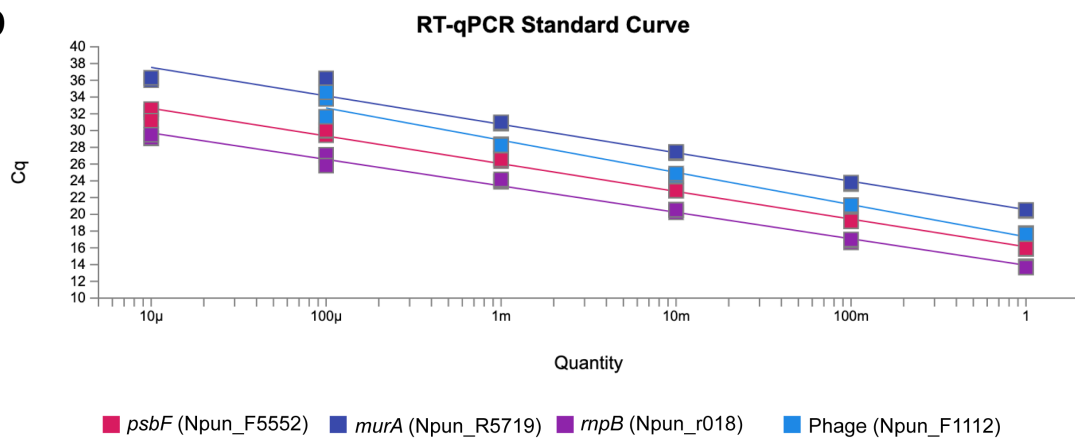

Target: *psbF* Slope: -3.307 R<sup>2</sup>: 0.992 Y-Inter: 16.122 Eff%: 100.612 Error: 0.073

Target: *murA* Slope: -3.396 R<sup>2</sup>: 0.98 Y-Inter: 20.559 Eff%: 97.02 Error: 0.126

Target: *mpb* Slope: -3.159 R<sup>2</sup>: 0.993 Y-Inter: 13.919 Eff%: 107.26 Error: 0.066

Target: phage Slope: -3.845 R<sup>2</sup>: 0.983 Y-Inter: 17.315 Eff%: 81.993 Error: 0.141

#### Supplemental Figure S14. Reverse transcription quantitative PCR analysis of gene expression.

(A) Repeated diel experiment collecting samples at Pre-Dawn, MidLight, Pre-Dusk, MidDark, and Light24 + Dark24 timepoints. (B) RT-qPCR absolute quantification of *murA* (DP-N-acetylglucosamine enolpyruvyl transferase), *psbF* (Cytochrome b559 beta subunit), and MidDark2 phage tail sheath protein, normalized to *mpb* (RNase P RNA gene), for original experimental samples (Stages III and IV). (C) RT-qPCR absolute quantification for repeated experimental samples. (D) Standard curve for the RT-qPCR.

# Supplementary material for: Diel expression dynamics in filamentous cyanobacteria
**Source:** mBio. 2025 Nov 18;16(12):e03779-24. doi: 10.1128/mbio.03779-24
**Supplement:** Supplemental Tables — Tables S1 to S7.

**Supplemental Table S1.** Correlations of sugar metabolism and peptidoglycan biosynthesis gene expressions.

| Gene1      | Gene2      | CorrelationValue | ComparedGenes             |
|------------|------------|------------------|---------------------------|
| Npun_R2486 | Npun_R5719 | 0.963800567      | <i>murE-murA</i>          |
| Npun_R1733 | Npun_R1952 | 0.949753362      | LMW PBP- <i>uppS</i>      |
| Npun_F0446 | Npun_F0447 | 0.945244621      | <i>murC-murB</i>          |
| Npun_F3659 | Npun_F5597 | 0.911178829      | <i>rpaA-ddl</i>           |
| Npun_F4452 | Npun_R3281 | 0.876634722      | Class B PBP-Class A PBP   |
| Npun_R1302 | Npun_R1733 | 0.866959791      | <i>nagB</i> - LMW PBP     |
| Npun_F2411 | Npun_R4507 | 0.858599638      | <i>murG-bacA</i>          |
| Npun_F0907 | Npun_R5719 | 0.857098146      | <i>glmU-murA</i>          |
| Npun_F0907 | Npun_R4507 | 0.833793629      | <i>glmU-bacA</i>          |
| Npun_F0907 | Npun_R2557 | 0.833598268      | <i>glmU</i> -LMW PBP      |
| Npun_F4453 | Npun_R5719 | 0.829890155      | Class B PBP- <i>murA</i>  |
| Npun_F4453 | Npun_R4507 | 0.822625392      | Class B PBP- <i>bacA</i>  |
| Npun_F0168 | Npun_R3559 | 0.821610231      | Class B PBP- <i>murT</i>  |
| Npun_F0168 | Npun_R2557 | 0.815816275      | Class B PBP-LMW PBP       |
| Npun_F0447 | Npun_R3559 | 0.799008701      | <i>murB-murT</i>          |
| Npun_R2557 | Npun_R5719 | 0.798527088      | LMW PBP- <i>murA</i>      |
| Npun_R2557 | Npun_R4507 | 0.792949227      | LMW PBP- <i>bacA</i>      |
| Npun_F0907 | Npun_F4453 | 0.786277386      | <i>glmU</i> -Class B PBP  |
| Npun_F0446 | Npun_R3559 | 0.779678986      | <i>murC-murT</i>          |
| Npun_F0168 | Npun_F0907 | 0.774839495      | Class B PBP- <i>glmU</i>  |
| Npun_F2411 | Npun_F4453 | 0.77106193       | <i>murG</i> - Class B PBP |
| Npun_F2411 | Npun_R5719 | 0.764573276      | <i>murG-murA</i>          |
| Npun_R1302 | Npun_R1952 | 0.760076043      | <i>nagB-uppS</i>          |
| Npun_F4453 | Npun_R2486 | 0.758140407      | Class B PBP- <i>murE</i>  |
| Npun_F3925 | Npun_F3940 | 0.750430543      | <i>pgi-mraY</i>           |

**Non-peptidoglycan Gene**

**Supplemental Table S2.** Correlations of cell division, peptidoglycan biosynthesis, and sugar metabolism gene expressions.

Supplemental Table S3. BLASTp results of *Synechococcus elongatus* Cika Query.

Supplemental Table S4. tBLASTn results for cyanobacterial CikA-like proteins.

Supplemental Table S5. Putative Cika homologue expression correlation.

| Gene                 | Cika-like_Gene | CorrelationValue |
|----------------------|----------------|------------------|
| Npun_R1733 (LMW PBP) | Npun_F2854     | 0.982449443      |
| Npun_R1733 (LMW PBP) | Npun_R5113     | 0.971446745      |
| Npun_R1952 (UppS)    | Npun_R1685     | 0.968856927      |
| Npun_R1733 (LMW PBP) | Npun_R1685     | 0.968649658      |
| Npun_R1733 (LMW PBP) | Npun_F2363     | 0.954675064      |
| Npun_R1733 (LMW PBP) | Npun_R1597     | 0.949939303      |
| Npun_F5138 (FtsE)    | Npun_R5113     | 0.94517937       |
| Npun_F5138 (FtsE)    | Npun_F2363     | 0.938532519      |
| Npun_R1839 (MreD)    | Npun_R5113     | 0.927348683      |
| Npun_R1952 (UppS)    | Npun_F2363     | 0.921459773      |
| Npun_R1952 (UppS)    | Npun_R5113     | 0.916957407      |
| Npun_R0056 (DUF152)  | Npun_R6149     | 0.916119909      |
| Npun_R4092 (FtsK)    | Npun_F6362     | 0.914128122      |
| Npun_F5138 (FtsE)    | Npun_R1597     | 0.911793486      |
| Npun_R1841 (MreB)    | Npun_R5113     | 0.911662811      |
| Npun_R1839 (MreD)    | Npun_R1597     | 0.908563261      |
| Npun_R1952 (UppS)    | Npun_F2854     | 0.905274232      |
| Npun_F3659 (RpaA)    | Npun_R3691     | 0.899298892      |
| Npun_F5138 (FtsE)    | Npun_F2854     | 0.892876802      |
| Npun_R1841 (MreB)    | Npun_F2854     | 0.886233362      |
| Npun_F4881 (FtsH)    | Npun_F6362     | 0.885568809      |
| Npun_R1839 (MreD)    | Npun_F2854     | 0.885381621      |
| Npun_F5138 (FtsE)    | Npun_R1685     | 0.881389818      |
| Npun_F3647 (MinC)    | Npun_R3691     | 0.880990067      |
| Npun_R1302 (NagB)    | Npun_R1597     | 0.87842755       |
| Npun_R4933 (Cdv1)    | Npun_R5149     | 0.875761242      |
| Npun_R4507 (BacA)    | Npun_R5149     | 0.875678492      |
| Npun_F5214 (GlmS)    | Npun_R6149     | 0.875275584      |
| Npun_F2411 (MurG)    | Npun_R5149     | 0.875162279      |
| Npun_R1302 (NagB)    | Npun_F2363     | 0.873216278      |
| Npun_R1840 (MreC)    | Npun_R1597     | 0.870303677      |
| Npun_R1839 (MreD)    | Npun_F2363     | 0.868200199      |
| Npun_R1840 (MreC)    | Npun_R5113     | 0.864124214      |
| Npun_R3910 (BolA)    | Npun_F6362     | 0.855022767      |
| Npun_R1302 (NagB)    | Npun_F2854     | 0.854136988      |
| Npun_R1841 (MreB)    | Npun_R1597     | 0.84607166       |
| Npun_F3659 (RpaA)    | Npun_F6362     | 0.840567752      |
| Npun_R1302 (NagB)    | Npun_R4776     | 0.837799452      |
| Npun_R1952 (UppS)    | Npun_R1597     | 0.837440445      |

Supplemental Table S6. Loci associated with motility and/or hormogonia development.

| Locus Tag  | Gene Name | Function                                     | Mutant Phenotype                          |
|------------|-----------|----------------------------------------------|-------------------------------------------|
| Npun_F0676 | pilA      | major pilin                                  | non-motile                                |
| Npun_R0116 | pilC      | innermembrane platform                       | non-motile                                |
| Npun_R0117 | pilT1     | pilus retraction ATPase                      | non-motile, hyperpiliated                 |
| Npun_R0118 | pilB      | pilus extension ATPase                       | non-motile, loss of pilus extension       |
| Npun_F2507 | pilT2     | pilus retraction ATPase                      | reduced motility                          |
| Npun_F5005 | pilM      | pilus alignment complex protein              | non-motile                                |
| Npun_F5006 | pilN      | pilus alignment complex protein              |                                           |
| Npun_F5007 | pilO      | pilus alignment complex protein              |                                           |
| Npun_F5008 | pilQ      | outermembrane secretin                       | non-motile                                |
| Npun_F5230 | hfq       | Hfq homolog, essential for PilB activity     | non-motile, loss of pilus extension       |
| Npun_F4125 | ebaA      | polysaccharide biosynthesis                  | non-motile                                |
| Npun_F0677 | ogtA      | O-linked-B-N-acetylglucosamine transferase   | non-motile, fails to accumulate PilA      |
| Npun_F0066 | hpsA      | conserved hypothetical membrane protein      | non-motile, reduced HPS                   |
| Npun_F0067 | hpsB      | minor pilin                                  | non-motile, reduced HPS                   |
| Npun_F0068 | hpsC      | minor pilin                                  | non-motile, reduced HPS                   |
| Npun_F0069 | hpsD      | minor pilin                                  | non-motile, reduced HPS                   |
| Npun_F0070 | hpsE      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_F0071 | hpsF      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_F0072 | hpsG      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_F0073 | hpsH      | minor pilin                                  |                                           |
| Npun_F0075 | hpsI      | glycosyl transferase                         |                                           |
| Npun_F0077 | hpsJ      | conserved hypothetical membrane protein      | reduced motility, altered HPS composition |
| Npun_F0078 | hpsK      | glycosyl transferase                         |                                           |
| Npun_R0640 | hpsL      | O-antigen ligase-like membrane protein       | non-motile, HPS-                          |
| Npun_R0639 | hpsM      | glycosyl transferase                         | reduced motility                          |
| Npun_R0638 | hpsN      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_R0637 | hpsO      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_R0636 | hpsP      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_F1388 | hpsQ      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_R1506 | hpsR      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_R5614 | hpsS      | glycosyl transferase                         | non-motile, HPS-                          |
| Npun_R5613 | hpsT      | glycosyl transferase                         |                                           |
| Npun_R6512 | hpsU      | WcaF                                         |                                           |
| Npun_R0453 | wzy       | polysaccharide polymerase                    |                                           |
| Npun_F0458 | wza       | polysaccharide export outer membrane protein |                                           |
| Npun_F0459 | wzc       | polysaccharide co-polymerase                 |                                           |
| Npun_F5960 | hmpA      | PatA-type response regulator                 | motile                                    |
| Npun_F5961 | hmpB      | CheY-type response regulator                 | non-motile, reduced HPS                   |
| Npun_F5962 | hmpC      | CheW                                         | non-motile, reduced HPS                   |
| Npun_F5963 | hmpD      | MCP                                          | non-motile, reduced HPS                   |
| Npun_F5964 | hmpE      | CheA                                         | non-motile, reduced HPS                   |
| Npun_R5959 | hmpF      | coiled-coil protein                          | non-motile, loss of pilus extension       |
| Npun_F2161 | ptxA      | CheY, PatA family                            |                                           |
| Npun_F2162 | ptxB      | CheY                                         |                                           |
| Npun_F2163 | ptxC      | CheW                                         |                                           |
| Npun_F2164 | ptxD      | MCP                                          | motile, loss of phototaxis                |
| Npun_F2165 | ptxE      | CheA                                         | motile, loss of phototaxis                |

Supplemental Table S7. Expression correlation matrix for DGR-associated genes.

|            | Npun_F4884           | Npun_F4885          | Npun_F4886           | Npun_F4887  | Npun_F4888  | Npun_F4889 | Npun_F4890 | Npun_F4891 | Npun_F4892 | DGR-TR  | Npun_F4893    | Npun_F4894           | Npun_F4895           | Npun_F4896 | Npun_F4897               | Annotation               |
|------------|----------------------|---------------------|----------------------|-------------|-------------|------------|------------|------------|------------|---------|---------------|----------------------|----------------------|------------|--------------------------|--------------------------|
| Npun_F4884 | 1.0000               | 0.1247              | 0.3200               | 0.5340      | 0.3097      | -0.2250    | 0.0000     | 0.7209     | 0.0537     | -0.4956 | 0.2529        | 0.2061               | -0.3143              | 0.0840     | -0.2436                  | Hypothetical protein     |
| Npun_F4885 | 0.1527               | 1.0000              | 0.3855               | 0.6370      | 0.6940      | -0.1011    | 0.7616     | 0.2538     | 0.1663     | 0.2213  | 0.3876        | -0.0107              | 0.0355               | 0.3152     | -0.1244                  | CHAT domain protein      |
| Npun_F4886 | 0.3200               | 0.3855              | 1.0000               | 0.8116      | 0.9064      | 0.2296     | 0.7382     | 0.3127     | 0.4173     | -0.0526 | 0.5285        | -0.2514              | 0.0305               | 0.6137     | 0.0696                   | Hypothetical protein     |
| Npun_F4887 | 0.5340               | 0.6370              | 0.8116               | 1.0000      | 0.7205      | -0.0777    | 0.5562     | 0.3386     | 0.1605     | 0.1380  | 0.4294        | -0.0774              | 0.0242               | 0.4219     | -0.1876                  | Musk ATPase              |
| Npun_F4888 | 0.3097               | 0.6940              | 0.9064               | 0.7205      | 1.0000      | 0.4065     | 0.7399     | 0.3002     | 0.6518     | -0.0192 | 0.6820        | -0.3750              | 0.0369               | 0.7537     | 0.3606                   | VWA protein              |
| Npun_F4889 | -0.2250              | -0.1011             | 0.2296               | -0.0777     | 0.4065      | 1.0000     | 0.1874     | -0.4863    | 0.2871     | -0.2454 | 0.3552        | -0.5761              | 0.2788               | 0.7734     | 0.3725                   | DGR-VP1                  |
| Npun_F4890 | 0.0000               | 0.7616              | 0.7382               | 0.5562      | 0.7399      | 0.1874     | 1.0000     | 0.0713     | 0.3138     | 0.1903  | 0.5653        | -0.1639              | 0.0504               | 0.4925     | 0.2729                   | DGR-VP2                  |
| Npun_F4891 | 0.7209               | 0.2538              | 0.3127               | 0.3386      | 0.3002      | -0.4863    | 0.0713     | 1.0000     | 0.3225     | -0.2618 | 0.3243        | 0.4269               | -0.4950              | -0.2210    | 0.0159                   | DGR-Avd                  |
| Npun_F4892 | 0.0537               | 0.1663              | 0.4173               | 0.1605      | 0.6518      | 0.2871     | 0.3138     | 0.3225     | 1.0000     | 0.1369  | 0.4499        | -0.5021              | -0.2648              | 0.3966     | 0.7839                   | DGR-RT                   |
| DGR-TR     | -0.4956              | 0.2213              | -0.0526              | 0.1380      | -0.0192     | -0.2454    | 0.1903     | -0.2618    | 0.1369     | 1.0000  | -0.2941       | -0.1546              | -0.1265              | -0.3759    | 0.2404                   | DGR-TR                   |
| Npun_F4893 | 0.2529               | 0.3876              | 0.5285               | 0.4294      | 0.6820      | 0.3552     | 0.5653     | 0.3243     | 0.4499     | -0.0581 | 1.0000        | -0.4077              | -0.1006              | 0.3684     | 0.4785                   | HTH Regulator            |
| Npun_F4894 | 0.2061               | -0.0107             | -0.2514              | -0.0774     | -0.3750     | -0.5761    | -0.1639    | 0.4269     | -0.5021    | -0.1546 | -0.1006       | 1.0000               | -0.0232              | -0.6033    | -0.4418                  | Hypothetical protein     |
| Npun_F4895 | -0.3143              | 0.0355              | 0.0305               | 0.0242      | 0.0369      | 0.2788     | 0.0504     | -0.4950    | -0.2648    | -0.1005 | -0.4077       | -0.0232              | 1.0000               | 0.4298     | 0.3552                   | Hypothetical protein     |
| Npun_F4896 | 0.0840               | 0.3152              | 0.6137               | 0.4219      | 0.7537      | 0.7734     | 0.4925     | -0.2210    | 0.3966     | -0.3759 | 0.3684        | -0.6033              | 0.4298               | 1.0000     | 0.1685                   | Helicase                 |
| Npun_F4897 | -0.2436              | -0.1244             | 0.0696               | -0.1876     | 0.3606      | 0.3725     | 0.2729     | 0.0159     | 0.7839     | 0.2404  | 0.4785        | -0.4418              | -0.3552              | 0.1685     | 1.0000                   | Restriction endonuclease |
| Annotation | Hypothetical protein | CHAT domain protein | Hypothetical protein | Musk ATPase | VWA protein | DGR-VP1    | DGR-VP2    | DGR-Avd    | DGR-RT     | DGR-TR  | HTH Regulator | Hypothetical protein | Hypothetical protein | Helicase   | Restriction endonuclease |                          |

How the deposited data were processed for this re-analysis (not part of the article)

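RNA was sequenced from 36 libraries of *N. punctiforme*, 3 replicates at each of 12 time points in 4 stages. Of the time points, 6 were taken in the light and 6 in the dark. Stages II and III, with 8 time points and 24 libraries, are the core time points of the light-dark cycle. Stages I and II were sequenced in 1 run and stages III and IV in another, so stage and run cannot be separated. According to the authors, single-end reads from non-directional, rRNA-depleted libraries were aligned, assembled and normalized with Rockhopper under default settings.

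The deposited table lists 6955 features, 6689 annotated loci and 266 predicted RNAs, without tRNA or rRNA. The signal values deposited by the authors for each library are read coverage summed over the bases of a feature, scaled by 1 factor per library so that the upper quartile lies near 100000, and rounded down to whole numbers. This was tested on the values, whose upper quartile was within 3% of 100000 in 34 of 36 libraries. A second value per time point, called expression, is the mean of the 3 replicates divided by the length of the feature, also rounded down. All columns of values belong to a sample. Positions came from the RefSeq annotation of the same assembly, which matched 6575 of the features.

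The table holds no read counts. A test on counts was therefore not possible, and linear models were fitted with limma 3.58.1 in R 4.3.3 on log2(value + 1), with a trend of variance with mean and Benjamini-Hochberg adjustment. This choice had been written before the data were examined, for the case that counts were absent. Features with an expression of at least 10 in at least 1 of the compared time points were kept, as in the paper, which left 6092 over 12 time points and 5810 over the core ones. A feature was called at an adjusted p below 0.05. Features of a phase also needed a log2 fold change of at least 1 over the mean of the other phases.

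Light was compared with dark over the core libraries, the 4 states by an F-test, Pre-Dawn1 and Pre-Dawn2 with the other 6 core time points, Light24 with the other 11 time points, and Dark24 with Light24. MidDark was compared with MidLight within each cycle. Sets of features were tested with camera at an inter-gene correlation of 0.01 and with fry, both from limma. Lists by product name were written before the data were examined, and sets by the KEGG terms of the table were added afterwards. Correlations were taken over the expression values of the 12 time points as Pearson r, with Spearman's rho beside it and two-sided permutation tests of 100000 resamples, or exact ones for 6 time points, adjusted within each group of pairs. They were recomputed without the 2 time points farthest from the median of the first gene, within each run, and within light and dark. Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9 was used for these and for the figures.

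The genes named are those that the paper's results name by locus or symbol where a value bears on the sentence. For light against dark, and for Light24 and Dark24, they are also the 5 features with the largest log2 fold change in each direction among those called and changed the same way in all 3 replicate numbers, upward ones alone for Light24 and Dark24. The values printed in the paper's tables and figures had been seen when this rule was written. Other features are marked where they are named.

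Replicate 1 was amplified with 10 cycles at every time point and replicates 2 and 3 with 14, so replicate numbers could carry a shared effect. After the time point means were removed, libraries of the same replicate number had a mean correlation of 0.0863, 0.0230 and 0.0875 for replicates 1, 2 and 3, and 36, 19 and 33 of 66 pairs lay above 0.1. With the replicate number as a block, 123 of 124 results stayed on the same side of their threshold with the same sign. The value with the block is printed for the other one, the Pre-Dawn change of Npun_F1000.

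Depth was read from the steps between low values, which could be resolved in 9 libraries. It was lowest in Pre-Dawn0 replicate 3, where 997 features were listed at 0, against a median of 28 per library. The 10 features with the highest values took 18.4% to 31.4% of the total of a library. In the other libraries no depth can be derived from the table, and no counting interval is given for any value.

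The tests were tried on simulated data with the means and spreads of the real features and 200 features changed. Light against dark recovered 188 of them, Pre-Dawn against the other core time points 170, Light24 against the other 11 time points 133 and Dark24 against Light24 111, with the right direction in every case. Of the calls in these comparisons, in the same order, 5.5%, 4.0%, 6.3% and 2.6% were of unchanged features. Of 200 random sets none was called by camera after adjustment, and 4 to 7 per comparison had an unadjusted p below 0.05. Of 200 simulated pairs without correlation 11 had a permutation p below 0.05, and of 200 made with an r of 0.9 199 did. The simulated values were independent, while real time points share light state, phase and run, so the permutation p of real pairs can be too small. In the real values a kept feature reached an r of at least 0.75 with a median of 365.5 others.

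The alternatives tried were median-of-ratios scaling, upper quartile rescaling, no filter on low values, the replicate number as a block, leaving out each replicate number in turn, and other references, thresholds, samples or correlation scales where they applied. Added after the data were examined were pseudocounts of 100, 1000 and 5000, leaving out MidLight2 replicate 3, which has a low upper quartile, leaving out Pre-Dawn0 replicate 3 except for the features of a phase, leaving out stage I for the retroelement pairs, Spearman's rho, and median-of-ratios scaling for sets and correlations. Co-expression modules were not rebuilt, because the paper's text does not give their settings and the authors' scripts were not at hand, and the paper's gene set enrichment, which takes the module genes as input, was replaced by camera and fry. RT-qPCR and genome sequencing were left out because their data are not in the table.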

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

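All tests of explanations in this part were chosen after the results had been seen.

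The light response differed between the 2 cycles for 355 of 5810 features by an interaction term (limma with Benjamini-Hochberg adjustment), which is a difference between groups under the same contrast. The response was higher in stage III for 157 features and lower for 198, and 1314 features had an unadjusted p below 0.05. The difference was at least 1 on the log2 scale for 61 features. Of the 355, 292 were also called light against dark over both cycles. The paper does not report this comparison. The largest differences upward were those of Npun_F5131 (2.78), Npun_BF200 (2.37), Npun_BF195 (2.36), Npun_R5716 (2.03) and Npun_BF198 (1.99). Downward they were those of 2 predicted RNAs (-1.86 and -1.75), Npun_R3495 (-1.39), Npun_F5800 (-1.35) and Npun_R5017 (-1.26). These features were chosen by size after their values were seen. Of 115 tested features of plasmid B, 21 were called, 20 of them upward.

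Values near the floor of the table argue little for this pattern, since 375 features were called when 1000 was added to each value before the log2. The authors' scaling is not needed for it either, since 344 were called after median-of-ratios scaling. A single stronger light response in stage III would move features in the direction of their own response, but 56.6% of the called features did so. For a comparison with other assignments of single core libraries to the 2 cycles, the mean difference between the stages was first taken out of each feature, which left 348 calls for the real assignment. As many came from 3 of 100 assignments, the real one included, and the highest of the others gave 733, so among such assignments chance alone is excluded at the level of 0.05 but not by a wide margin. What stays open is larger. No run holds both stages (0 runs), so a change between sequencing runs cannot be told apart from a change between cycles. The number called also changed with the libraries: without replicate 1, 2 or 3 the number called was 29, 10 and 167, and it was 483, more than with all libraries, without MidLight2 replicate 3. A fit without a replicate number holds 2 libraries per time point in place of 3, so a lower number can follow from the smaller fit, and the test cannot show whether 1 replicate number carries the pattern. An effect of longer entrainment may exist, but it was not tested apart from the run.

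A group of 13 neighboring plasmid genes that the paper does not discuss, Npun_BF189 to Npun_BF201 (201186 to 218467), was higher in the light. This is a signal in features that the paper does not single out, and the group was chosen after its values were seen. All 13 were called by limma, with light-dark log2 fold changes from 1.84 to 5.17 and a median of 4.39. In 9 of the 13 every light library lay above every dark library over all 36 libraries, which 357 of all tested features did and chance would give for a share of 1.1e-10 if the libraries were exchangeable, or of 0.00108 if whole time points were. Expression was 3 at the lowest in a light time point and 7 at the highest in a dark one, and all 13 genes had their highest value in Light24. Their products are hypothetical proteins apart from a TrsK-like transfer complex protein (Npun_BF198) and an S23 ribosomal protein (Npun_BF200).

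More copies of the plasmid in the light would raise its other genes by a similar amount, but the other 102 tested features of the plasmid had a median of 0.12, with 49 higher and 33 lower in the light. The 6 features just before the group had a median of 0.30. Low values alone do not account for the change, since the median was 2.82 with a pseudocount of 1000 and 2.10 with one of 5000. After median-of-ratios scaling it was 4.46, so the authors' scaling does not account for it. All 13 genes were higher in the light in each of the 2 runs, where the medians were 3.39 and 4.85, and in Light24 against Dark24, where the median was 6.49. A response of the group to light is therefore a candidate explanation. Light24 shares no library with the core comparison but comes from the second run and the same growth experiment. A copy number change of this stretch alone, reads from another element with the same sequence and a response to a factor that follows light were not tested, and they stay open.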

How the results depend on the processing

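The pseudocounts, the alternatives that leave out MidLight2 replicate 3, those that leave out Pre-Dawn0 replicate 3 except for the features of a phase, those that leave out stage I for the retroelement pairs, Spearman's rho, the sets by KEGG term and the comparison of the light response between cycles are tests chosen after the data had been seen, as are median-of-ratios scaling of the sets and correlations and leaving out Light24 or stage I for the numbers of correlated features.

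In all, 165 results were recomputed under 46 alternatives, which gave 2070 values. Of these, 1938 kept the direction, the side of the threshold and, for counts, a size within 1.5 times. For single genes, sets and pairs, 1190 of 1255 values did so, 34 lost their call, 24 gained one and 7 reversed. Upper quartile rescaling (124 values), no filter on low values (125) and a pseudocount of 100 (124) changed no result in this sense. Median-of-ratios scaling changed 10 of 163, and leaving out replicate 1, 2 or 3 changed 12, 12 and 9 of 165 each. The number of light-dark features ran from 1312 to 4997, and without each replicate number in turn from 3993 to 4524. The number of hormogonium genes higher in Light24 ran from 35 to 40. With the replicate number as a block, 123 of 124 results kept their call, and the Pre-Dawn change of Npun_F1000 (-0.15) gained one.

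Median-of-ratios scaling reversed purine metabolism at Pre-Dawn, which was not called, from 0.057 to -0.016. For the KEGG set it changed the light-dark median from -0.048 to 0.039 and the Pre-Dawn one from 0.066 to -0.0076. Npun_F5684 in Dark24 against Light24 went from 0.07 to -0.14, and the Light24 change of the light-higher features from -0.084 to 0.030. The Light24 change of the dark-higher features went from -0.24 to -0.12. This scaling moves the median of all features by more than 0.1 in the comparisons with Light24, which is enough for these shifts. It also ended the Pre-Dawn call of Npun_F4120 and made 2 calls for Npun_F1000. The correlation of Npun_F4885 with Npun_F4888 gained a call under this scaling (0.695, adjusted p = 0.0345, permutation test).

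Fits without a replicate number hold 2 libraries per time point, so fewer calls can follow from the smaller fit. The number of features with a different light response in the 2 cycles was 10 to 167 without a replicate number in place of 355, and 483 without MidLight2 replicate 3. Npun_F5684 in Dark24 against Light24 ran from -0.061 without replicate 1 to 0.20 without replicate 3, and was -0.019 without Light24 replicate 1. The number of phage non-structural genes higher in MidDark2 was 0 to 2 in place of 1, and in MidDark1 0 without replicate 1 or 2. It was 2 without Pre-Dawn0 replicate 3 and 2 without MidLight2 replicate 3, and without Pre-Dawn0 replicate 3 the interaction was called for 1 structural gene. The Dark24 change of the light-higher features was -0.89 without replicate 2 and -0.85 without replicate 1, and -0.73 at its other end, without MidLight2 replicate 3. That of the dark-higher features was between 0.65 without MidLight2 replicate 3 and 0.72 without replicate 2. With all libraries they were -0.76 and 0.66. Pre-Dawn held between 179 features of its own without replicate 2 and 348 without replicate 3, in place of 229. Libraries with a nearest neighbor in their own time point were 18 to 21 of 24, in place of 34 of 36. The cause was not tested for these.

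With pseudocounts of 1000 and 5000 the Dark24 change of the light-higher features was -0.72 and -0.63. With 5000 that of the dark-higher features was 0.52, and their Light24 change -0.18. A larger pseudocount shrinks log2 ratios by construction. Against all 3 Pre-Dusk time points this Light24 change was -0.21.

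Thresholds and tests changed counts more than scaling did. A log2 fold change of at least 1 left 1312 light-dark features (680 higher in the light, 632 in the dark) and 1311 of the 4-state features (680 and 631). The analysis of variance of the 8 time point values called 1049 (513 and 536), and limma on their log2 values 2184 (1032 and 1152). Both use 8 values in place of 24. Without a fold threshold 5087 features were assigned to a phase, 915 to Pre-Dawn, 413 to MidDark, 1304 to Dark24, 743 to Pre-Dusk, 736 to MidLight and 976 to Light24, with 2455 in light and 2632 in dark phases. Without stage I MidDark held 73, and the cause was not tested.

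Fry called sets that camera did not: cell division (0.36 in the light, -0.31 at Pre-Dawn), homologous recombination (-0.33 and 0.32) and the genes of Tables S1 and S2 (0.17 and -0.21). Of the KEGG sets it also called peptidoglycan (0.07 and -0.06), pyrimidine metabolism (0.16 and -0.09), DNA replication (-0.35 and 0.38) and two-component system (-0.13 and 0.09) in both comparisons, O-antigen nucleotide sugars in the light (0.39) and homologous recombination at Pre-Dawn (0.21), all without a call by camera. Camera tests a set against the other features and fry asks whether its members change at all, so they answer different questions.

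The r of Npun_R1302 with Npun_R1952, 0.760 and not called, was -0.604 without Light24 and -0.187 as Spearman's rho, so it rests on Light24. It was called without replicate 3 (0.868), without Pre-Dawn0 replicate 3 (0.812) and over 36 libraries (0.709). Of the pairs in the retroelement neighborhood, 4 were called. Called were 2 on the log2 scale, 8 over 36 libraries, 2 without Light24, 2 without stage I, 0 to 2 without replicate 1 or 2, and 0 by Spearman's rho. The number of features correlated with Npun_F1000 was 89 on the log2 scale, 6 over 36 libraries, 321 without Light24 and 55 without stage I, in place of 137. That for Npun_R2903 was 44 over 36 libraries and 593 without Light24, in place of 378, and that for Npun_R5149 298 over 36 libraries, in place of 598. The order of the 3 genes stayed the same under these alternatives. The cause was not tested.

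Alternatives that need read counts could not be run, because the table holds none: a count model in place of limma, scaling by trimmed means, a filter by counts, and expression values recomputed from counts. Depth limits the low features, above all in Pre-Dawn0 replicate 3 with 997 features at 0, and this library enters every comparison fitted over the 12 time points, by its values or by the shared spread, and the correlations. Comparisons fitted over the core time points do not hold it. Where depth could not be derived, its effect stays unknown.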

Differences from the paper's values

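The sets by KEGG term, the depth from steps between values, the distances between pairs of time points, the tally over the retroelement neighborhood and the rank of the template RNA were chosen after the data had been examined, and the other tests named here beyond those of the paper before that, unless a sentence says otherwise.

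The paper's number of features that differ between the light and dark states is 200, with 117 in the light group and 83 in the dark group. The F-test over the 4 states called 4811, of which 2172 were higher in the light and 2639 higher in the dark. None of the 10 alternatives set before the data were examined came within 1.5 times of the paper's numbers. They gave 1049 to 5199 features in all, 513 to 2372 in the light and 536 to 2886 in the dark. The lowest of these came from an analysis of variance of the 8 time point values with Benjamini-Hochberg adjustment, the test that the paper's methods describe.

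The paper's numbers of features for single phases come from co-expression modules, and those here from a comparison of each phase with the others, so the 2 are not the same measure. For Pre-Dusk the paper's number is 326 and that found here 176, and none of the 10 alternatives set before the data were examined came within 1.5 times (149 to 743). For Pre-Dawn they are 483 in the paper and 229 here. Of the 10 alternatives, leaving out replicate 3 (348) and leaving out stage I (327) came within 1.5 times of the paper's number and the other 8 did not. For Dark24 they are 164 in the paper and 501 here, and none of the 10 alternatives came within 1.5 times (390 to 1304). Dark24 and Light24 lie in the second run alone, so their numbers here can include a difference between runs. The numbers for Light24, MidLight, MidDark and all light and all dark phases lay within 1.5 times of the paper's.

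The paper's mean of mapped reads per library is 19993756. From the steps between low values a mean of 3535061 reads was derived for the 9 libraries that show such steps. These are the libraries of lower depth, since steps of 1 base of coverage are visible there alone, so the 2 means do not cover the same libraries. The derived reads also cover the listed features alone, without tRNA or rRNA, while the paper counts reads mapped to the genome. No alternative was set for this value.

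In Table S7 the paper gives an r of 0.637 for Npun_F4885 with Npun_F4887, and 0.837 was computed here. None of the 6 alternatives set before the data were examined removed the difference, although the 36 libraries in place of the 12 time points gave 0.644 and leaving out replicate 1 gave 0.619. Of the 210 cells of the table that could be compared, 178 matched to within 0.001, and 32 did not. For Npun_F4885 with Npun_F4886 the paper gives 0.3855 and 0.886 was computed. In the row of Npun_F4893 the paper gives -0.4077 with Npun_F4894 and -0.1006 with Npun_F4895, while -0.101 and -0.408 were computed. The cells of these pairs in the rows of Npun_F4894 and Npun_F4895, at -0.1006 and -0.4077, match the computed values. In the row of Npun_F4895 the paper gives 0.3552 with Npun_F4897, and -0.355 was computed. The cell of this pair in the row of Npun_F4897, at -0.3552, matches the computed value. Cells of the same pair above and below the diagonal of the paper's table also differ, as for Npun_F4884 with Npun_F4885 at 0.1247 and 0.1527 against 0.183 here. All 25 pairs of Table S1, 39 pairs of Table S5 and 99 of the 101 pairs of Table S2 that could be computed matched. The other 2 of its 103 pairs hold Npun_R4533, which is not in the deposited table. Table S2 names that locus Cdv1, as it does Npun_R4933, and the r of 0.876 computed for Npun_R4933 with Npun_R5149 matches the one it gives for Npun_R4533. The r that the text gives for pairs of named genes also matched.

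The paper states that the *nif* genes did not follow the light-dark state. Of 23 tested, 8 were called higher in the light and 8 lower, while the median of -0.00 shows no common direction.

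The paper places the alpha subunit gene Npun_F5684 among the genes enriched before dawn. It was lower at Pre-Dawn, with a log2 fold change of -0.29, and the other 4 repair and replication genes of this group were higher. The paper also lists the alpha subunit among the genes of Dark24. Npun_F5684 had 0.07 in Dark24 against Light24 and was not called. The other gene annotated as an alpha subunit, Npun_F4872, had 0.58 and was called.

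The paper did not expect a diel cycle of expression for the *kaiABC* genes, which is an expectation and not a reported value. kaiC was called higher at Pre-Dawn (0.29), and all 3 genes were lower in the light, with log2 fold changes of -0.37, -0.42 and -0.55, while kaiA and kaiB were not called at Pre-Dawn.

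The paper lists *cikA* (Npun_F1000) among the clock genes that peak before dawn, and elsewhere states that it was not elevated at any time point. At Pre-Dawn it had -0.15 and was not called. It was called lower against Pre-Dusk alone (-0.24), under median-of-ratios scaling (-0.22) and with the replicate number as a block. The other 3 genes of that list, sasA, rpaA and rpaB, were called higher.

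The paper describes the cyclical expression of Npun_R5149 as most pronounced before dusk and before dawn. Its expression was highest in Pre-Dusk0 (136), and its Pre-Dawn values were 74, 93 and 75. The log2 fold change at Pre-Dawn was -0.38, which was called. These values differ from the paper only if high expression before dawn is meant, and not if the low point of the cycle is.

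The paper describes pronounced expression of the phage genes in MidDark2. It also plots MidDark1 against MidLight1. From RT-qPCR of Npun_F1112, with a repeated growth experiment, it proposes that the structural genes favor the dark. The expression of the tail sheath gene Npun_F1112 was highest in MidDark2, at 3457, and 17 of 18 structural genes were called higher than in MidLight2. In the first cycle 17 of 18 were also called higher in MidDark1 than in MidLight1. The difference between the cycles was called for 0 of 18 by limma, with 2 at an unadjusted p below 0.05. It was called for 1 without Pre-Dawn0 replicate 3, an alternative chosen after the data were seen.

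The paper names peptidoglycan, O-antigen and amino sugar synthesis among the functions of the light. Amino sugar metabolism was called by camera and fry. The peptidoglycan set by product name was called by neither, and the KEGG sets for peptidoglycan and O-antigen nucleotide sugars were called by fry and not by camera.

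The paper names purine metabolism, homologous recombination and nucleotide metabolism as functions of the dark and of pre-dawn. Neither purine metabolism nor homologous recombination was called by camera. Nucleotide metabolism as a whole was not tested, and of its parts purine and pyrimidine metabolism were. Homologous recombination by product name was called by fry, with 13 of 20 features higher at Pre-Dawn. The KEGG set for it had 5 of 9 higher at Pre-Dawn and was called by fry there (adjusted p = 0.00514) but not in the light against the dark (adjusted p = 0.206). Purine metabolism was called by neither test, with 10 features higher and 10 lower in the light, and pyrimidine metabolism had a median of 0.16 in the light and was called by fry.

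The paper finds adjacent time points more alike than the same phase of 2 cycles. Over the light-higher features this held for MidLight1 and MidLight2, and over the dark-higher features for the 4 dark core time points with all libraries, though not within each replicate number. Over the light-higher features, however, Pre-Dawn1 lay nearer to Pre-Dawn2 (29.0) than to MidDark1 (30.1). Pre-Dusk1 and Pre-Dusk2 also lay nearer to each other, at a distance of 35.0, than to MidLight1 or MidLight2, at 56.1 and 54.5.

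The paper states that the reverse transcriptase and Avd genes are expressed less than the neighboring genes. Of 12 neighbors, 5 had a higher mean expression than Npun_F4892 and 6 a higher one than Npun_F4891, so the tally goes against the statement for Npun_F4892 and is even for Npun_F4891.

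The paper calls the template RNA very highly expressed. Its mean lay above that of 87.0% of all features, and among the 266 predicted RNAs it ranked 206 from the highest.

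The paper names *minC* and *murE* among the genes of the cell division pairs with an r above 0.90. The pairs above that level hold minC with rpaA (0.947) and with a DUF152 gene (0.922), and murE with sepF (0.921), which the sentence does not name. The r of minC with ddl was 0.895. The other 4 cell division genes, ftsE, ftsK, cdv1 and minD, each had such a pair with a named partner.

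The text gives Npun_F0907 as the locus of a class B penicillin-binding protein correlated with Npun_F0907 itself. In Table S1 that locus is Npun_F0168, and the r of 0.775 computed for Npun_F0168 matches the one in the text.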

Other observations

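All tests of explanations and of other splits in this part were chosen after the results had been seen, but the comparisons of Dark24 with Pre-Dusk2 and of MidDark with MidLight within each cycle were not.

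Splits of the same libraries into other groups, drawn within the replicate numbers, were used to ask whether a result of the same size arises by chance. The real grouping alone reached its own size, 1 of 100, for the light-dark features, the 4-state features, the features of a phase, the hormogonium list in Light24, the repair genes and the clock genes at Pre-Dawn, the cikA-like genes, the nitrogen fixation genes and the IS4 transposases. For the sets of features it was 2 of 100. Among splits of this kind a chance assignment of single libraries is excluded for these at the level of 0.05. For the gene lists this does not set a list apart from other features. Between light and dark 16 of 23 nitrogen fixation genes were called, as were 4574 of all 5810 features. The largest result of another split was 2831 for the light-dark features, 3132 for the 4-state features and 221 for the features of a phase. These splits part the 3 libraries of a time point and so do not show what other divisions of whole time points would give. For light against dark those were run too: of 35 divisions of the core time points into 4 and 4, 1, the real one, gave 4574 features, and the next gave 3910 and 3842. For the other results listed here no such divisions were run. For the repair genes in Dark24 against Light24 and for the phage genes in MidDark2 against MidLight2 there are 10 splits, of which 1, the real one, gave the largest result. With 3 libraries against 3 such a share is never under 0.1, so chance cannot be excluded in this way.

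After 24 h of dark from Pre-Dusk2, the features higher in the light had a median log2 fold change of -0.76. They would have stayed near 0 if the clock hour they share with Pre-Dusk2 had set expression alone. Across the called features the change had an r of -0.868 with the change from Pre-Dawn to Pre-Dusk, beyond the -0.106 of simulated unchanged libraries, which is consistent with an effect of the light state. These cultures were in the dark for longer than any night before, so an effect of the length of the dark stays open.

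The phage structural genes were as much higher in the mid-dark of the first cycle as in that of the second. The median log2 fold change was 2.74 in the first cycle, which argues against an induction in the second cycle alone. In each cycle 17 of 18 genes were called higher in mid-dark by limma. The dark state as such would also raise the genes at Pre-Dawn over Pre-Dusk, but their median in that comparison was -0.85, with 14 of 18 called lower by limma. What raises them from mid-light to mid-dark stays open. In MidDark2 against MidDark1, 17 of the 18 genes had a positive log2 fold change, with a median of 0.70. That difference lies between the 2 runs and was not separated from the run.

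The number of features correlated with Npun_R5149 may be one that genes of this data set often reach, since 72.7% of the kept features have fewer and the others as many or more.

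Pre-Dawn0 replicates 1 and 2 lay nearest to libraries of later Pre-Dawn time points. Counting noise of low features is unlikely to be the whole cause, since over the features above the median mean both, 2 of 2, still lay nearest to a later Pre-Dawn library. Over those features Pre-Dawn0 replicate 3 also lay nearest to a later one, Pre-Dawn2 replicate 3 (0.891, against 0.888 at most within its time point). A swap with the later Pre-Dawn libraries would place one of those nearest to Pre-Dawn0, and 0 of them were. A low depth of Pre-Dawn0 replicate 3 does not enter the correlation of replicates 1 and 2, which at 0.961 lay below those with the later libraries, 0.964 and 0.981. A true likeness of the pre-dawn time points stays open and was not tested.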
